# Generation of three-dimensional meat-like tissue from stable pig epiblast stem cells

**DOI:** 10.1038/s41467-023-44001-8

**Published:** 2023-12-09

**Authors:** Gaoxiang Zhu, Dengfeng Gao, Linzi Li, Yixuan Yao, Yingjie Wang, Minglei Zhi, Jinying Zhang, Xinze Chen, Qianqian Zhu, Jie Gao, Tianzhi Chen, Xiaowei Zhang, Tong Wang, Suying Cao, Aijin Ma, Xianchao Feng, Jianyong Han

**Keywords:** Stem-cell biotechnology, Embryonic stem cells

## Abstract

Cultured meat production has emerged as a breakthrough technology for the global food industry with the potential to reduce challenges associated with environmental sustainability, global public health, animal welfare, and competition for food between humans and animals. The muscle stem cell lines currently used for cultured meat cannot be passaged in vitro for extended periods of time. Here, we develop a directional differentiation system of porcine pre-gastrulation epiblast stem cells (pgEpiSCs) with stable cellular features and achieve serum-free myogenic differentiation of the pgEpiSCs. We show that the pgEpiSCs-derived skeletal muscle progenitor cells and skeletal muscle fibers have typical muscle cell characteristics and display skeletal muscle transcriptional features during myogenic differentiation. Importantly, we establish a three-dimensional differentiation system for shaping cultured tissue by screening plant-based edible scaffolds of non-animal origin, followed by the generation of pgEpiSCs-derived cultured meat. These advances provide a technical approach for the development of cultured meat.

## Abstract (web summary)

Cultured meat technology promises to alleviate protein shortages, but still faces many challenges. Here, the authors achieve serum-free myogenic differentiation of porcine pre-gastrulation epiblast stem cells and generate meat-like tissue via edible plant-based scaffolds without any animal compounds.

## Introduction

In recent years, global food consumption has increased due not only to the expanding worldwide population but also to a shift in eating patterns^1,2^, including increased demand for foods of animal origin (e.g., meat), putting additional strain on the livestock industry^3^. These increases have had negative impacts on livestock^4^, food security^5^, animal welfare^6^, climate change^1,7–9^, environmental sustainability^10–12^, public health^13,14^, and competition between human and animal rations^1,15^. Moreover, livestock breeding is unable to meet the rising demand for meat protein^4^. As a consequence, it is essential to develop new food technologies and alternate ways to address the aforementioned concerns^15^. Cultured meat (CM) not only promotes environmental aims^16^ but also has the potential to produce “clean meat“^17,18^.

CM, a disruptive future food technology that efficiently blends clean production and sustainable food creation^19,20^, uses stem cell technology to produce edible meat tissue through cell differentiation in vitro^20,21^. The pace of innovation in CM development has accelerated with the continuous development of cross-disciplinary approaches, but it still faces major technical challenges^19,22–24^, including a lack of initiating cell lines and sufficient technologies for serum-free culture, scaffolding materials, large-scale suspension, and expansion culture. One of the cornerstones of the production of CM is a high-quality initiating cell line. Currently, accessible cell lines include mesenchymal stem cells and muscle stem cells (MuSCs), which can be amplified only a limited number of times before losing their capacity to differentiate^25^. While immortalized cell lines derived from bovine satellite cells^26^ and chicken fibroblasts^27^ have been reported as possibilities for addressing this shortcoming, the regulating mechanism remains to be elucidated. Unlike these cells, stable pluripotent stem cells (PSCs) derived from epiblasts may self-renew indefinitely and differentiate into any type of somatic cell, providing a new avenue for the development of CM^28^. The establishment of stable PSCs from livestock species has been a challenge in the field for the last 40 years^19^. However, the generation of stable porcine pre-gastrulation epiblast stem cells (pgEpiSCs) provide a new opportunity^29^. In addition, it is essential to establish serum-free differentiation^30^ of livestock PSCs to achieve three-dimensional differentiation in edible scaffolds and provide a theoretical basis and system reference for later cell large-scale expansion and tissue shaping culture.

In this study, we further validated the stability of the pgEpiSCs obtained in our previous work^29^. We also successfully established a myogenic differentiation system with a complete, transgene-free, and serum-free process and verified the characteristics of differentiated cells at the transcriptome and metabolome levels, ultimately achieving the development of CM derived from pgEpiSCs on an edible 3D scaffold without any animal components.

## Results

### pgEpiSCs are ideal initiating cells for the development of CM

We previously established a cell line (pgEpiSCs)^29^ that can not only be sustained in long-term culture to achieve consistent clonal proliferation but also retain genome stability, both of which are considered ideal features of initiating cells for the development of CM.

To evaluate the pluripotency maintenance and differentiation potential of high-passage pgEpiSCs, we performed long-term cell culture in vitro and embryoid body (EB) differentiation assays and found that pgEpiSCs showed distinct and smooth colony boundaries and alkaline phosphatase (AP) activity (Supplementary Fig. 1a, b) and expressed major pluripotency protein markers (Fig. 1a) after 200 passages. We further confirmed the genomic stability of the pgEpiSCs at high passages by using an alkaline comet and karyotype assay because the capacity of PSCs to preserve their genetic integrity is critical to their ability to self-renew indefinitely. The results indicated that normal karyotypes and no significant accumulation of DNA damage occurred in the pgEpiSCs at low or high passages during the long-term passaging process (Supplementary Fig. 1d, g, i), while damaged DNA formed a comet tail in the H_2_O_2_-treated cells (Fig. 1b and Supplementary Fig. 1c). We also isolated porcine MuSCs (pMuSCs) from porcine muscle and investigated their characteristics during culturing in vitro. These results (Supplementary Fig. 2) showed a lower differentiation ability of pMuSCs at P13, indicating that pMuSCs lost the features and differentiation potential of MuSCs during long-term culture in vitro, consistent with a previous report^31^. However, pgEpiSCs at different passages could form EBs and differentiate randomly (Supplementary Fig. 1e, f), accompanied by down-regulation of core pluripotency-related genes and up-regulation of genes associated with differentiation into all three major lineages (Supplementary Fig. 1h), producing ectoderm, mesoderm, and endoderm tissue cells (Fig. 1c). These results suggest that the differentiation potential of pgEpiSCs is unaffected by increasing passage numbers.

**Fig. 1:**
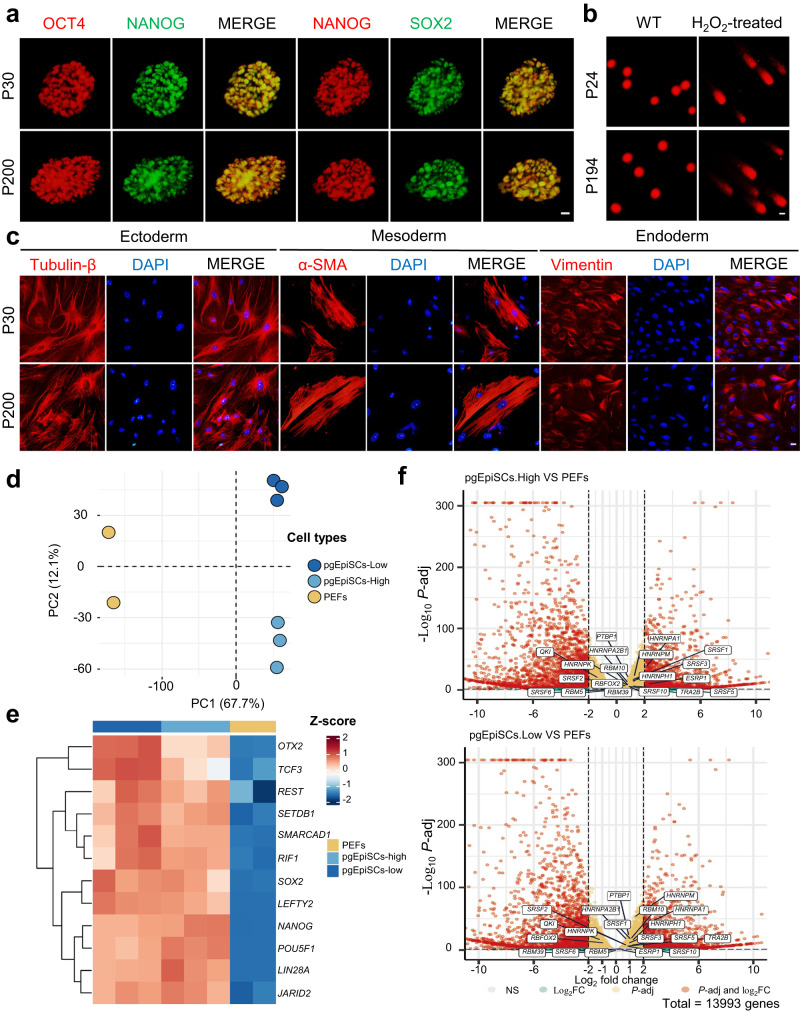
Characteristics of pgEpiSCs at low and high passages. **a** Immunofluorescence staining of the pluripotency markers (OCT4, SOX2, and NANOG) in pgEpiSCs at low and high passages. Scale bar, 20 μm. **b** DNA damage levels in different generations of pgEpiSCs were evaluated by comet assay. H_2_O_2_ treatment was used as a positive control. Scale bar, 20 μm. **c** Random differentiation potential assay of pgEpiSCs at low and high passages in vitro. Immunofluorescence staining of Tubulin-β (ectoderm), α-SMA (mesoderm), and Vimentin (endoderm) in EBs derived from pgEpiSCs. DAPI was used to stain the nuclei. Scale bar, 20 μm. **d** Principal component analysis (PCA) plot of RNA-Seq data from pgEpiSCs at low and high passages and PEFs. **e** Heatmap of differentially expressed genes (DEGs) for pluripotency of pgEpiSCs at low and high passages and PEFs. **f** Volcano plot of cancer-related splicing factors comparing pgEpiSCs and PEFs. Data were analyzed using the DESeq2 tool with the Wald-test. For (**a**) and (**c**–**f**), Low: P30; High: P200. For (**b**), Low: P24; High: P194. For (**a**–**c**), similar results were obtained in three independent experiments.

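pgEpiSCs are pluripotent cells of the pregastrulation pig epiblast. The RNA-seq data cover passage 30 (pgEpiSCs-Low, 3 libraries) and passage 200 (pgEpiSCs-High, 3 libraries). The methods of the paper speak of biological replicates, but no source used here says that the libraries of a group came from separate cultures. Each p-value sets a difference against the spread between libraries within groups, pooled over all groups. It cannot speak for other cultures. RNA with a poly-A tail was captured. The authors trimmed the reads with Trim Galore 0.6.6, mapped them to Sscrofa11.1 with HISAT2 2.1.0, counted them with featureCounts 2.0.1 and calculated TPM (transcript abundance scaled to a fixed total per library) in R. Every library of the deposited table sums to nearly the same total of TPM, so the number of reads per library is unknown. From 12706 to 12742 genes lay above 0.5 TPM in a low-passage library and 12691 to 12769 in a high-passage library. The 13 protein-coding genes of the mitochondrial genome took 22.1 ± 2.03% of all TPM at low and 23.6 ± 1.14% at high passage (mean ± standard deviation, SD, n = 3 each).
Values were compared as log2(TPM + 1) with limma, in 1 linear model with a mean for each of 5 groups (14 libraries), and p-values were adjusted by Benjamini-Hochberg over 14957 genes. The added 1 understates the change of genes near or below 1 TPM. The 50 gene lists (pathways, cell-type markers and genes shown in the paper's figures) were fixed before the data were examined. Each list was tested with camera at a preset correlation of 0.01 between genes, with an estimated correlation as an alternative. Simulated passage groups with planted changes returned 86.6% of genes changed by 1 log2 unit and 50.8% of genes changed by 0.5. Of the unchanged genes 0.0815% were called. The planted genes had a mean log2(TPM + 1) above 1, so the rates do not hold for genes of low abundance. Far fewer genes changed in the simulation than were called between the real groups, so the rates are not the power of the real comparison. PEFs and *POU5F1* (OCT4) were not analysed here.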

Next, we performed RNA-seq for pgEpiSCs at passage 30 and at P200 to assess the properties of the cells more comprehensively. Unsupervised hierarchical clustering and correlation analysis revealed that pgEpiSCs at different passages could be clustered together (Supplementary Fig. 3a) and separated from porcine embryonic fibroblasts (PEFs) by principal component analysis (PCA) (Fig. 1d and Supplementary Fig. 3b). Additionally, the gene expression in pgEpiSCs was entirely different from that in PEFs (Fig. 1e), and pluripotency-related genes such as *OTX2*, *SOX2*, *NANOG*, *LIN28A* and *POU5F1* (*OCT4*) were highly expressed in pgEpiSCs at both low and high-passage numbers (Supplementary Fig. 3c–e). 

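The genes that separate the passages most are few and mostly fell with passage. *CAV2* (caveolin 2, a membrane scaffold protein) went from 71.3 ± 5.70 to 0.303 ± 0.342 TPM and *ANXA1* (annexin A1, a calcium-dependent phospholipid-binding protein; chromosome 1, 226414200–226431963, Sscrofa11.1) from 216 ± 23.1 to 4.62 ± 0.497 TPM (mean ± SD, n = 3 each). Their log2 fold changes were -5.82 (standard error 0.16, adjusted p = 3.3e-11) and -5.27 (standard error 0.099, adjusted p = 7.7e-13). *VAT1L* (-3.90), the forkhead genes *FOXB2* (-3.74) and *FOXB1* (-3.10), and the Wnt ligand and receptor genes *WNT8A* (-3.06) and *FZD8* (-2.64) were also among the 12 largest falls, as was *GSTM3*, a glutathione transferase with 13.6 TPM at low passage and listed at 0 in each of the 3 high-passage libraries. Among the largest rises were the protocadherin gene *PCDHGB5* (2.56), the fibrillar collagen gene *COL3A1* (2.15, from 0.751 to 6.42 TPM) and the growth factor genes *FGF19* (2.02), *GDF3* (1.98) and *FGF17* (1.94). *COL3A1* was uneven between libraries, from 0 to 2.05 TPM at low and from 3.20 to 10.3 at high passage. According to the paper pgEpiSCs were kept on mouse feeder cells, and whether feeder RNA entered these libraries was not tested. Beyond a log2 fold change of 2, the threshold of the paper's volcano plots, 7 genes were higher and 24 lower at high passage. Across the 14534 genes detected (median TPM above 0.5 in pgEpiSCs or a later stage), the Pearson correlation of log2(TPM + 1) was 0.978 to 0.984 for the 9 pairs of a low- and a high-passage library and 0.9901 to 0.9926 for the pairs within a passage (3 each). On this scale every pair within a passage was closer than every pair between passages, while on TPM without a logarithm the ranges overlapped (up to 0.99724 between and from 0.99427 within). A correlation over all detected genes of very different abundance is high for most pairs of related samples, and the comparison with PEFs was not analysed here.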

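*NANOG* (a core pluripotency factor) stood at 218 ± 6.63 TPM at low and 244 ± 15.0 TPM at high passage, with a log2 fold change of 0.16 (standard error 0.14, adjusted p = 0.445; mean ± SD, n = 3). *LIN28A* (an RNA-binding protein that blocks let-7; chromosome 6, 83806178–83818550, Sscrofa11.1) stood at 1219 ± 19.3 and 1372 ± 128 TPM, *SOX2* (chromosome 13, 119668476–119669435) at 84.0 ± 7.25 and 74.5 ± 11.8, and the Nodal antagonist *LEFTY2* (chromosome 10, 13849052–13853438) at 3831 ± 158 and 3422 ± 262. The changes of *LIN28A* (0.17, standard error 0.22, adjusted p = 0.647), *SOX2* (-0.18, 0.12, 0.330) and *LEFTY2* (-0.16, 0.20, 0.615) did not pass. *OTX2*, a homeobox gene of the primed epiblast (chromosome 1, 186028575–186039026), fell from 309.7 ± 10.0 to 212 ± 11.7 TPM (log2 fold change -0.55, standard error 0.058, adjusted p = 1.8e-05). *TCF3*, a basic helix-loop-helix transcription factor gene, fell by 0.43 (standard error 0.081, adjusted p = 0.00184). Of the 11 tested pluripotency genes of Fig. 1e, 0 were higher and 2 lower at high passage, the same when adjusted over the list alone, and 9 did not pass (camera adjusted p = 0.696, median log2 fold change -0.045). The study chose this list, so it is not independent evidence.
Lists not chosen by the study moved gene by gene. Of 9 core pluripotency genes, *ZFP42* (chromosome 17, 7401729–7409027) rose from 87.0 ± 11.9 to 264 ± 10.1 TPM (log2 fold change 1.60, standard error 0.099, adjusted p = 1.4e-07) and the DNA methyltransferase gene *DNMT3B* rose by 0.52. *DPPA4* (-0.95) fell, a result no longer called when only the compared groups were fitted. Of 12 primed epiblast genes, 4 were higher and 5 lower (the same adjusted over the list alone; camera adjusted p = 0.875), the lower ones with *NODAL* at -1.30 (standard error 0.12). These values say how much mRNA each passage holds and not whether the cells can still differentiate.

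**Figure D1:**
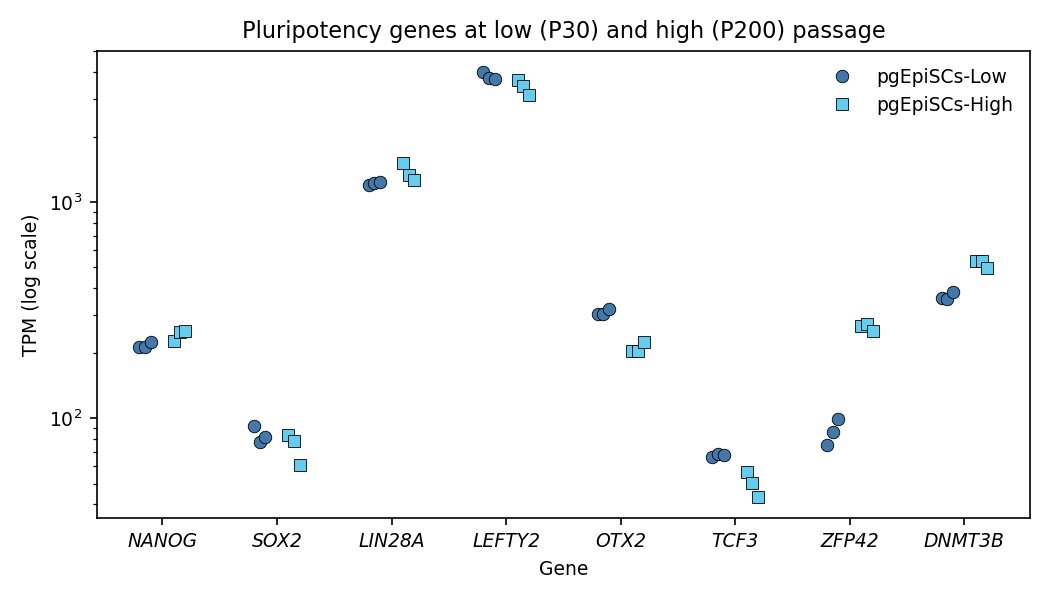
TPM of 8 pluripotency genes in each low-passage (P30) and high-passage (P200) library, on a log axis. *ZFP42* and *DNMT3B* are higher and *OTX2* and *TCF3* lower at high passage, while *NANOG*, *SOX2*, *LIN28A* and *LEFTY2* did not pass.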

Gene Ontology (GO) biological processes enrichment analysis revealed the enrichment of terms associated with “ion transport” (Supplementary Fig. 3g, h), which are relevant to the function of PSCs. 

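Cancer hallmark genes and splicing factors can be compared between the passages with their level in each. *EGFR* (epidermal growth factor receptor) rose from 1.49 ± 0.422 to 8.39 ± 1.04 TPM with passage (log2 fold change 1.92, standard error 0.13, adjusted p = 2.0e-07; mean ± SD, n = 3 each). The stress-response gene *DDIT4* rose by 1.19 (standard error 0.13), the intermediate filament gene *VIM* by 0.68 (0.056), *MYC* by 0.54 (0.10) and the nucleolar gene *NPM1* by 0.28 (0.058). *JUNB* fell by 1.50 (standard error 0.23) and the microtubule regulator *STMN1* by 0.48 (0.043). Of the 28 hallmark genes shown in Supplementary Fig. 3f, 6 were higher, 6 lower and 16 not passed, the same when adjusted over the list alone (camera adjusted p = 0.875, median log2 fold change -0.081). *PCNA* (-0.053, standard error 0.066), *BIRC5* (-0.13, 0.077), *FN1* (-0.088, 0.076) and *CD44* (0.13, 0.12) were among those that did not pass.
Of the 19 splicing factors of Fig. 1f, 1 was higher and 5 lower (1 and 7 adjusted over the list alone; camera adjusted p = 0.437). *ESRP1*, a splicing regulator of epithelial cells, rose from 8.06 ± 0.680 to 27.8 ± 0.277 TPM (log2 fold change 1.67, standard error 0.14, adjusted p = 2.3e-06), and *RBM10* fell by 0.35 (standard error 0.071, adjusted p = 0.00281). The other 4 falls, of *QKI* (-0.27), *PTBP1* (-0.18), *SRSF2* (-0.16) and *SRSF6* (-0.21), ended under median-of-ratios scaling. *HNRNPA1* (chromosome 5, 19485033–19491418) stood at 3743 ± 150.4 and 3863 ± 215 TPM and *SRSF3* at 602 ± 32.9 and 649.8 ± 21.8, neither of them passed. Both lists were chosen by the study and are not independent evidence. A comparison of passages cannot show how either passage stands against PEFs.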

More significantly, our results indicated that neither cancer-related hallmark genes nor splicing factors were expressed in pgEpiSCs (Fig. 1f and Supplementary Fig. 3f), implying that no cancer cell-related characteristics^32,33^ were present in high-passage pgEpiSCs and that the ability to maintain long-term stable passage is associated with pluripotent gene expression. Overall, these results suggested that pgEpiSCs are ideal initiating cells for the development of CM due to their excellent long-term stable proliferation in vitro, differentiation potential, and maintenance of a stable genome.

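Between the passages 5 gene lists were called, and none of them with an estimated correlation between genes. Of 19 tested aminoacyl-tRNA synthetase genes, 10 were higher and 0 lower at high passage (11 and 0 adjusted over the list alone), with *EPRS1* (0.43, standard error 0.053) and *GARS1* (0.40, 0.063) in front. Of 8 epithelial genes, 5 were higher (7 adjusted over the list alone), among them the keratin genes *KRT14* (1.12, standard error 0.13) and *KRT18* (0.87, 0.12). Of 19 glycolysis genes, 8 were higher and 0 lower (also adjusted over the list alone), with *PFKFB3* (0.99, standard error 0.17), *TPI1* (0.71, 0.067) and *LDHA* (0.55, 0.13). All 16 tested cell cycle genes stayed without a call, also when adjusted over the list alone (median log2 fold change -0.077). Among 12 genes reported in culture-adapted stem cells, 5 were higher and 3 lower (the same adjusted over the list alone), and the cyclin gene *CCND2* rose by 1.60 (standard error 0.11). Imprinted genes moved both ways, 3 higher and 6 lower of 14 (3 and 7 adjusted over the list alone): *MEST* rose by 1.12 and *PEG10* by 0.82, while *CDKN1C*, an inhibitor of cell division, fell by 1.39 and *PEG3* by 1.01.
With camera the calls were tRNA synthetases (adjusted p = 1.5e-04, but adjusted p = 0.824 with an estimated correlation), epithelial genes (adjusted p = 2.7e-04, but adjusted p = 0.0687 with an estimated correlation) and glycolysis (adjusted p = 7.7e-04, but adjusted p = 0.824 with an estimated correlation). The collagen genes of Fig. 3d (4 of 10 higher, also adjusted over the list alone, adjusted p = 0.0183) and the metabolic genes of Fig. 4f (6 higher and 1 lower of 15, 7 and 1 adjusted over the list alone, adjusted p = 0.0436) were also called, at adjusted p = 0.824 with an estimated correlation for either. Over all genes, 1250 were higher and 2345 lower at high passage, so 65.2% of the called genes were lower, against 59.4% with the mitochondrial genes left out, and 46.1% under median-of-ratios scaling and 48.2% under quantile normalization, which both centre the changes. The 3 and 3 libraries did not overlap for 5341 of the 14957 genes, where 10% would be so by chance. Division of these 6 libraries by passage called 2566 genes in a model of the 2 groups alone and the highest of the 9 other even divisions called 0, which is too few divisions to judge by. From stable proliferation over passages, differentiation potential and a stable genome, the paper proposes that pgEpiSCs suit cultured meat production. It also proposes a link between stable passaging and the pluripotency genes. The mRNA levels bear on the pluripotency genes. The lack of calls on the cell cycle list does not show stable proliferation, because small changes can be missed. *CCND2* and *CDKN1C*, named above from other lists, also act on cell division and did change.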

### A serum-free approach for myogenic differentiation from pgEpiSCs

Since pgEpiSCs have limitless self-renewal capacity and multi-differentiation potential, we hypothesized that pgEpiSCs could be differentiated into muscle cells (MCs) by activating or inhibiting specific signaling pathways to establish a serum-free and transgene-free myogenic differentiation method. To initiate differentiation, we first applied the human or mouse differentiation system, in which the serum is replaced with insulin-transferrin-selenium. However, we found that the cells differentiated in this way were unable to adhere under feeder-free conditions (Supplementary Fig. 4a). Next, we adjusted the early differentiation system with modifications to the basal pgEpiSCs culture medium and found that B27 is important during initiating differentiation. We observed that the differentiating cells in the B27 group not only adhered better but also exhibited greater random differentiation potential (Supplementary Fig. 4b); therefore, we selected this medium for continued differentiation (Fig. 2a).

**Fig. 2:**
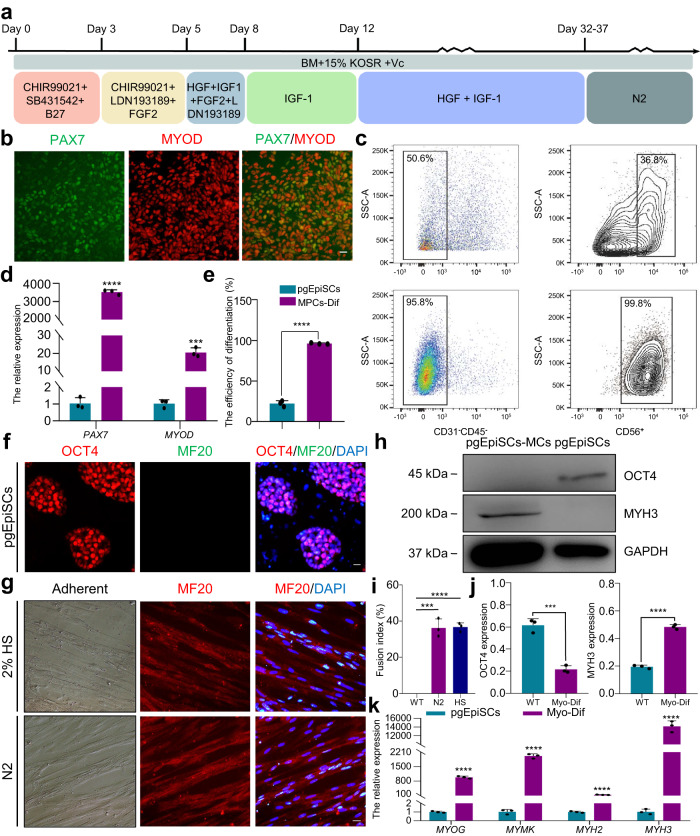
Establishment of a serum-free culture system for myogenic differentiation of pgEpiSCs. **a** Schematic of the myogenic differentiation of pgEpiSCs using a serum-free culture system. KOSR KnockOut™ Serum Replacement, B27 or N2 a serum-free additive with defined composition, CHIR99021 an activator of WNT/β-catenin or GSK-3α/β inhibitor, SB431542 an inhibitor of TGF-β, LDN193189 an inhibitor of BMP, FGF2 basic fibroblast growth factor 2, IGF insulin-like growth factor 1, HGF hepatocyte growth factor. **b** Immunostaining of PAX7 and MYOD in MDM III. **c** Flow cytometric analysis of the differentiation efficiency of pgEpiSCs-MPCs in MDM III. The CD31-CD45-CD56+ population was defined as pgEpiSCs-MPCs. **d** Analysis of *PAX7* and *MYOD* expression in MDM III. **e** The histogram characterizes the differentiation efficiency and correlates with (**c**). **f** Immunostaining of OCT4 (red) and MF20 (green) in pgEpiSCs as a negative control. Similar results were obtained in three independent experiments. **g** Cell morphology and immunostaining of mature muscle fibers from pgEpiSCs after treatment with 2% HS or N2. DAPI was used for nuclear staining. **h** Western blot analysis of OCT4, MYH3, and GAPDH expression in myogenic differentiation of pgEpiSCs. **i** The fusion index of mature muscle fibers from pgEpiSCs after treatment with N2 or 2% HS. **j** Quantification of OCT4 and MYH3 expression normalized to GAPDH from western blot gel. **k** Expression of genes related to the maturation of myogenic differentiation and skeletal muscle fibers. For (**b**, **f**, **g**), scale bar, 20 μm. For (**d**, **e**, **i**, **j**, **k**), error bars indicate means ± SD, *n* = 3. *** *p* < 0.001, **** *p* < 0.0001, similar results were obtained in three independent experiments and represent significant using two-tailed student’s *t* test. Exact *P* values are listed in Source Data Fig. 2. WT undifferentiated pgEpiSCs, MPCs-Dif pgEpiSCs differentiated into MPCs, Myo-Dif terminally differentiated cells after N2 treatment.

To further differentiate the cells towards paraxial mesoderm (MES), we designed small molecule combinations based on previous reports on MES-related signaling pathways^34–37^, such as the WNT, BMP and TGF-β pathways. The results indicated that activation of WNT and inhibition of TGF-β is the best combination for initial induction of MES cells^34^, in which MES-related markers (such as *T*, *PDGFRα*, and *MSGN1*) were highly expressed (Supplementary Fig. 4d–f, h), although the use of different molecule combinations did not affect the cell morphology (Supplementary Fig. 4c). We further confirmed pluripotency exit by AP staining and MES induction by immunostaining for T (Supplementary Fig. 4i, j). Interestingly, only the combination of WNT activation and TGF-β inhibition promoted further differentiation of myogenic progenitor cells (MPCs) (Supplementary Fig. 4g). The pgEpiSCs-derived MPCs expressed PAX7 in conjunction with MYOD (Fig. 2b, d), with a high proportion of CD31^-^CD45^-^CD56^+^ cells of 99.8% (Fig. 2c, e) and exhibited a differentiation efficiency similar with hPSCs^34^ or mPSCs^38^. Moreover, we utilized N2 to perform serum-free terminal differentiation. The morphology of the differentiated cells was similar to that of cells induced with horse serum (HS)^35^ (Fig. 2g). The pgEpiSCs-derived MCs showed that multiple spindle-shaped nuclei were arranged, suggesting multinucleated myotube formation, which was further confirmed by expressing markers of mature skeletal muscle fibers (SMFs), such as Myosin, MF20, and MYH3 (Fig. 2f–j and Supplementary Fig. 5a). The myofiber maturation was also indicated by high regulation of the expression of marker genes, such as *MYOG*, *MYMK*, *MYH2*, and *MYH3* (Fig. 2k) and the trends in gene expression associated with myogenic differentiation over time courses (Supplementary Fig. 6). In addition, the pgEpiSCs-MCs maintained high levels of cell viability and normal chromosomal numbers during differentiation (Supplementary Fig. 5b–d). Taken together, these results showed that we were able to consistently induce pgEpiSCs into mature SMFs by using transgene-free and serum-free differentiation protocols.

### Transcriptome features of myogenic differentiation of pgEpiSCs

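Cells were followed from pgEpiSCs to myogenic progenitors at day 8 (pgEpiSCs-MPCs, 2 libraries) and to muscle cells at day 44 (pgEpiSCs-MCs, 3 libraries). Muscle cells grown from muscle stem cells of pig tissue (pMuSCs) and differentiated for 4 days in horse serum (MPC-Dif, 3 libraries) give the reference. The paper's text does not say whether its 3 pgEpiSCs libraries of this experiment came from passage 30 or 200, so both passages were taken here with equal weight (6 libraries) and each alone as an alternative. All 14 libraries share the linear model, and 2 libraries of pgEpiSCs-MPCs leave that group with the least certain spread. Groups from different days of culture also differ in medium and may differ in cell density and cell types present. A change of a gene over the course therefore cannot be assigned to 1 cell type.
Messenger RNA of the mitochondrial genome took 16.5 ± 0.92% of TPM in pgEpiSCs-MPCs, 6.27 ± 0.30% in pgEpiSCs-MCs and 6.93 ± 0.18% in MPC-Dif (mean ± SD, n = 2, 3 and 3). Because TPM adds to a fixed total, such a fall raises other genes, by different amounts. Against pgEpiSCs the median log2 fold change of all genes was 0.24 in pgEpiSCs-MPCs, 0.27 in pgEpiSCs-MCs and -0.10 in MPC-Dif, and with the mitochondrial genes left out (an alternative added after the data had been seen) it was 0.16, 0.069 and -0.29. In simulated groups, 89.6% of genes changed by 1 log2 unit were recovered in pgEpiSCs-MPCs and 98.5% in pgEpiSCs-MCs, each against pgEpiSCs. Genes of low abundance were again left out of the planted changes, and far fewer genes changed than in the real groups. The call of a list is checked against both kinds of correlation between genes throughout.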

We subsequently analyzed RNA-Seq data, with a focus on the expression levels of marker genes known to be involved in critical phases of myogenic lineage differentiation, to determine whether the differentiation scheme generates cells of the expected lineage at each stage. 

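From pgEpiSCs to pgEpiSCs-MPCs, 7104 genes were higher and 3197 lower, and from pgEpiSCs to pgEpiSCs-MCs 7598 and 4619 (limma adjusted p below 0.05, 14957 genes tested). *OC90*, an otoconin gene of the inner ear, was among the largest rises at the progenitor stage and reached 2637 TPM (libraries 2540.5 to 2734), with a log2 fold change of 10.16 (standard error 0.28). The Wnt ligand gene *WNT8B* (8.05, standard error 0.15) and the neural plate gene *ZIC1* (9.99, 0.100) were also among the 12 largest rises. So were the retinoic acid binding protein gene *CRABP1* (8.999, 0.30) and the Wnt secretion factor *WLS* (8.34, 0.13). *NANOG* (-7.86, standard error 0.14), listed at 0 in both pgEpiSCs-MPCs libraries, and *LEFTY2* (-11.75, 0.20) were among the 12 largest falls. Beyond a log2 fold change of 2, 815 genes were higher and 302 lower in pgEpiSCs-MPCs, and 1815 and 397 in pgEpiSCs-MCs.
A principal component analysis of the 14534 detected genes, scaled per gene, gave 55.8% of the variance to the first component and 25.0% to the second. Low-passage pgEpiSCs lay at -65.7 to -67.6 on the first, high-passage ones at -74.6 to -77.9, pgEpiSCs-MPCs at 18.1 and 24.3, and pgEpiSCs-MCs at 127 to 129. The second component set pgEpiSCs-MPCs (119 and 121) apart from all others. Pearson correlations over all tested genes between libraries averaged 0.887 for pgEpiSCs-MPCs with low-passage pgEpiSCs, 0.866 for pgEpiSCs-MPCs with pgEpiSCs-MCs and 0.796 for pgEpiSCs-MCs with low-passage pgEpiSCs. Between pgEpiSCs-MPCs and pgEpiSCs the called genes were 31.0% lower ones, against 37.2% with the mitochondrial genes left out, and 49.4% under median-of-ratios scaling and 53.6% under quantile normalization, which both centre the changes. The genes named above kept their calls. When the 6 pgEpiSCs and 3 pgEpiSCs-MCs libraries were divided in the 83 other ways, the highest count was 122 called genes, against 11442 for the real division in a model of those groups alone.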

We identified 14546 genes with a median expression value TPM greater than 0.5 within each group (Supplementary Fig. 7a), and PCA demonstrated correlations among the three cell groups (Fig. 3a and Supplementary Fig. 7b), showing the changes in transcription from pgEpiSCs to pgEpiSCs-MPCs and pgEpiSCs-MCs. This finding was also corroborated by ternary plots (Fig. 3b) and the distribution of marker genes ranked by loading score (Fig. 3c).

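*LIN28A*, *PAX7*, *MYOD1* and *MYOG* changed at the stage they mark, but alone they do not give the identity of the cells. In the pgEpiSCs-MPCs libraries the myogenic regulator *MYF5* stood at 0.303 and 0.133 TPM and the neural plate gene *ZIC1* at 1047.7 and 1093.8. *LIN28A* fell from 1296 ± 118 TPM in pgEpiSCs (n = 6) to 88.6 TPM (libraries 72.8 to 104) in pgEpiSCs-MPCs and 0.704 ± 0.633 in pgEpiSCs-MCs (mean ± SD, n = 3), log2 fold changes of -3.87 (standard error 0.22) and -9.65 (0.19). *PAX7*, the transcription factor of muscle stem cells (chromosome 6, 77160827–77268626, Sscrofa11.1), rose to 23.0 TPM (libraries 20.6 to 25.5) in pgEpiSCs-MPCs (4.18, standard error 0.15, adjusted p = 1.0e-11) and stood at 8.58 ± 0.639 in pgEpiSCs-MCs. *MYOD1*, the myogenic determination factor (chromosome 2, 41422522–41424236), rose to 12.6 TPM (libraries 10.4 to 14.8, log2 fold change 3.72, standard error 0.14, adjusted p = 2.5e-11) and had 9.74 ± 1.75 TPM in pgEpiSCs-MCs. *MYOG*, which drives terminal differentiation (chromosome 9, 113783233–113785312), rose by 1.29 (standard error 0.20) to 2.17 TPM (libraries 1.63 to 2.71) and then by a further 4.14 (0.22) to 54.8 ± 10.4 in pgEpiSCs-MCs.
Along the first principal component *LIN28A* had a correlation of -0.995 and *NANOG* one of -0.895. At the other end *MEF2C*, *ACTA2* and *MYOG* had 0.972 each, *MYOG* above 94.2% of all detected genes. *PAX7* (0.776) and *MYOD1* (0.880) lay between, and the synaptic kinase gene *MUSK* belonged to the second component (0.940) more than to the first (0.319). Genes outside the myogenic lineage share the muscle end, among them the cell cycle inhibitor *CDKN1A* (0.997), the collagen gene *COL5A1* (0.996) and the neuronal gene *STMN2* (0.993). Correlations with a component come from 11 libraries in 4 groups and carry no test.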

**Fig. 3:**
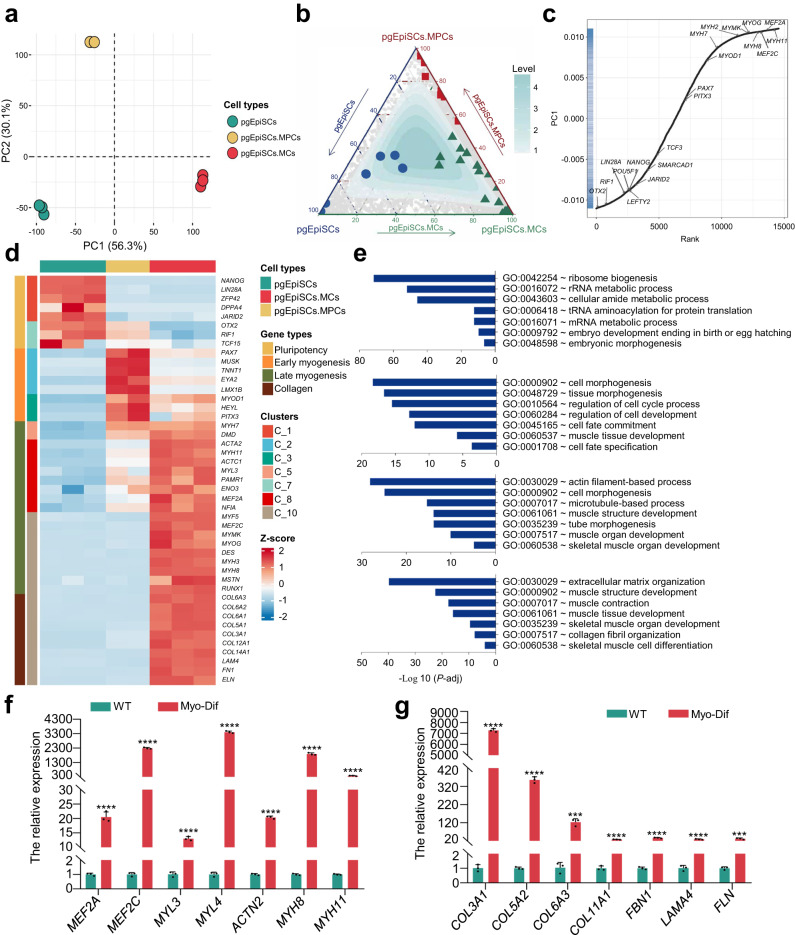
Clustering analysis of differential gene expression patterns during myogenic differentiation of pgEpiSCs. **a** PCA plot of three populations during the myogenesis of pgEpiSCs in vitro. Colors indicate different cell populations. **b** Ternary plot of three populations during the myogenesis of pgEpiSCs in vitro. Key markers of different cell populations are indicated with different colors. **c** Loading scores of the genes for PC1 during the myogenesis of pgEpiSCs in vitro. **d** A heatmap of clusters representative of each cell population during the myogenesis of pgEpiSCs in vitro shows similar expression patterns of genes in the same cluster. **e** Enriched gene ontology (GO) terms in representative clusters that had high *q* values in different cell populations during myogenic differentiation of pgEpiSCs. **f**, **g** Expression of genes related to myofibre maturation and collagen formation during myogenic differentiation of pgEpiSCs as evaluated by qPCR. WT undifferentiated pgEpiSCs, Myo-Dif terminally differentiated cells after N2 treatment. For (**a**, **b**, **d**), pgEpiSCs-MPCs: pgEpiSCs-derived myogenic progenitor cells; pgEpiSCs-MCs: mature muscle fiber cells after N2 treatment. For (**f**, **g**), error bars indicate means ± SD, *n* = 3. *** *p* < 0.001, **** *p* < 0.0001. Similar results were obtained in three independent experiments and represent significant using two-tailed student’s *t* test. Exact *P* values are listed in Source Data Fig. 3.

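Gene lists that the study did not choose also had a stage of highest values. The highest of the 3 median values fell in pgEpiSCs for all 18 ribosome biogenesis genes and for 17 of 19 tricarboxylic acid (TCA) cycle genes, in pgEpiSCs-MPCs for 13 of 16 cell cycle genes and 9 of 10 Wnt target genes, and in pgEpiSCs-MCs for 27 of 33 sarcomere genes, 25 of 26 extracellular matrix genes and 13 of 16 neural genes. *RRP9*, a ribosome biogenesis gene, went from 193 ± 8.19 TPM in pgEpiSCs (mean ± SD, n = 6) down by 1.29 log2 units in pgEpiSCs-MPCs (standard error 0.053, adjusted p = 4.9e-11). The Wnt targets *SP5* (4.62, standard error 0.27), *AXIN2* (4.57, 0.15), *NKD1* (4.38, 0.17) and *LEF1* (4.36, 0.15) rose at the progenitor stage. Over all 14534 detected genes, 3265 were highest in pgEpiSCs, 5189 in pgEpiSCs-MPCs and 6080 in pgEpiSCs-MCs.
K-means with 10 clusters on the scaled medians gave 3 clusters highest in pgEpiSCs (1366, 603 and 1347 genes), 4 highest in pgEpiSCs-MPCs (1579, 1422, 1503 and 1340) and 3 highest in pgEpiSCs-MCs (2886, 1814 and 674). The clusters found here need not match those of the paper 1 by 1. With 3 medians per gene every gene enters a cluster whether or not its change exceeds the spread between libraries, so membership is a description and not a call.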

To understand the myogenic differentiation process of pgEpiSCs in vitro, we utilized K-means clustering to divide genes with significant time-dependent changes in expression into ten clusters (Supplementary Fig. 7c, d). The signature genes of each cluster were vastly enriched at the corresponding phase (Supplementary Fig. 7e), supporting the accuracy of the K-means clustering. 

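Signature genes named by the paper fell into clusters of their own stage. *NANOG*, *LIN28A*, *ZFP42*, *JARID2* and *TCF15* lay in a cluster of 1366 genes highest in pgEpiSCs and low in both later stages, with log2 fold changes in pgEpiSCs-MCs from -9.65 for *LIN28A* to -0.57 for *JARID2* (standard error 0.067), a subunit of the PRC2 complex. *TCF15* is the least certain of them (-0.90, standard error 0.38, adjusted p = 0.0416), and its call ended with either smaller pseudocount. *OTX2* (-1.57, standard error 0.051) and *RIF1* (-0.98, 0.097) lay in another that stays up in pgEpiSCs-MPCs and is low in pgEpiSCs-MCs. Among the early myogenesis genes, *MUSK*, *TNNT1* and *LMX1B* lay in a cluster of 1579 genes with its peak in pgEpiSCs-MPCs, and *PAX7*, *EYA2*, *HEYL* and *PITX3* in one of 1422 genes with the same peak and a higher mean in pgEpiSCs-MCs. Single members of the first stayed above pgEpiSCs in pgEpiSCs-MCs, as *LMX1B* did (0.0990 TPM in pgEpiSCs and 10.1 in pgEpiSCs-MCs). *MYOD1* lay in a cluster with nearly equal means in both, and its difference between pgEpiSCs-MCs and pgEpiSCs-MPCs was -0.33 (standard error 0.16, adjusted p = 0.0805). That value did not pass, although it was called under quantile normalization (-0.52). *TNNT1*, a slow troponin T, had 229 TPM (libraries 221 to 236) in pgEpiSCs-MPCs and 36.5 ± 1.93 in pgEpiSCs-MCs (mean ± SD, n = 3).
Of 19 late myogenesis genes, 10 lay in the cluster of 2886 genes whose mean rises in pgEpiSCs-MCs, among them *MYOG*, *MYMK*, *MYH3*, *MYH8* and *DES*, and 8 in a cluster of 1814 genes that rises in steps, among them *ACTC1* and *MEF2A*. *MYH7*, the slow myosin heavy chain, was the exception with 6.73 TPM (libraries 6.63 to 6.83) in pgEpiSCs-MPCs and 6.55 ± 0.311 in pgEpiSCs-MCs. These genes were picked by the study to represent the stages, so their place in the clusters is not independent evidence.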

Each cluster displayed distinct transcriptional alterations, with seven clusters matching the expression patterns of characteristic genes during myogenesis (Fig. 3d), Clusters 1 and 7 having PSC characteristics (Supplementary Fig. 8a, b), Clusters 2 and 3 having MPC characteristics (Supplementary Fig. 8c, d), and Clusters 5, 8, and 10 having mature myoblast and myofiber characteristics (Supplementary Fig. 8e–h). 

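In pgEpiSCs-MPCs, 6 of the 8 tested pluripotency genes of Fig. 3d were lower and 0 higher (7 and 0 adjusted over the list alone), and in pgEpiSCs-MCs all 8 were lower, also adjusted over the list alone. *SOX2*, which the neural lineage also uses, is not on that list and had 89.4 TPM (libraries 85.4 to 93.4) in pgEpiSCs-MPCs and 118 ± 18.7 in pgEpiSCs-MCs (log2 fold change 0.57, standard error 0.11, adjusted p = 2.0e-04). All 8 early myogenesis genes were higher in pgEpiSCs-MPCs (also adjusted over the list alone), led by the LIM homeobox gene *LMX1B* (6.61, standard error 0.11), *EYA2* (4.42, 0.15) and *TNNT1* (4.30, 0.075). From pgEpiSCs-MPCs to pgEpiSCs-MCs 7 of the 8 fell (also adjusted over the list alone), *LMX1B* by 3.27 and *MUSK* by 3.03. All 19 late myogenesis genes were higher in pgEpiSCs-MCs than in pgEpiSCs (also adjusted over the list alone), and 17 rose and 0 fell from pgEpiSCs-MPCs to pgEpiSCs-MCs. *MYMK*, the membrane protein of myoblast fusion (chromosome 1, 273101674–273111721, Sscrofa11.1), rose from a mean of 0.320 to 28.4 ± 5.24 TPM (4.46, standard error 0.13). *MYF5*, a regulator that acts early in the embryo, was highest late, at 48.1 ± 0.190 TPM (5.34, standard error 0.26).
With camera the early list was called in pgEpiSCs-MPCs (adjusted p = 1.3e-04, median log2 fold change 3.95) and the late list in pgEpiSCs-MCs (adjusted p = 2.9e-06, median 3.62), and the pluripotency list was lower in both (adjusted p = 8.3e-05, median -0.69, and adjusted p = 1.3e-04, median -1.27). All 4 hold with an estimated correlation. The early list stayed higher in pgEpiSCs-MCs (adjusted p = 0.0109, median 2.27, but adjusted p = 0.0548 with an estimated correlation). The late list was already higher in pgEpiSCs-MPCs (14 higher and 2 lower, also adjusted over the list alone, camera adjusted p = 0.0486, median 0.80, but adjusted p = 0.197 with an estimated correlation). The study chose these 3 lists, so they are not independent evidence. Of lists it did not choose, myogenic regulators had 8 higher and 2 lower of 10 in pgEpiSCs-MPCs (also adjusted over the list alone, not called, camera adjusted p = 0.116). Myogenic progenitor genes had 7 higher and 3 lower of 13 (also adjusted over the list alone, camera adjusted p = 0.284), with *PAX3* at 119.6 TPM (libraries 118 to 121, log2 fold change 6.88, standard error 0.16). Paraxial mesoderm genes had 6 higher and 0 lower of 11 (also adjusted over the list alone, camera adjusted p = 0.284), such as *DLL1* (3.13, standard error 0.099). Epithelial genes were lower in pgEpiSCs-MPCs (0 higher and 8 lower of 8, also adjusted over the list alone, camera adjusted p = 3.7e-08, median -3.38), with *CDH1* at -4.23 and *EPCAM* at -3.96. In pgEpiSCs-MCs all 8 were still lower than in pgEpiSCs (also adjusted over the list alone, camera adjusted p = 2.0e-04, median -2.49), but *CDH1* was back at 18.2 ± 2.90 TPM, against 31.3 ± 5.81 in pgEpiSCs.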

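Matrix genes rose late and far. *COL1A1* (chromosome 12, 26379087–26397180, Sscrofa11.1) went from 20.5 ± 4.65 TPM in pgEpiSCs (mean ± SD, n = 6) and 14.1 TPM in pgEpiSCs-MPCs (n = 2) to 6077 ± 139 TPM in pgEpiSCs-MCs (n = 3). Its log2 fold change in pgEpiSCs-MCs was 8.17 (standard error 0.095, adjusted p = 8.0e-17), with *COL1A2* (8.13, standard error 0.098), *COL3A1* (8.11, 0.31), *COL12A1* (7.90, 0.10) and the elastin gene *ELN* (6.96, 0.11) beside it. *COL1A1*, *COL6A1* and *COL1A2* were among the 12 largest rises from pgEpiSCs-MPCs to pgEpiSCs-MCs (8.66, 8.62 and 8.61), and the cartilage collagen *COL2A1* was among the 12 largest falls (-5.04). Of 26 matrix genes all were higher in pgEpiSCs-MCs than in pgEpiSCs, also adjusted over the list alone (camera adjusted p = 2.8e-09, median log2 fold change 4.62). The laminin gene *LAMB1* rose least of those named here (0.55, standard error 0.054). All 10 collagen and matrix genes of Fig. 3d were higher (also adjusted over the list alone, camera adjusted p = 4.2e-05, median 6.50, but adjusted p = 0.0548 with an estimated correlation), and so were all 13 genes of the qPCR panel (also adjusted over the list alone, camera adjusted p = 4.4e-05, median 2.85, but adjusted p = 0.0548 with an estimated correlation). The study chose these 2 lists, so they are not independent evidence. In the qPCR panel the muscle genes *MYH8* (4.98, standard error 0.084), *MEF2C* (4.29, 0.093), *MYL4* (4.03, 0.13) and *ACTN2* (2.13, 0.099) rose with the collagens.
Markers of cells that make matrix rose as well. Of 11 fibroblast genes, 8 were higher in pgEpiSCs-MCs (also adjusted over the list alone, camera adjusted p = 0.0239, median 1.56, but adjusted p = 0.164 with an estimated correlation), with *PDGFRB* at 7.12, *POSTN* at 4.91 and *THY1* at 3.15. Of 11 smooth muscle genes, 10 were higher (also adjusted over the list alone, camera adjusted p = 0.00119, median 3.21, but adjusted p = 0.0548 with an estimated correlation). The smooth muscle actin *ACTA2* reached 2072 ± 88.6 TPM and *TAGLN* 2591 ± 70.1 TPM, and both were already high in pgEpiSCs-MPCs (397 and 1525 TPM). RNA of a whole culture cannot tell matrix made by muscle cells from matrix made by fibroblast-like or smooth-muscle-like cells beside them.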

Highlighting myogenesis patterns generally ranged from pgEpiSCs to multinucleated myotubes by GO term functional enrichment analysis (Fig. 3e), and remodeling of the extracellular matrix was observed, which was consistent with the qPCR results (Fig. 3f, g). Furthermore, Venn diagrams revealed that both MCs from pMuSCs and pgEpiSCs were enriched for terms like muscle development-related functions and showed similar gene expression associated with myogenic development during differentiation (Supplementary Fig. 7f, g), implying that SMFs derived from pgEpiSCs are similar to those derived from pMuSCs. 

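Much of what rose in pgEpiSCs-MCs also rose in MPC-Dif: 4179 genes were higher in both than in pgEpiSCs. Another 3419 were higher only in pgEpiSCs-MCs and 1416 only in MPC-Dif, where 2842 would be shared if the changes were independent. The share of mitochondrial mRNA fell in both cultures, which raises other genes in TPM. With the mitochondrial genes left out 3344 genes were shared, and under quantile normalization 3232. Beyond a log2 fold change of 2, 748 genes were shared, 1067 passed only in pgEpiSCs-MCs and 859 only in MPC-Dif. The 4179 shared genes hold all 10 tested myogenic regulators, 16 of 19 late myogenesis genes, 26 of 34 sarcomere genes and all 26 matrix genes. A shared rise does not mean a like level, and the levels differ in both directions. *MYOD1* had 0.878 to 1.197 TPM in the MPC-Dif libraries and 7.907 to 11.397 in those of pgEpiSCs-MCs. *MYF5* had 7.795 to 10.759 and 47.875 to 48.243 TPM. Lists outside muscle were shared too, such as all 8 cell cycle inhibitor genes and 9 of 10 interferon genes, but only 3 of 16 neural genes. *MYOG* was higher in MPC-Dif (212 ± 10.9 TPM) than in pgEpiSCs-MCs (log2 fold change of pgEpiSCs-MCs against MPC-Dif -1.94, standard error 0.20), and so was *MYMK* (45.7 ± 0.755 TPM, -0.68, 0.12). The skeletal actin *ACTA1* (ENSSSCG00000010190, chromosome 14, 60412651–60415687, Sscrofa11.1) had 1.43 ± 0.184 TPM in pgEpiSCs-MCs and 126 ± 3.58 in MPC-Dif (mean ± SD, n = 3 each, -5.71, standard error 0.14). The fast light chain *MYLPF* had 31.9 ± 4.04 and 281 ± 26.5 TPM, and the embryonic myosin *MYH3* 124 ± 7.40 and 277 ± 17.3, while the perinatal *MYH8* did not pass (0.13, standard error 0.097). The opposite held for *MYH7* (2.57) and *MYBPC2* (3.38), higher in pgEpiSCs-MCs. Of 34 sarcomere genes, 8 were higher and 20 lower in pgEpiSCs-MCs than in MPC-Dif (also adjusted over the list alone, camera adjusted p = 0.00419, median -0.48, but adjusted p = 0.0950 with an estimated correlation). Of 19 late myogenesis genes 8 were higher and 8 lower (also adjusted over the list alone, camera adjusted p = 0.520).
Apart from muscle the 2 cultures differ. The fibroblast genes were lower in pgEpiSCs-MCs, all 11 of them (also adjusted over the list alone, camera adjusted p = 4.1e-07): *DCN* had 15.2 ± 1.21 against 2930.4 ± 25.0 TPM, *PDGFRA* 3.61 ± 0.687 against 239.6 ± 40.4 and *FAP* 0.0920 against 425 ± 6.50. Neural genes were higher, 15 of 16 with 1 lower (also adjusted over the list alone, camera adjusted p = 2.0e-04), as *TUBB3* (6.64, standard error 0.10) and *STMN2* (7.79, 0.12). All 14 trunk Hox genes were lower (also adjusted over the list alone, camera adjusted p = 3.4e-08), with *HOXB7* at 46.5 ± 3.53 TPM in MPC-Dif and 0.0460 in pgEpiSCs-MCs. All 16 cell cycle genes were higher (also adjusted over the list alone, camera adjusted p = 2.5e-05, median 2.37, but adjusted p = 0.202 with an estimated correlation), as *TOP2A* (324 ± 19.0 against 23.3 ± 5.56 TPM).
Over all genes 7477 were higher and 4352 lower in pgEpiSCs-MCs than in MPC-Dif, so 36.8% of the called genes were lower, against 37.1% with the mitochondrial genes left out, 49.5% under median-of-ratios scaling and 54.2% under quantile normalization. Beyond a log2 fold change of 2 the counts were 1927 and 626. Libraries of the pair did not overlap for 12172 genes, of 14957, where 10% would be so by chance. The Pearson correlation between the 2 groups over all tested genes averaged 0.779, that of pgEpiSCs-MPCs with MPC-Dif 0.714 and that of low-passage pgEpiSCs with MPC-Dif 0.723. The pgEpiSCs-MCs had higher averages with pgEpiSCs-MPCs (0.866) and with low- and high-passage pgEpiSCs (0.796 and 0.789) than with MPC-Dif. Both rises share the pgEpiSCs libraries, which alone makes changes alike. With separate pgEpiSCs libraries for the 2 rises, 3952 and 3950 genes were shared (1 count per way of giving them out). Independent changes would give 2685 and 2680. Both passages are undifferentiated cells, so this division cannot take out rises that differentiated cultures share whatever their lineage. Division of the 6 libraries of both cultures called 11852 genes by origin and 0 in the highest of the 9 other ways, too few to judge by. For MPC-Dif and pgEpiSCs the real division called 11431 genes, against at most 56 in the 83 others. From the shared genes and their muscle development terms, the paper proposes that muscle fibres of the 2 origins are similar. The shared regulator and sarcomere genes bear on that proposal.

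**Figure D2:**
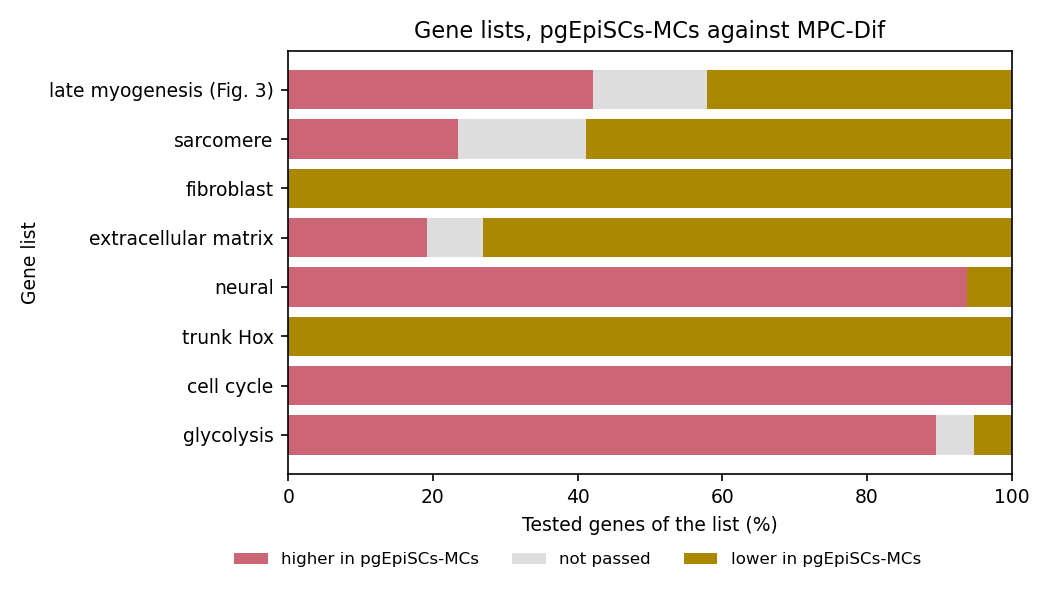
Share of the tested genes of 8 lists that were higher, lower or not passed in pgEpiSCs-MCs against MPC-Dif. Fibroblast and trunk Hox genes are lower in pgEpiSCs-MCs, neural, cell cycle and glycolysis genes mostly higher, and late myogenesis genes divided. The calls of the cell cycle and glycolysis lists are lost with an estimated correlation (adjusted p = 0.202 and 0.210).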

In general, the results indicated that pgEpiSCs-derived skeletal MCs exhibit typical muscle cell transcriptome features.

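Contractile genes rose in pgEpiSCs-MCs. *MYH3* rose by 5.06 (standard error 0.077, adjusted p = 6.4e-16), the regulatory light chain *MYL2* by 5.11 (0.13), *MYLPF* by 4.49 (0.21), *TNNI2* by 3.77 (0.16), *TNNC1* by 3.61 (0.098) and the muscle intermediate filament gene *DES* by 3.75 (0.073). Of 34 sarcomere genes, 30 were higher and 0 lower than in pgEpiSCs (31 and 0 adjusted over the list alone, camera adjusted p = 2.9e-06, median log2 fold change 2.07), and the call holds with an estimated correlation. All 10 myogenic regulators were higher (also adjusted over the list alone, camera adjusted p = 4.6e-04, median 3.84, but adjusted p = 0.0548 with an estimated correlation), with *MYOG* at 5.43 and *MYMK* at 4.86. The slow fibre list was called (7 of 8 higher, also adjusted over the list alone, camera adjusted p = 0.0125, median 1.87, but adjusted p = 0.108 with an estimated correlation) and the fast fibre list was not (5 higher and 1 lower of 8, also adjusted over the list alone, camera adjusted p = 0.238). The creatine kinase *CKM* had 0.656 ± 0.104 TPM (mean ± SD, n = 3) and rose by 0.66 (standard error 0.091), a call that ended under quantile normalization (0.18), and *ACTA1* rose by 1.03 (0.13). Excitation-contraction genes were divided, 8 higher and 4 lower of 14 (also adjusted over the list alone, camera adjusted p = 0.893), *CASQ1* at 1.51 and the junctional gene *JPH1* at -2.39. Reads of the myosin heavy chains may be shared between their near-identical genes, and *MYH1*, *MYH2*, *MYH4* and *TTN* were not analysed here.
The 12 largest rises in pgEpiSCs-MCs hold matrix genes and others. The secreted phosphoprotein *SPP1* rose by 9.90 (standard error 0.20) to 2063 ± 75.1 TPM, *ZIC1* by 9.54 (0.086), *ACTA2* by 8.86 (0.13) and *CRABP1* by 8.33 (0.26), with *COL1A1*, *COL1A2* and *COL3A1* also among them (8.17, 8.13 and 8.11). Tenascin *TNC* (7.99), the chemokine *CXCL14* (8.12) and *S100A4* (8.000) were also among the 12 largest. Neural genes were higher, all 16 (also adjusted over the list alone, camera adjusted p = 8.7e-05, median 2.46), with the eye and brain factor *PAX6* at 5.74 (standard error 0.094), *STMN2* at 4.83 (0.11) and *MAP2* at 4.01 (0.10), and this call too holds with an estimated correlation. Of all called genes in pgEpiSCs-MCs 37.8% were lower, against 47.0% with the mitochondrial genes left out, 45.5% under median-of-ratios scaling and 55.9% under quantile normalization. From clusters, gene ontology terms, qPCR and likeness to muscle cells of pMuSCs, the paper concludes that the cells carry the features of a typical muscle cell transcriptome. The sarcomere and regulator genes bear on that conclusion.

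**Figure D3:**
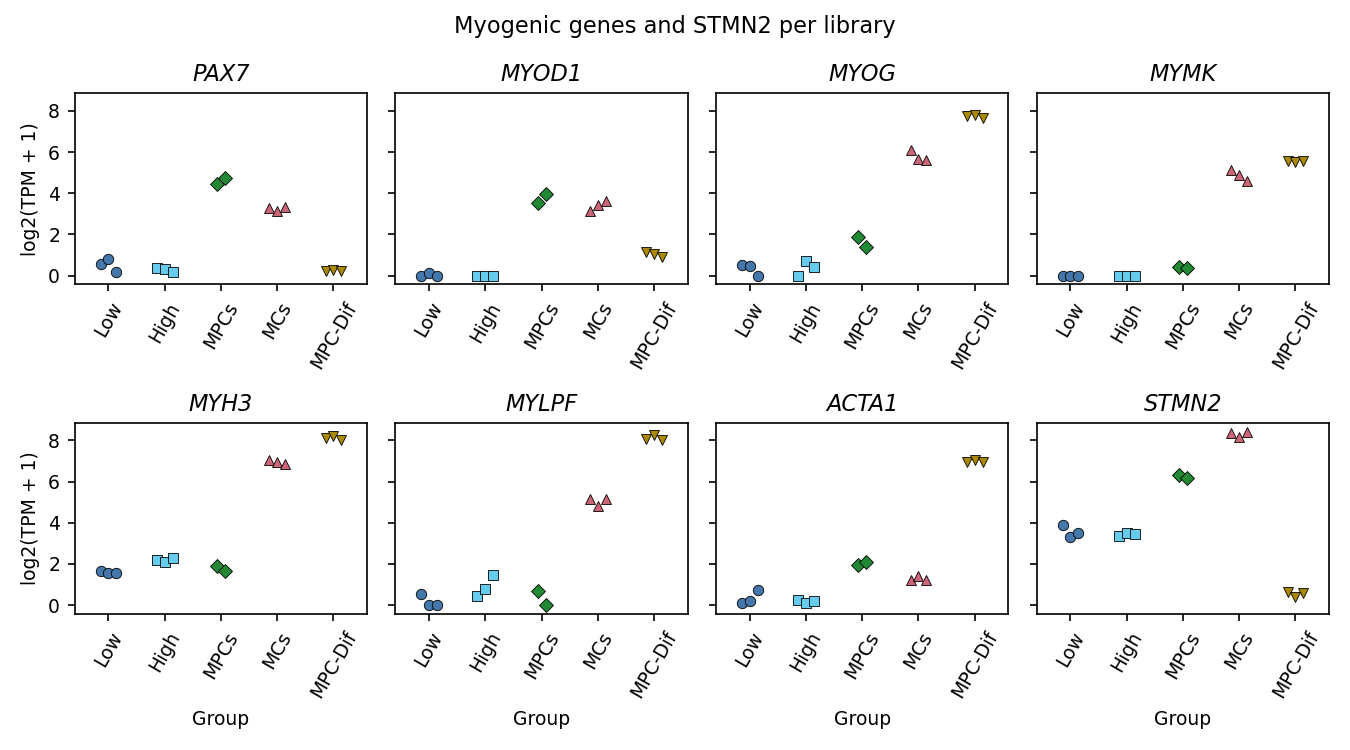
Values of log2(TPM + 1) per library for 7 myogenic genes and the neuronal gene *STMN2* in the 5 groups. *PAX7* and *MYOD1* rise by pgEpiSCs-MPCs, *MYOG*, *MYMK* and *MYH3* reach their high values in pgEpiSCs-MCs and MPC-Dif, *ACTA1* is high in MPC-Dif and *STMN2* in pgEpiSCs-MCs.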

### Metabolite analysis of the muscle cells generated from pgEpiSCs

The cell differentiation process is accompanied by changes not only in gene expression but also in energy metabolism, enabling stem cells to satisfy the requirements of lineage specification^39^. To investigate the changes in metabolites during myogenic differentiation of pgEpiSCs, we performed an untargeted metabolomics analysis (Fig. 4a).

**Fig. 4:**
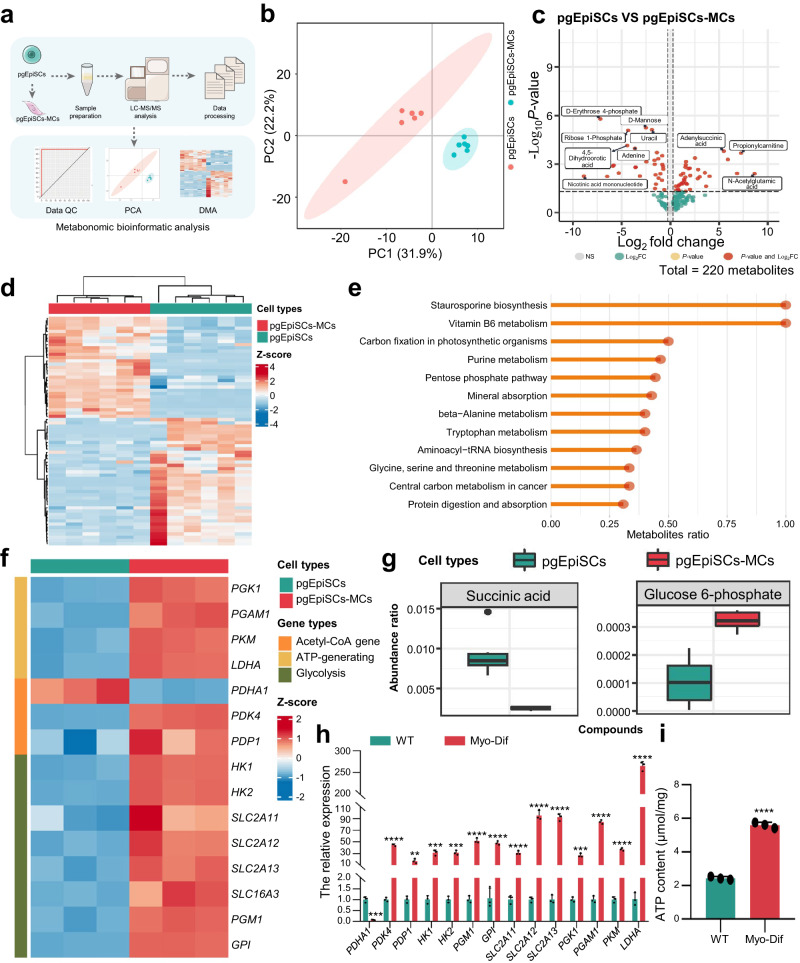
Metabolomic analysis of pgEpiSCs and pgEpiSCs-MCs. **a** Graphic illustration of the workflow for acquiring metabolome data from pgEpiSCs undergoing myogenic differentiation. QC quality control, DMA Differential metabolites analysis. **b** PCA of pgEpiSCs and pgEpiSCs-MCs metabolome samples. **c** Volcano plot of differentially abundant metabolites between pgEpiSCs and pgEpiSCs-MCs. **d** Heatmap of differentially abundant metabolites in pgEpiSCs and pgEpiSCs-MCs. The color (blue to red) indicates metabolite abundance from low to high. **e** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway terms are enriched among metabolites of myogenic differentiation between pgEpiSCs and pgEpiSCs-MCs. **f** RNA-Seq data showing the expression of genes involved in acetyl-CoA generation, ATP generation, and glycolysis in pgEpiSCs and pgEpiSCs-MCs. **g** Box plot of differentially abundant metabolites (succinic acid, glucose 6-phosphate) in pgEpiSCs and pgEpiSCs-MCs. The center line denotes the median, while the box contains the 25th to 75th percentiles and the whiskers mark 1.5x interquartile range. **h** qRT‒PCR analysis of mRNA levels of genes associated with acetyl-CoA production, ATP production, and glycolysis. **i** Total ATP levels in pgEpiSCs and pgEpiSCs-MCs. The ATP concentration was converted to μmol/mg of protein to eliminate errors due to differences in protein amounts in sample preparation. For (**h**, **i**), WT: undifferentiated pgEpiSCs; Myo-Dif: mature muscle fiber cells after N2 treatment. Error bars indicate means ± SD, *n* = 3. ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. Represent significant using two-tailed student’s *t* test and similar results were obtained in three independent experiments. Exact *P* values are listed in Source Data Fig. 4.

The quality control was performed first to confirm the accuracy of the metabolomic sequencing data (Supplementary Fig. 9a, b) and to observe that the two groups (pgEpiSCs and pgEpiSCs-MCs) were distinguishable (Fig. 4b and Supplementary Fig. 9c–e) when analyzed with three different methods (PCA, PLSDA, and OPLS-DA), implying that the data were reliable. We identified a total of 70 different metabolites (Fig. 4c) and performed hierarchical clustering of all significant metabolites (Fig. 4d) to better understand the differences in metabolite abundance among different samples. Differentially abundant metabolites were shown to be enriched in multiple distinct metabolic pathways (Fig. 4e), including vitamin B6, the pentose phosphate pathway, mineral absorption, protein digestion and absorption, which were identified as myogenic differentiation stage alterations of crucial pathways^40^. Moreover, succinic acid expression was down-regulated, while glucose 6-phosphate expression was up-regulated (Fig. 4g). Furthermore, the genes associated with the production of acetyl-coenzyme A, ATP, and glycolysis metabolism-related enzymes exhibited significant changes after myogenic differentiation, as confirmed by qPCR (Fig. 4f, h). In addition, compared to undifferentiated cells, differentiated cells produced significantly more ATP and lactate but less glucose (Fig. 4i and Supplementary Fig. 9f, g). 

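Glycolysis genes rose and genes of mitochondrial oxidation fell after differentiation. Hexokinase 2, *HK2* (chromosome 3, 68155656–68231187, Sscrofa11.1), went from 110.3 ± 24.2 TPM in pgEpiSCs (mean ± SD, n = 6) to 1306 ± 47.7 in pgEpiSCs-MCs (n = 3), a log2 fold change of 3.58 (standard error 0.12, adjusted p = 2.5e-12). *GPI* rose by 2.35 (standard error 0.064), *PGK1* by 1.75 (0.055), *ENO1* by 1.29 (0.078), *PGAM1* by 1.002 (0.092), *PKM* by 0.96 (0.045) and *LDHA*, which makes lactate (chromosome 2, 40814163–40827284), by 1.31 (0.11). The glycolytic regulator *PFKFB3* rose by 2.71 (0.15), the lactate exporter *SLC16A3* by 2.42 (0.26), and the muscle isoform *PGAM2* by 4.61 (0.095). At the step from pyruvate to acetyl-coenzyme A, the inhibiting kinase *PDK4* rose by 4.95 (standard error 0.11), and the dehydrogenase subunits *PDHA1* (-1.14, 0.050) and *DLAT* (-1.85, 0.050) fell. In the TCA cycle *MDH2* fell by 1.83 (standard error 0.042) and *DLST* by 1.49 (0.062), while *OGDH* rose by 0.62 (0.057), and in the respiratory chain *CYC1* fell by 1.87 (0.053) and *UQCRFS1* by 1.72 (0.055).
Of the 15 metabolic genes of Fig. 4f, 14 were higher and 1 lower (also adjusted over the list alone, camera adjusted p = 0.00407, median log2 fold change 1.49, but adjusted p = 0.187 with an estimated correlation), a list chosen by the study and not independent evidence. Of 19 glycolysis genes, 17 were higher and 1, *LDHB* (-1.45), lower (also adjusted over the list alone, camera adjusted p = 0.00371, median 1.14, but adjusted p = 0.251 with an estimated correlation). Of 19 TCA cycle genes, 1 was higher and 18 lower (also adjusted over the list alone, camera adjusted p = 1.0e-06, median -0.92, but adjusted p = 0.0548 with an estimated correlation). Of 16 respiratory chain genes, 0 were higher and 13 lower (also adjusted over the list alone, camera adjusted p = 1.3e-06, median -1.03, but adjusted p = 0.0520 with an estimated correlation). MPC-Dif went the other way for glycolysis, with 4 higher and 13 lower of 19 than in pgEpiSCs (also adjusted over the list alone, camera adjusted p = 0.0316, median -0.82, but adjusted p = 0.412 with an estimated correlation), *HK2* at 15.3 ± 1.72 TPM and *LDHA* at 334 ± 9.77. The table's *GAPDH* and *ALDOA* entries are too low for abundant enzymes (8.95 and 0.950 TPM in pgEpiSCs-MCs), so their values are not read as the cell's, although both are counted among the 17 higher glycolysis genes. The paper states that such genes changed with differentiation, also by qPCR, beside lower succinic acid and higher glucose 6-phosphate among its metabolites. It further reports more ATP, more lactate and less glucose for the differentiated cells. Levels of mRNA give no amount of enzyme and no rate of glycolysis or respiration.

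**Figure D4:**
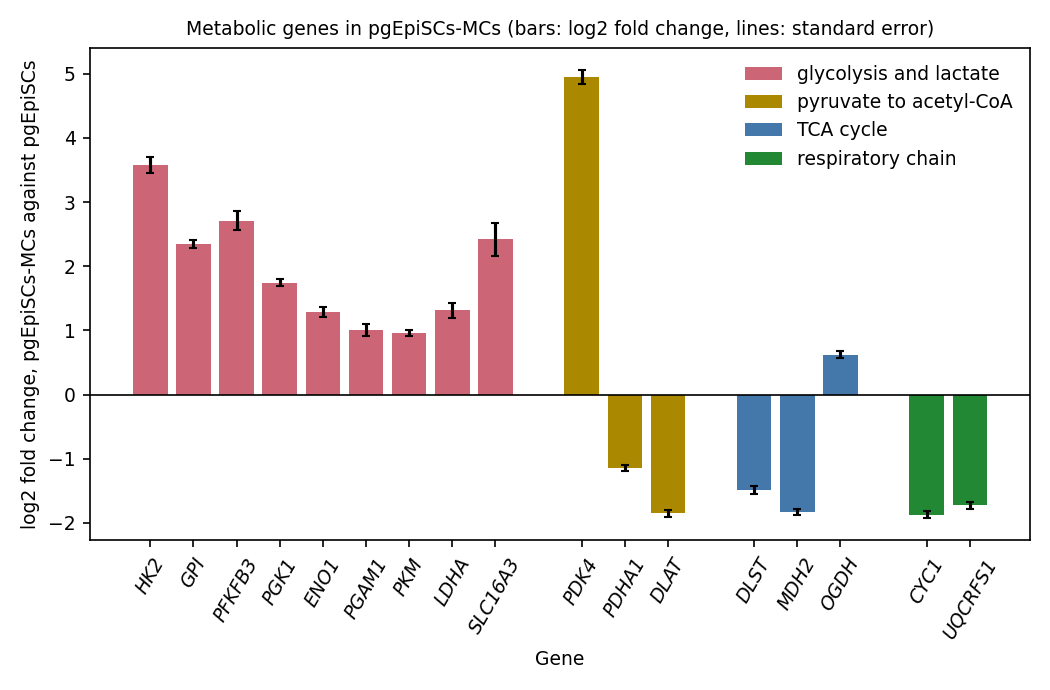
Bars give the log2 fold change of metabolic genes in pgEpiSCs-MCs against pgEpiSCs, with the standard error as lines. Genes of glycolysis and lactate are above 0, and those of the TCA cycle and respiratory chain below 0 apart from *OGDH*.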

In conclusion, these results established the metabolomic characteristics of pgEpiSCs-derived skeletal MCs, validating the feasibility of differentiation at the metabolic level.

### Plant-based 3D edible scaffolds enable the creation of meat-like tissue

Innovations in scaffold technology that support cell growth and morphology could provide textural properties to CM. We designed plant-based 3D edible scaffolds without animal-derived components by achieving ionic cross-linking between konjac glucomannan (KGM), sodium alginate (SA), and calcium ions through the substitution of an ethanol-water solution (Supplementary Fig. 10a). Considering the physico-mechanical characteristics and basic suitability of scaffolds with various compounding ratios for MCs culturing, we compared the structural characteristics (Supplementary Fig. 10b, c, f, g), the inoculation efficiency, adhesion, and survival of C2C12 and pMuSCs (Supplementary Fig. 10d, e, h), water absorption and degradation (Supplementary Fig. 11a–c), and mechanical stability (Supplementary Fig. 11d) of scaffolds. The results showed that the Ca^2+^-KGM_5_-SA_5_ scaffold not only has a porous and homogeneous lamellar structure but also has high water uptake and low degradation properties. It also exhibits over 95% adherence to live cells and stable mechanical support. Thus, the Ca^2+^-KGM_5_-SA_5_ scaffold could be used as the scaffold type for future research.

To acquire CM derived from pgEpiSCs, we assessed the ability for initial culture, proliferation, and myogenic differentiation by inoculating pgEpiSCs-myoblast on the Ca^2+^-KGM_5_-SA_5_ scaffold (Fig. 5a). Cells adhered to the scaffolds with a high survival rate (Fig. 5b and Supplementary Fig. 12b, c) and significant proliferation (Supplementary Fig. 12a). Further study revealed that pgEpiSCs-MCs exhibited interconnected, extended myofiber morphology, covered the porous structure (Fig. 5c, d and Supplementary Fig. 12f), and expressed myofiber differentiation-related proteins (Supplementary Fig. 12h, i). Besides, pgEpiSCs-MCs showed high mRNA expression of genes related to maturation of myogenic differentiation (*MYOG*, *MYMK*), skeletal muscle fibers (*MYH2*, *MYH3*), and collagen formation (*COL3A1*, *COL5A2*) on 3D scaffolds, while the pluripotency genes (*OCT4*, *NANOG*) were down-regulated (Fig. 5e).

**Fig. 5:**
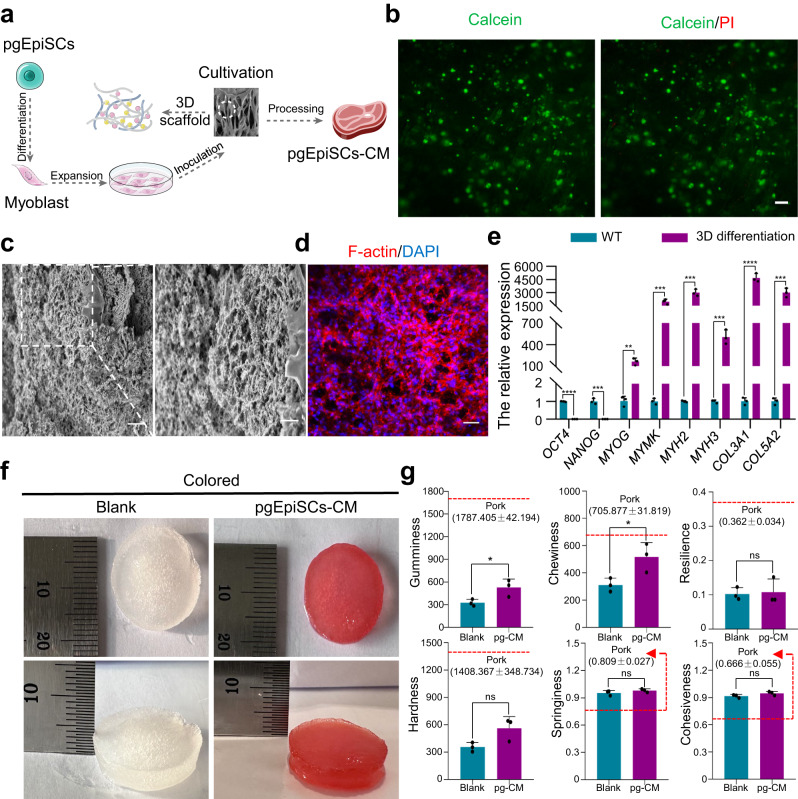
pgEpiSCs-derived myoblast attachment and maturation on plant-based 3D scaffolds of Ca^2+^-KGM_5_-SA_5_. **a** Schematic diagram of the inoculation of pgEpiSCs differentiated to stage V and subsequently inoculated on plant-based 3D edible scaffolds, proliferated for 5 days, and cultured in N2 serum-free terminal differentiation medium for 5 days. pgEpiSCs-CM: pgEpiSCs-derived CM. **b** The cells were stained with Calcein-AM (green) and PI (red) after inoculation into the scaffold culture for 24 h. Scale bar, 100 μm. **c** SEM images of pgEpiSCs-derived CM after culture. Scale bar, 100 μm (left) and 50 μm (right). **d** Confocal microscopy to observe the differentiation status on plant-based 3D edible scaffolds, representative fluorescent images of cytoskeletal protein F-actin in day 10. Red, phalloidin; blue, DAPI. Scale bar, 50 μm. **e** Quantification of mRNA expression of pluripotency (*OCT4*, *NANOG*), maturation of myogenic differentiation (*MYOG*, *MYMK*), skeletal muscle fibers (*MYH2*, *MYH3*) and collagen formation (*COL3A1*, *COL5A2*) related genes by qRT-PCR. WT: undifferentiated pgEpiSCs; 3D differentiation: pgEpiSCs-MCs differentiation on 3D scaffolds. **f** Appearance of stained pgEpiSCs-derived CM in culture for 10d. **g** Textural properties of pgEpiSCs-derived CM in culture for 10d. The red line indicates the value of the fresh pork. Blank: empty scaffolds without cell inoculation; pg-CM: pgEpiSCs-derived CM. For (**e**, **g**), error bars indicate means ± SD, n = 3. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, and ns indicates *p* > 0.05. Represent significant using two-tailed student’s *t* test and similar results were obtained in three independent experiments. Exact *P* values are listed in Source Data Fig. 5.

Eventually, CMs produced from pgEpiSCs stained with food coloring had a meat-like appearance (Fig. 5f and Supplementary Fig. 12j) and enhanced textural properties compared to scaffolds of uninoculated cells (Fig. 5g), especially after cooking (Supplementary Fig. 12k). Importantly, CMs produced by pgEpiSCs were rich in conditional essential amino acids and free of contamination by foodborne pathogenic bacteria, while inoculated cells maintained stable karyotypes (Supplementary Fig. 12d, e, g). The total protein content in pgEpiSCs-CM was around 3.92% compared to the plant-based scaffolds without cell inoculation, and trace elements (such as Zn, Ca, Mg, and K) were found (Supplementary Table 2). Overall, we have achieved the initial generation of pgEpiSCs-derived CM.

## Discussion

CM, a cutting-edge technology in cellular agriculture^2,15,19,21^, aims to differentiate stem cells into mature muscle fibers in vitro by using tissue engineering techniques and is expected to address the imbalance between population growth and meat demand^1,2^. However, obtaining initiating cell lines, establishing serum-free culture systems, and constructing 3D edible scaffolds remain challenges. In this study, we achieved myogenic differentiation of stably passaged pgEpiSCs in vitro, not only employing serum-free conditions throughout the process but also achieving the generation of CM from pgEpiSCs on a screened 3D edible scaffold of non-animal origin.

One of the challenges in the development of CM is the availability of long-term stable expansion of cell lines in vitro^3,19^. Previous studies have used MuSCs^41–44^ of various species for CM development; however, these cells can not be expanded stably in vitro^25,31^. Recently, immortalized fibroblasts or bovine MuSCs as initiating cells have been demonstrated to generate the required number of cells, but the regulating mechanism remains to be elucidated^26,27^^,^. Although induced pluripotent stem cells have been generated from various livestock animals^45,46^, their application in CM development has raised safety concerns due to the requirement for exogenous gene introduction or the use of viruses during the induction process^19^. The use of PSCs does not entail the problems mentioned above, as they can self-renew indefinitely and differentiate into all cell lineages^29^. Our results further indicated that pgEpiSCs have the molecular characteristics of pluripotency and differentiation potential independent of cell generation expansion. Moreover, pgEpiSCs possess genomic stability, and we confirmed that the high-generation cells did not undergo significant DNA damage or exhibit cancer cell-related characteristics^32,33^ at P200. We are continuing these passaging experiments, and the results support the great potential of pgEpiSCs for biosafety and promoting cellular agriculture applications^28^.

A chemically defined serum-free proliferation and differentiation system is essential in the production of CM^19,25^. Previous research has focused on transgenic^45^ and serum-dependent^31^ approaches for myogenic differentiation of PSCs or MuSCs, and recently, a serum-free proliferation and differentiation system was used for bovine MuSCs^30^. Although human or mouse PSC lines and myogenic differentiation systems have been established^35,47^, extending the myogenic differentiation of PSCs to livestock species is a critical challenge^19^. In this study, we optimized the differentiation system to complete the entire process from pgEpiSCs proliferation to myogenic differentiation without transgenes or serum, which is expected to increase the reliability of CM development. And the accuracy of the differentiation system at the transcriptional and metabolic levels was further verified^40,48–52^. Although a clear mechanism of action for these pathways has not yet been described, these data help to understand the metabolic behavior of MCs during serum-free induction and offer a possible technical approach to further optimize media formulations by controlling the metabolic level^30^.

Scaffolds entirely free of animal products are another key technology driving CM development, which needs to overcome the challenge of cell adhesion^43,53^. Previous studies focused on plant-based scaffolding materials^41,54^ (e.g., texturized soy protein^27,44^, wheat gluten^41^, peanut wire-drawing protein^55,56^, prolamins^57^ or decellularized plants^58^), which still require small amounts of animal-derived components^43^ (e.g., fibrinogen^59^, thrombin^44^, collagen^60,61^ and gelatin^42,43,49,62^) during inoculation to promote adhesion. The studies based on plant polysaccharides also provide ideas to reduce the addition of animal-derived components^54^, but the chemical modifications are difficult to achieve in terms of safety and cost control. In this study, the plant-based 3D edible scaffold was generated with lyophilization-independent ionically cross-linked porous lamellar structures by ethanol-water solution substitution to construct pgEpiSCs-derived CMs. The scaffolds consist of plant-based polysaccharide components that can provide cell adhesion^41,63^ and well-growth for pgEpiSCs-MCs without additional animal-derived adhesion materials or complex polysaccharide modifications, which not only exhibit significant cell proliferation and differentiation properties but are also rich in amino acids and free of contamination by foodborne pathogens with better safety. Moreover, the use of plant-based materials has enabled controlled costs for large-scale scaffolding production^64^. Along with its low cost, this scaffold exhibits great potential for future mass manufacturing, but its structural and mechanical features must be enhanced for future mixed cultures of different cells in addition to SMFs.

The fact that pgEpiSCs keep proliferating during a longer period of differentiation indicates that they can generate a larger cell number, but the myogenic differentiation process of pgEpiSCs is more complex than that of MuSCs or immortalized myoblast cell lines (such as bovine satellite cells^26^, chicken fibroblasts^27^ or C2C12), which needs to be simplified or standardized to meet the requirements for the production process of CM in the future. Besides, the problem of cost must be resolved, with the creation of chicken breast production costing between $5.10 and $8.20 per kilogram^27^. However, the commercial stem-cell grade serum substitutes and growth factors used in the culture medium are protected by patents and are not yet cost-controlled. Future research and development are required for the cost reduction of the culture medium, such as the later large-scale production of growth factors by biosynthesis and serum substitutes according to food industrial product standards, which are also the projects we are currently tackling. Moreover, the technique of large-scale cell suspension culture is projected to overcome the limit of cell quantity and thereby satisfy the demands of industrial applications.

In conclusion, we have generated pgEpiSCs-derived CM that could overcome challenges related to cell expansion and serum dependence. This work is expected to enhance the utilization of PSCs in the CM industry, not only providing a technological approach for the development of CM but also benefitting the development of cellular agriculture and sustainable animal husbandry.

## Methods

### Animal treatment and ethics statements

All the mouse and pig experiments performed were approved by the Institutional Animal Care and Use Committee of China Agricultural University (AW 03801202-3-31).

### Mice

The Kunming white mice used in the experiments were purchased from Beijing SiPeiFu Biotechnology Co., Ltd (Beijing, China) and used for the isolation of mouse embryonic fibroblasts (MEFs) for pgEpiSCs culture. All mice were individually housed under a 12 h light/dark cycle in a sterile environment and provided with food and water ad libitum.

### Pigs

The Nongda Xiang pigs (1-week-old) were obtained from the China Agricultural University Experimental Miniature Pig Farm, and used for the isolation of porcine MuSCs.

### The isolation of MEFs

The mouse fetuses (E13.5) were obtained from the pregnant mouse’s uterus and placed in a 10 cm dish containing DPBS (Gibco, Cat# C14190500CP) with 1% penicillin-streptomycin (Thermo Fisher Scientific, Cat# 15140-122). The torso (without head, limbs, tail, and viscera) of the fetuses were minced by using sterilized surgical scissors and forceps in 1.5 mL centrifuge tubes, which were digested by using trypsin-EDTA (Gibco, Cat# 25300120) in a water bath for 5–10 min at 37 °C. The cell suspension was moved to a 10 cm plate and cultured at 37 °C in an incubator with 5% CO_2_ after the digestion was stopped using MEFs medium (DMEM (Gibco, Cat# 11960-044) supplemented with 10% FBS (Gibco, Cat# 16000-044) and 1% penicillin-streptomycin (Thermo Fisher Scientific, Cat# 15140-122)). The MEFs used for PSC culture (named feeders) need to be treated with mitomycin C (13.3 μg/mL, Selleckchem, Cat# S8146) for 3.5 h and washed three times with DPBS (Gibco, Cat# C14190500CP). Cells were digested for 5 min using trypsin-EDTA (Gibco, Cat# 25300120), and an equal volume of medium was added for neutralization. They were centrifuged for 5 min at 1500 × *g* to harvest the cellular precipitates. Cells can be frozen at a density of 2.4 × 10^6^ cells/mL, which can be thawed and inoculated into culture wells before inoculation with pgEpiSCs.

### Culturing pgEpiSCs

The culture medium (pgEpiSCs culture medium in Supplementary Table 1) was configured as previously^29^ described, pgEpiSCs were maintained on the MEF feeders, which were washed with DPBS (Gibco, Cat# C14190500CP) and treated by Acctuase (Gibco, Cat# A11105-01) for 5 min to passage each 2–3 days at a density of 3–5 × 10^4^ cells/cm^2^.

### Myogenic differentiation of pgEpiSCs by serum-free induction

The procedure of myogenic differentiation was adapted from a previously published study^35^ and modified to allow for myogenic differentiation of pgEpiSCs. The pgEpiSCs were digested into single cells and harvested using Acctuase (Gibco, Cat# A11105-01), which were rested in the incubator for 30 min to remove the feeder and seeded on gelatin-coated (Stem Cell Technologies, Cat# 07903) plates at a density of 1.5 × 10^5^ cells/cm^2^ to induce myogenic differentiation. All pgEpiSCs differentiated cells were dissociated with TryPLE (Gibco, Cat# 12605010) and harvested cells were needed to be supplemented with 10 μM Y27632 (Selleckchem, Cat# S1049) for 24 h following inoculation, which with new medium replaced every other day. The approach for myogenic differentiation was divided into the following major steps, and the culture medium configuration is shown in Supplementary Table 1.

1. Adherent medium optimization. The culture of basic medium (BM) configuration was optimized based on the published literature. For details, see adherent medium in Supplementary Table 1.
2. Optimization of myogenic differentiation medium (MDM) induction approaches. For details, see MDM in Supplementary Table 1. (I) Single cells of pgEpiSCs were resuspended in MDM I and maintained for 3 days, which was optimized from previous studies^34–37^: (a) MDM BM supplemented with 1% B27 (Thermo Fisher Scientific, Cat# 12587-010), 3 μM CHIR99021 (Selleckchem, Cat# S1263) and 0.5 μM LDN193189 (Stemgent, Cat# 04-0074); (b) MDM BM supplemented with 1% B27 (Thermo Fisher Scientific, Cat# 12587-010), 3 μM CHIR99021 (Selleckchem, Cat# S1263) and 2 μM SB431542 (Selleckchem, Cat# S1067); (c) MDM BM supplemented with 1% B27 (Thermo Fisher Scientific, Cat# 12587-010), 3 μM CHIR99021 (Selleckchem, Cat# S1263), 0.5 μM LDN193189 (Stemgent, Cat# 04-0074) and 2 μM SB431542 (Selleckchem, Cat# S1067). (II) Cells were harvested using TryPLE (Gibco, Cat# 12605010) after 3 days of induction and inoculated in MDM II. (III) The culture was replaced with MDM III for 2 days. (IV) After 2 days of induction, MDM IV was supplied and maintained for 4 days. (V) Incubate for 20-25 days in MDM V. (VI) Replaced V with N2 (Thermo Fisher Scientific, Cat# 17502-048) differentiation medium.

### Isolation and culture of porcine MuSCs

Porcine MuSCs were isolated from 1-week-old pigs. 1 g of the longest dorsal muscle was washed in DPBS (Gibco, Cat# C14190500CP) containing 10% penicillin-streptomycin (Thermo Fisher Scientific, Cat# 15140-122), which was minced with surgical scissors and added to the digestion working solution (each 10 mL of digestion working solution contained 6.9 mL DMEM (Gibco, Cat# 11960-044), 1.5 mL of collagenase II (Coolaber, Cat# CC3791G) stock solution (10×), 1.5 mL of Dispase II (Coolaber, Cat# CD4691) stock solution (10×), and 1% penicillin-streptomycin (Thermo Fisher Scientific, Cat# 15140-122)), shaking digestion at 37 °C for 1 h. After terminating the digestion with complete culture medium (DMEM/F12 (Thermo Fisher Scientific, Cat# 10565-018) supplemented with 1% penicillin-streptomycin (Thermo Fisher Scientific, Cat# 15140-122), 1% MEM Non-Essential Amino Acids Solution (Thermo Fisher Scientific, Cat# 1140-050), 10% FBS (Gibco, Cat# 16000-044), and 5 ng/mL FGF_2_ (PeproTech, Cat# 100-18B)) and screening successively. The cell suspensions were centrifuged at 1500 × *g* for 5 min and resuspended in Red Blood Cell Lysis Buffer (Solarbio, Cat# R1010), placed on ice for an additional 5 min, and then centrifuged at 450 × *g* for 10 min at 4 °C. The cell precipitation was resuspended with complete culture medium, inoculated onto T25 culture dishes, and cultured at 37 °C in a 5% CO_2_ incubator. The differential apposition method was used to purify MuSCs, which involved aspirating the supernatant after 2 h of growth and transferring it to a fresh cell culture dish. Porcine MuSCs were cultured on gelatin-coated (Stem Cell Technologies, Cat# 07903) cell culture plates with complete medium and the media was replaced every two or three days, while cell fusion reached 90%, the cultured medium was changed to MuSCs differentiation medium (DMEM (Gibco, Cat# 11960-044) supplemented with 1% penicillin-streptomycin (Thermo Fisher Scientific, Cat# 15140-122) and 2% HS (Gibco, Cat# 26050088)) for 4 days.

### Embryoid body (EB) differentiation

Different generations of pgEpiSCs were grown to ~85% fusion, digested by Accutase (Gibco, Cat# A11105-01) for 5 min to dissociate into single cells, and inoculated at a density of 1.0 × 10^5^ cells on 3.5 cm low-attachment dishes with differentiation medium (DMEM (Gibco, Cat# 11960-044) supplemented with 10% FBS (Gibco, Cat# 16000-044), 1% penicillin-streptomycin (Thermo Fisher Scientific, Cat# 15140-122), 1% GlutaMAX (Thermo Fisher Scientific, Cat# 35050-061)) for 7 days at 37 °C, 5% CO_2_, 75 × *g*. EBs with excellent spheroid shape were chosen and inoculated on gelatin-pre-incubated plates for 10 days before collecting or fixing the matching cell samples for future tests.

### Alkaline phosphatase (AP) staining

The AP staining assay kit (Millipore, Cat# SCR004) was performed exactly as recommended. The pgEpiSCs and its differentiated cells were fixed with 4% PFA for 5 min, which were washed with DPBS (Gibco, Cat# C14190500CP) and incubated with AP staining working solution (A:B:DPBS = 2:1:1) for 15–20 min at 37 °C in a 5% CO_2_ incubator sheltered from light. DPBS washing was performed for observation.

### Karyotype analyses

The proliferating pgEpiSCs were incubated in culture medium supplemented with 15% colcemid solution (Gibco, Cat# 15210-040) for 2.5 h. Cells were harvested and resuspended in 10 mL of 75 mM KCl solution and incubated at 37 °C for 30 min with blowing or turning every 5 min. Followed by addition of pre-cooled fixative solution (methanol/glacial acetic acid 3:1), centrifugation at 2000 × *g* for 5 min, resuspension of precipitate in pre-cooled fixative solution and incubation on ice for 30 min, repeated once and incubation on ice for 1 h. Cells were dropped onto glass slides, which were dried in an oven at 37 °C and stained for visualization using a Rapid Giemsa Staining kit (BBI Life Science, Cat# E6073141).

### Alkaline comet assay

We used an alkaline comet assay experiment to determine the degree of DNA damage at the single-cell level, which is known as the single-cell gel electrophoresis. It was performed with reference to the description of the previous studies^65^ and with a slight modification of the method. Accutase (Gibco, Cat# A11105-01) was used to separate different generations of pgEpiSCs into single cells, which were then resuspended in ice-cold DPBS (Gibco, Cat# C14190500CP) with the cell density adjusted to 1.0 × 10^6^ cells/mL. A suspension of 30 μL cells was mixed thoroughly with 70 μL of 0.7% low-melting agarose, and the cell-agarose suspension was applied fast and evenly dropwise onto comet slides, which were kept at 4 °C for 10 min followed by subsequent immersion in lysis buffer (2.5 M NaCl, 100 mM Na_2_EDTA, 10 mM Tris, 1% N-lauroylsarcosine, 1% Triton X-100, pH 10.0) for 1 h protected from light. The slides were washed with DPBS (Gibco, Cat# C14190500CP) for 3 min each time before being submerged in cold electrophoresis buffer (300 mM NaOH, 1 mM EDTA, pH > 13) for 30 min at 4 °C, which shielded them from light with electrophoresis for 30 min (1 V/cm, 300 mA, 4 °C). The slides were submerged in neutralization buffer (0.4 M Tris-HCl, pH 7.4) for 5 min after electrophoresis before being maintained in cold 100% ethanol for 1 h. After drying at room temperature away from light, the slides were stained for 30 min with nucleic acid dye (GenStar, Cat# ZE111-101S) and photographed for recording. CASP Comet assay software was used to evaluate the samples, and at least 50 cells were counted for each sample. Experiments were performed with 200 μM H_2_O_2_-treated (Sigma, Cat# 316989) pgEpiSCs as a positive control group.

### Immunofluorescent staining

Cells were fixed for 30 min in freshly prepared 4% PFA at room temperature, permeabilized for 20 min in 0.5% Triton X-100, and blocked with 3% BSA (Sigma, Cat# A1470) for 2 h at 4 °C. Primary antibodies (Mouse-OCT3/4 (Santa Cruz Biotechnology, Cat# sc-5279), Mouse-SOX2 (Santa Cruz Biotechnology, Cat# sc-365823), Rabbit-NANOG (PeproTech, Cat# 500-P236), Rabbit-tubulin (Abcam, Cat# ab18207), Rabbit-SMA (Abcam, Cat# ab5694), Rabbit-Vimentin (Abcam, Cat# ab92547), Rabbit-Brachyury (Santa Cruz Biotechnology, Cat# sc17743), Mouse-PAX7 (DSHB, Cat# PAX7-S), Rabbit-MYOD (Proteintch, Cat# 18943-1-AP), Mouse-Myosin (Sigma, Cat# M4276), Mouse-MyHc (DSHB, Cat# MF20-S)) were incubated on cells at 4 °C overnight, followed by incubation with diluted secondary antibodies for 1 h. The Actin-Tracker Red (Beyotime, Cat# C2205S) was incubated on cells at 4 °C for 2 h. Cells were washed three times in DPBS (Gibco, Cat# C14190500CP) and stained with DAPI (Roche Life Science, Cat# 10236276001) for 5 min, which were photographed under a fluorescence microscope. The fusion index was calculated as the percentage of nuclei in a single fused muscle fiber out of the total nuclei. The information on antibodies is listed in Supplementary Table 1.

### Flow cytometric analysis

Cells were digested by TryPLE (Gibco, Cat# 12605010) for 5 min into single cells and centrifuged at 1500 × *g* for 5 min, which were washed three times with DPBS (Gibco, Cat# C14190500CP) before being resuspended with diluted antibodies (Alexa Fluor 647 anti-pig CD45 (BIO-RAD, Cat# MCA1222A647), APC-conjugated anti-pig CD31 (BIO-RAD, Cat# MCA1746APC), PE-conjugated anti-human CD56 (BioLegend, Cat# 304606)) and incubated on ice for 30 min. Followed by washing three times with cold DPBS (Gibco, Cat# C14190500CP) and resuspending precipitates for flow analysis of CD31^-^CD45^-^CD56^+^ ratios, where unstained cells were used as negative controls for delineation of FACS gating parameters and the differentiation efficiency was calculated as the proportion of CD31^-^CD45^-^ cells multiplied by the proportion of CD56^+^ cells. The information on antibodies is listed in Supplementary Table 1.

### Quantitative RT-PCR

Total RNA was extracted using the RNAprep pure Cell/Bacteria Kit RNAprep pure (TIANGEN, Cat# DP430), and its concentration was measured, which was then inverted to cDNA using Hifair® III 1st Strand cDNA Synthesis SuperMix (YEASEN, Cat# 11141ES60) for qPCR. RT-qPCR by using 2 × RealStar Green Power Mixture (GenStar, Cat# A311-05). Primer information for RT-qPCR was shown in Supplementary Table 1. The resulting cycle thresholds (CT) were analyzed using the comparative CT (2-^ΔΔCT^) approach and *EF-1α* was determined as an internal control. All experiments included three biological replicates and primer sequences are shown in Supplementary Table 1 for primers.

### Transcriptome sequencing

#### Library preparation

The RNA from the quality-checked samples as the starting sample, and the RNA with Poly-A structure in the eukaryotic total RNA was enriched with the TIANSeq mRNA capture kit (TIANGEN, Cat# NR105), and the captured RNA as the initial sample for library construction with the VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina (VAZYME, Cat# NR604-02). Following the construction of the library, Qubit2.0 was used for initial quantification, and the Agilent 2100 Bioanalyzer was utilized to evaluate the insert size of the library. After the insert size was determined to be acceptable, Q-PCR was performed to precisely quantify the effective concentration of the library (effective library concentration >2 nM) to guarantee the library’s quality. Furthermore, separate libraries were combined based on effective concentration and target downstream data volume, and PE150 sequencing was done on the Illumina platform to get 150 bp double-end sequencing reads.

#### Raw data quality control, alignment to the genome and analysis of differential expression genes (DEGs)

For the paired-end data, trim-garole (v-0.6.6) software was used for quality control with the parameters: “-q 25 -j 8 --phred33 --length 74 -e 0.1 --stringency 4 --paired”. Then, high-quality reads were mapped to the reference pig genome (Sscrofa 11.1) using HISAT2 (v-2.1.0) with default parameters^66^. Expression levels of all genes were quantified as read counts using FeatureCounts (v-2.0.1) and the parameters for all exons were calculated. We calculated the TPM in R for all samples and only considered a protein-coding gene as detected if its TPM value was greater than 0.5 in at least half replicates of all biological replicates. DEGs between different samples were identified using the DESeq2 tool with the Wald-test (v-1.30.1).

#### Principal component analysis

Analyses of all samples PCA plots were performed using the R package FactoMineR (v-2.4) and visualization was performed using the R package Factoextra (v-1.0.7). The loading score of PC1 was calculated by the “prcomp” function.

#### Correlation matrices and heatmaps

The correlation matrices of all samples were generated using Pearson’s correlation coefficient for all detected genes by the “cor” function. R package pheatmap (v-1.0.12) was used to display correlation coefficient matrices and gene expression matrices.

#### Volcano plots

Volcano plots were plotted by R packages Enhanced-Volcano (v-1.14.0), with a cutoff of log_2_^FoldChange^ = 2, padj = 0.05.

#### Ternary plots

Ternary plots were produced with the R package ggtern (v-3.3.5) using the average expression for each chosen group. Key genes of each cell type were highlighted. Density areas were computed using 2D kernel density estimation.

#### Construction of expression tendencies

To systematically explore the characteristics of pgEpiSCs during myogenic differentiation, we constructed the expression tendencies by median TPM value in the selected samples. We first calculated the median TPM value for each cell type separately. The median TPM value was rescaled and analyzed by the k-means clustering method with parameters *k* = 10 and iter.max = 100. The average and standard deviation of the median expression levels of the logarithm for each cluster were calculated to evaluate the performance of clustering. We then selected clusters representing the respective characteristics of each cell type for further analysis.

#### Functional enrichment analysis

Functional enrichment analysis of selected genes was performed using Metascape^67^ (http://metascape.org). Genes were mapped to their respective human orthologs, and the lists were submitted to Metascape for enrichment analysis based on the significant overrepresentation of GO biological processes (GO-BP) categories. Only GO-BP terms with resulting minimum count genes ≥3 and adjusted *p*  <  0.05 were considered significant and were depicted using the lollipop plot in ggplot2.

### Untargeted metabolomic determination and analysis

#### Sample preparation

The harvested cell samples were placed in a liquid nitrogen tank with 400 μL of extraction solution (methanol:acetonitrile:water = 2:2:1, containing an isotope-labeled internal standard mixture). They were then sonicated for 10 min in an ice water bath before resting for 1 h at −40 °C. After centrifuging the samples at 4 °C for 15 min at 13,400 × *g*, the supernatant was recovered from the injection vial and analyzed on the machine. After that, all samples were mixed into QC samples with comparable amounts of supernatant.

#### Measurement of metabolites

The target compounds were separated using a Vanquish (Thermo Fisher Scientific) Ultra Performance liquid chromatograph on a Waters ACQUITY UPLC BEH Amide liquid chromatographic column. The aqueous A phase of fluid chromatography included 25 mmol/L ammonium acetate, 25 mmol/L ammonia, and the acetonitrile B phase. The temperature of the sample tray was 4 °C, and the injection volume was 2 μL.

#### Metabolomics data processing and analysis

All LC/MS acquired raw data were converted to mzXML using ProteoWizard (v-3.0.22248). We then perform peak identification, peak extraction, peak alignment, and integration using R package XCMS (v-3.10.2). Subsequently, the metabolites were identified by matching them with compounds in the mzCloud database, and then selected compounds with CV (coefficient of variance) values less than 30% in QC pool samples as identification results for subsequent analysis. Using Compound Discoverer software (v-3.0), the chromatographic peaks detected in the samples were integrated, in which the peak area of each characteristic peak represented the relative quantitative value of a compound. The quantitative results were normalized using the total peak area, and finally the quantitative results of metabolites were obtained. IP4M (v-2.0) and mixOmics (v-6.14.1)^68^ were used for PCA, PLSDA, OPLDSA, ROC enrichment analysis, and other data processing.

### ATP, glucose, and lactic acid measuring

Intracellular ATP levels were measured using the ATP Assay Kit (Beyotime, Cat# S0027) and rigorous manipulation as instructed by the manufacturer. Acctuase (Gibco, Cat# A11105-01) was used to dissociate pgEpiSCs into single cells, while TryPLE (Gibco, Cat# 12605010) was used to dissociate pgEpiSCs-MCs into single cells. After centrifuging at 1500 × *g* for 5 min and removing the supernatant, 200 μL of lysis buffer was added to resuspend the cells. Cell precipitates were maintained on ice for 20 min before being centrifuged at 4 °C at 12,000 × *g* for 5 min. The supernatant was taken for further analysis. Add 100 μL of ATP assay buffer to each well of a 96-well microtiter plate and stand for 5 min, then add 40 μL of sample and mix quickly, then measure the RLU value with a multimode reader (Tecan, Spark). The standard curve was used to calculate the concentration of ATP in the samples. Protein concentrations were used to adjust relative ATP levels. The medium’s glucose (Beyotime, Cat# S0201M) and lactate (Nanjing Jiancheng Institute of Biotechnology, Cat# A019-2-1) contents were measured in strict accordance with the kit’s usage instructions.

### Preparation of 3D edible scaffolds

The plant-based 3D edible scaffolds were created by freeze-drying independent porous materials by solution substitution with ionic cross-linking. Briefly, a 75% ethanol aqueous solution of 2% (w/v) CaCl_2_ (Sigma-Aldrich, Cat# C5670), aqueous solutions of 3% (w/v) SA and 3% (w/v) KGM were prepared, respectively, and homogeneous mixtures were prepared in different ratios of KGM:SA (9:1, 7:3, 5:5, 3:7, 1:9), transferred to 24-well plates (0.5 g/well) and pre-frozen at −20 °C for 12 h. The scaffolds were obtained by adding CaCl_2_ aqueous ethanol solution (1 mL/well) and replacing them for 24 h.

### Water absorption capacity

The swelling ratio was used to evaluate the water absorption capacity of the scaffolds. The lyophilized scaffolds were placed in DPBS (Gibco, Cat# C14190500CP) at room temperature for 6 h, 12 h, 24 h and observed for changes in weight to signify fluid uptake. Surface moisture was removed from the sample by wiping with filter paper. Using a balance to measure the weight of the scaffold in the expanded scaffold (Wss) and the dry scaffold (Wds). The swelling ratio (%) of the scaffold was calculated using the following formula:

1 $${Swelling}\,{ratio}\, (\%)=\left[\left({Wss}-{Wds}\right)/{Wds}\right]\times 100$$

### Degradation ratio

The scaffolds were immersed in the medium at 37 °C for 1 h, and the excess solution on the surface of the scaffolds was gently removed with filter paper and weighed as W0. After weighing, the scaffolds were placed back and filled with the medium placed under the conditions of 37 °C and 5% CO_2_. Then removed on Days 3, 6, 9, 12, and 15, respectively, and weighed as Wt. The degradation ratio (%) was calculated by the following equation:

2 $${Degradation}\,{ratio}\, (\%)=\left[\left(W0-{Wt}\right)/W0\right]\times 100$$

### Mechanical property assay

The compression tests of the scaffolds were measured by a texture analyzer (TA. XT Plus, Stable Micro Systems Ltd., UK). Briefly, the scaffolds were compressed to 75% of their initial height at 5 mm s^−1^ with a cylindrical probe of 36 mm diameter. The compression force was recorded during the entire compression process.

### SEM analysis

The sample preparation for SEM was divided into two parts: (1) pretreatment of the lyophilized scaffolds, which were placed in liquid nitrogen to brittle the surface, cross-sections, and longitudinal sections to the proper size; (2) pretreatment of the scaffolds inoculated and cultured with pgEpiSCs-MCs, which were fixed with 4% PFA for 1 h, washed with HBSS (Beyotime, Cat# C0219), and then dehydrated using a gradual concentration of ethanol in water (30%, 50%, 70%, 80%, 90%, 100%), followed by supercritical drying. The pretreated samples were sputter-coated with Pt/Pd on SEM stubs and scanned at an acceleration voltage of 5 kV, and images were analyzed by ImageJ software to calculate pore area and pore diameter.

### Three-dimensional (3D) scaffolds for cell culturing

The scaffolds were sterilized with ionizing irradiation at 1 kGy prior. C2C12 (CRL-1772), pMuSCs, or pgEpiSCs-MCs were resuspended in media and seeded at a density of 1.0 × 10^6^ cells/mL into 3D edible scaffolds, which were allowed to adhere for 4 h and supplied with the matching medium. C2C12 were maintained in proliferation medium (DMEM (Gibco, Cat# 11960-044) supplemented with 10% FBS (Gibco, Cat# 16000-044) and 1% penicillin-streptomycin (Thermo Fisher Scientific, Cat# 15140-122)). pMuSCs were maintained in proliferation medium (DMEM (Gibco, Cat# 11960-044) supplemented with 10% FBS (Gibco, Cat# 16000-044), 1% penicillin-streptomycin (Thermo Fisher Scientific, Cat# 15140-122), 1% MEM Non-Essential Amino Acids Solution (Thermo Fisher Scientific, Cat# 1140-050), 1% GlutaMAX (Thermo Fisher Scientific, Cat# 35050-061), and 5 ng/mL FGF_2_ (PeproTech, Cat# 100-18B)). The pgEpiSCs-MCs were maintained in Stage V medium for the first 5 days and in differentiation medium containing N2 (Thermo Fisher Scientific, Cat# 17502-048) for the next 5 days. All three-dimensional cell cultures were cultured in a 37 °C, 5% CO_2_ incubator with individual liquid changes.

### Assay of cell survival efficiency on 3D edible scaffolds

C2C12, MuSCs, or pgEpiSCs-MCs were cultivated on scaffolds, and cell survival status was measured using the Calcein/PI Cell Activity and Cytotoxicity Assay Kit (Beyotime, Cat# C2015M). Cells were stained with Calcein-AM (AM) and propidium iodide (PI) double fluorescence, observed with a fluorescence microscope (DM6 B, LECIA, Germany), and flow cytometry was used to determine cell survival effectiveness (BD FACSVerse). The scaffold with the highest survival rate was selected as the most proportional scaffold.

### Inoculation efficiency

After inoculation of C2C12 or pMuSCs onto the 3D scaffold and incubation for 24 h, the scaffold was removed from the medium, and cells adhering to the well plates (cells not attached to the scaffold) were digested with trypsin for cell counting, and inoculation efficiency (%) was calculated by the following formula:

3 $${Inoculation}\,{efficiency}\, (\%){{{{{\boldsymbol{=}}}}}}\left(\frac{{Initially}\,{seeded}\,{cells}-{Unattached}\,{cells}}{{Initially}\,{seeded}\,{cells}}\right) \! \times 100$$

### Cell proliferation analysis

Tracking the proliferation of differentiated pgEpiSCs on scaffolds using a lab-owned reporter system cell line (NLS-GFP). Briefly, pgEpiSCs-MCs were inoculated into the scaffold at different times in the identical area to track changes in cell numbers.

### Confocal microscopy

The scaffolds were washed with HBSS (Beyotime, Cat# C0219) after inoculation of cells and fixed with 4% PFA at room temperature for 1 h. The method for 3D-staining was the same as for immunofluorescence staining, with Actin-Tracker Red-594 (Beyotime, Cat# C2205S) for 2 h to observe the morphology of the cytoskeleton F-actin. The nuclei were stained with DAPI (Roche Life Science, Cat# 10236276001) for 10 min and rinsed with HBSS (Beyotime, Cat# C0219) after staining. Images were taken using a laser-scanning confocal microscope.

### Texture profile analysis (TPA) of scaffolds inoculated with pgEpiSCs-MCs

TPA was measured by a texture analyzer (TA. XT Plus, Stable Micro Systems Ltd., UK). Briefly, pgEpiSCs-MCs were seeded on Ca^2+^-KGM_5_-SA_5_ scaffolds and incubated for 10 days to obtain pgEpiSCs-CM. Blank scaffolds without inoculated cells, pgEpiSCs-CM, and porcine loin were tested for TPA before and after cooking with a double compression cycle test performed up to 75% compression of the original portion height at a compressive strain rate of 5 mm s^-1^ twice.

### Microbiological detection of pgEpiSCs-derived cultured meat

To assess the sterility of pgEpiSCs-derived CM, the total number of colonies was determined separately for pgEpiSCs-derived CM and the medium of pgEpiSCs-MCs 3D culture (MDM V medium and N2 medium), with *E. coli* as a positive control.

### Staining and frying of pgEpiSCs-derived cultured meat

The pgEpiSCs-derived CM was stained at room temperature with edible pigments (0.0075% monascus colors and 0.05% beet red pigment) for 1 h. Then the stained tissues were fried in a pan with a little oil for 30 s.

### Western blotting

The cultured cells were harvested from the scaffolds, and total protein was extracted in RIPA buffer (Cell Signaling Technology, Cat# 9806) supplemented with protease inhibitor cocktail (Beyotime, Cat# P1050). The total protein content was determined by the BCA protein assay kit (Sangon Biotech, Cat# C503051) and 15 μg of total protein from different samples was electrophoresed by 8% sodium dodecyl sulfate polyacrylamide gel electrophoresis. Then they were transferred to polyvinylidene fluoride membranes and incubated with primary antibodies: OCT4 (Santa Cruz Biotechnology, Cat# sc-5279, 1:1000), MYH3 (Santa Cruz Biotechnology, Cat# sc-376157, 1:1000), and GAPDH (Cell Signaling Technology, Cat# 5174, 1:5000) at 4 °C overnight. The secondary antibodies were horseradish peroxidase (HRP)-conjugated anti-rabbit IgG (Beyotime, Cat# A0208, 1:10000), and HRP-conjugated anti-mouse IgG (Cell Signaling Technology, Cat# 7076, 1:10000) at room temperature for 2 h. The bands were exposed to an enhanced chemiluminescence solution (Thermo Fisher Scientific, Cat# 34075).

### Amino acid analysis

The amino acid composition of the cells was determined according to GB5009.124-2016. Basically, the samples were hydrolyzed in a hydrolysis tube with 10 mL of HCl (6 mol/L) at a constant temperature of 110 °C for 22 h. The hydrolysis products were transferred and diluted in a 50 mL volumetric flask with a fixed volume of 0.02 mol/L HCl. After mixing, 1 mL of the solution was transferred to an evaporation flask, dried by rotary evaporation in a water bath at 55 °C, then dissolved with ultrapure water, rotary evaporated, and the above two steps were repeated twice. After that, amino acids were dissolved in 2 mL of HCl (0.02 mol/L), filtered (0.22 μm), and measured using a fully automated amino acid analyzer (LA8080, Hitachi, Tokyo, Japan) for comparison with the standard (013-08391, Wako, Tokyo, Japan) for determination of individual amino acids.

### Statistical analysis

All values in the graphs are reported as the mean ± SD. Prism 9 was used to construct diagrams, and the student’s *t*-test (two-tailed) was used to compare various groups. Date was subjected to a one-way ANOVA with Duncan’s new multiple range test for analysis of significance, were used to compare the means of more than two groups. *P* values less than 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer review file

Reporting Summary

### Source data

Source data

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code “GSE223433”. The metabolome data generated in this study have been deposited in the OMIX, under accession code “OMIX005128”. All other data supporting the findings of this study are available within the article and its supplementary files. Any additional requests for information can be directed to, and will be fulfilled by, the corresponding authors. Source data are provided with this paper.

## Code availability

All the code used for data analysis is available at https://github.com/dfgao/Meat-like-data and 10.5281/zenodo.10117490^69^.

# Supplementary material for: Generation of three-dimensional meat-like tissue from stable pig epiblast stem cells
**Source:** Nat Commun. 2023 Dec 9;14:8163. doi: 10.1038/s41467-023-44001-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

Generation of three-dimensional meat-like tissue from stable pig epiblast stem cells

Authors

Gaoxiang Zhu^{1,5}, Dengfeng Gao^{1,5}, Linzi Li^{2,5}, Yixuan Yao¹, Yingjie Wang¹, Minglei Zhi¹, Jinying Zhang¹, Xinze Chen¹, Qianqian Zhu¹, Jie Gao¹, Tianzhi Chen¹, Xiaowei Zhang¹, Tong Wang¹, Suying Cao³, Aijin Ma⁴, Xianchao Feng² and Jianyong Han¹

⁵These authors contributed equally: Gaoxiang Zhu, Dengfeng Gao, Linzi Li.

The SI includes Supplementary Figures 1-12 and Supplementary Tables 1-2.

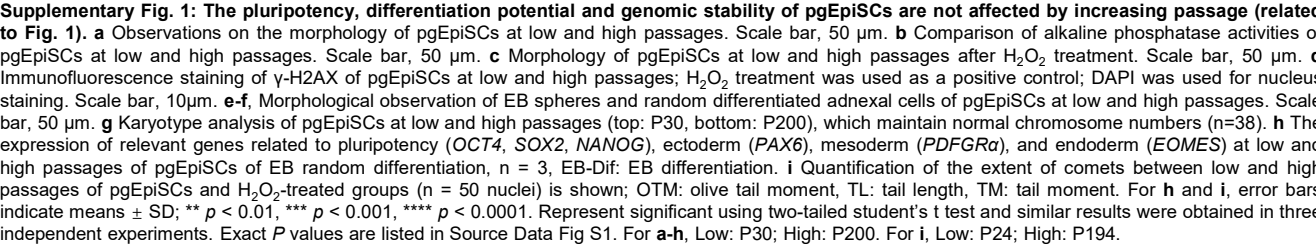

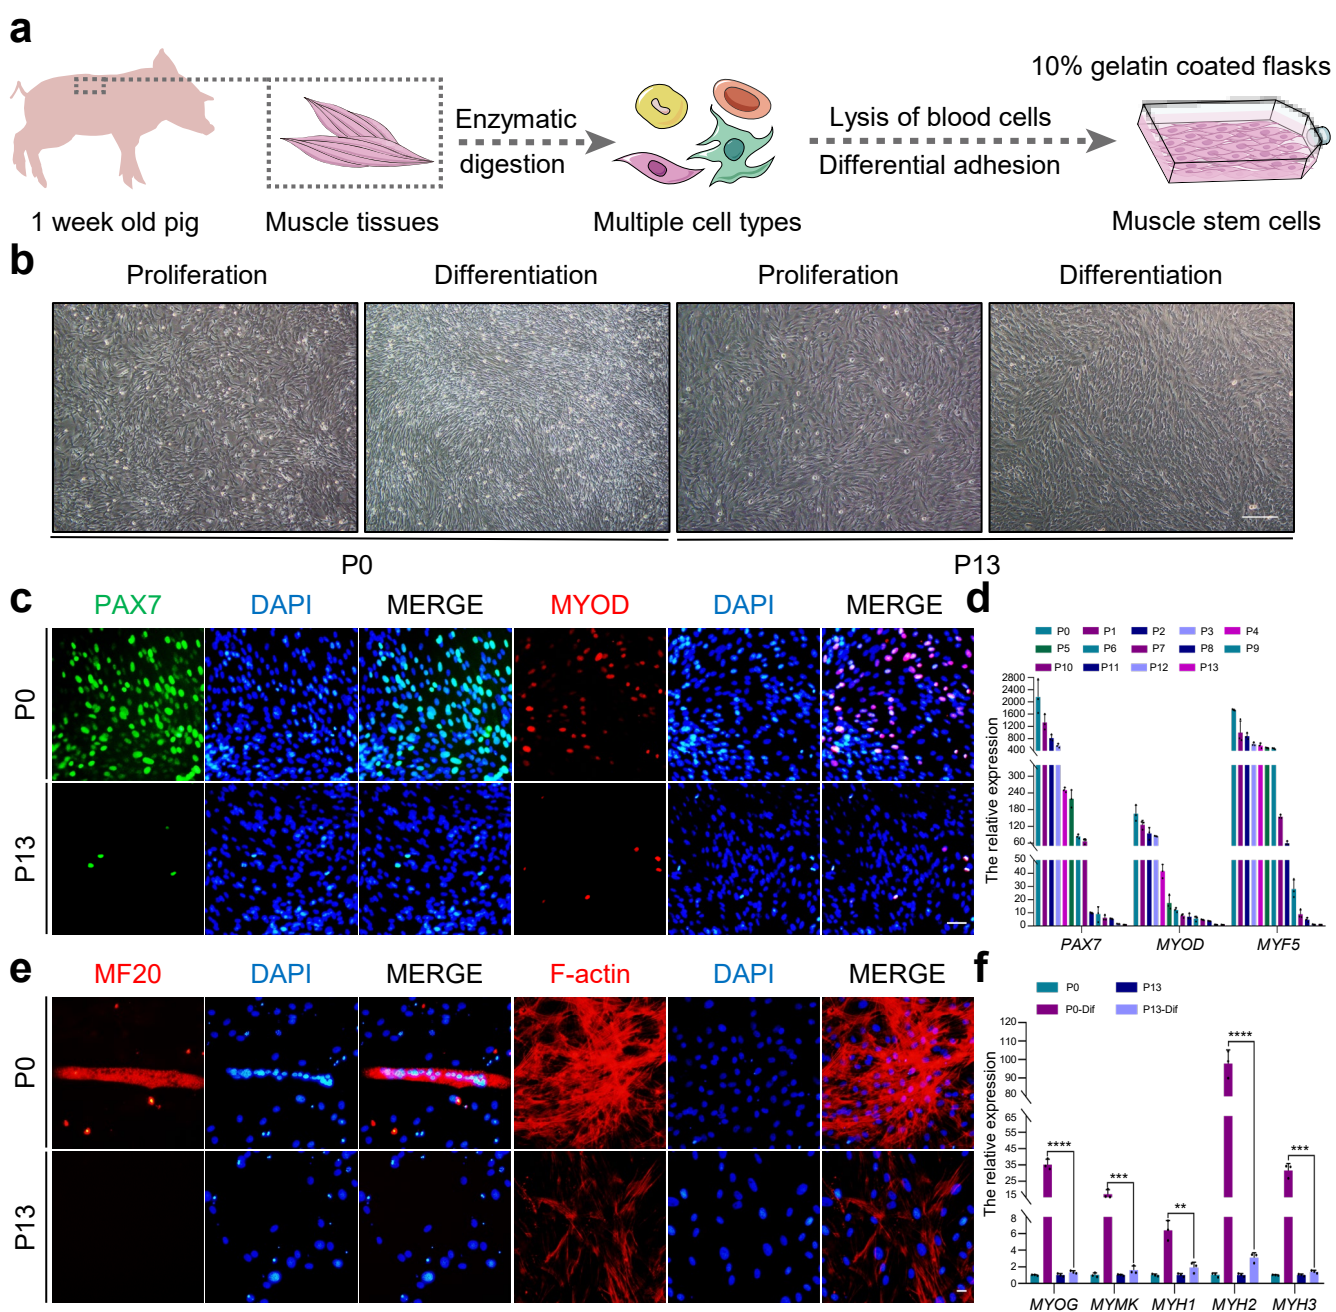

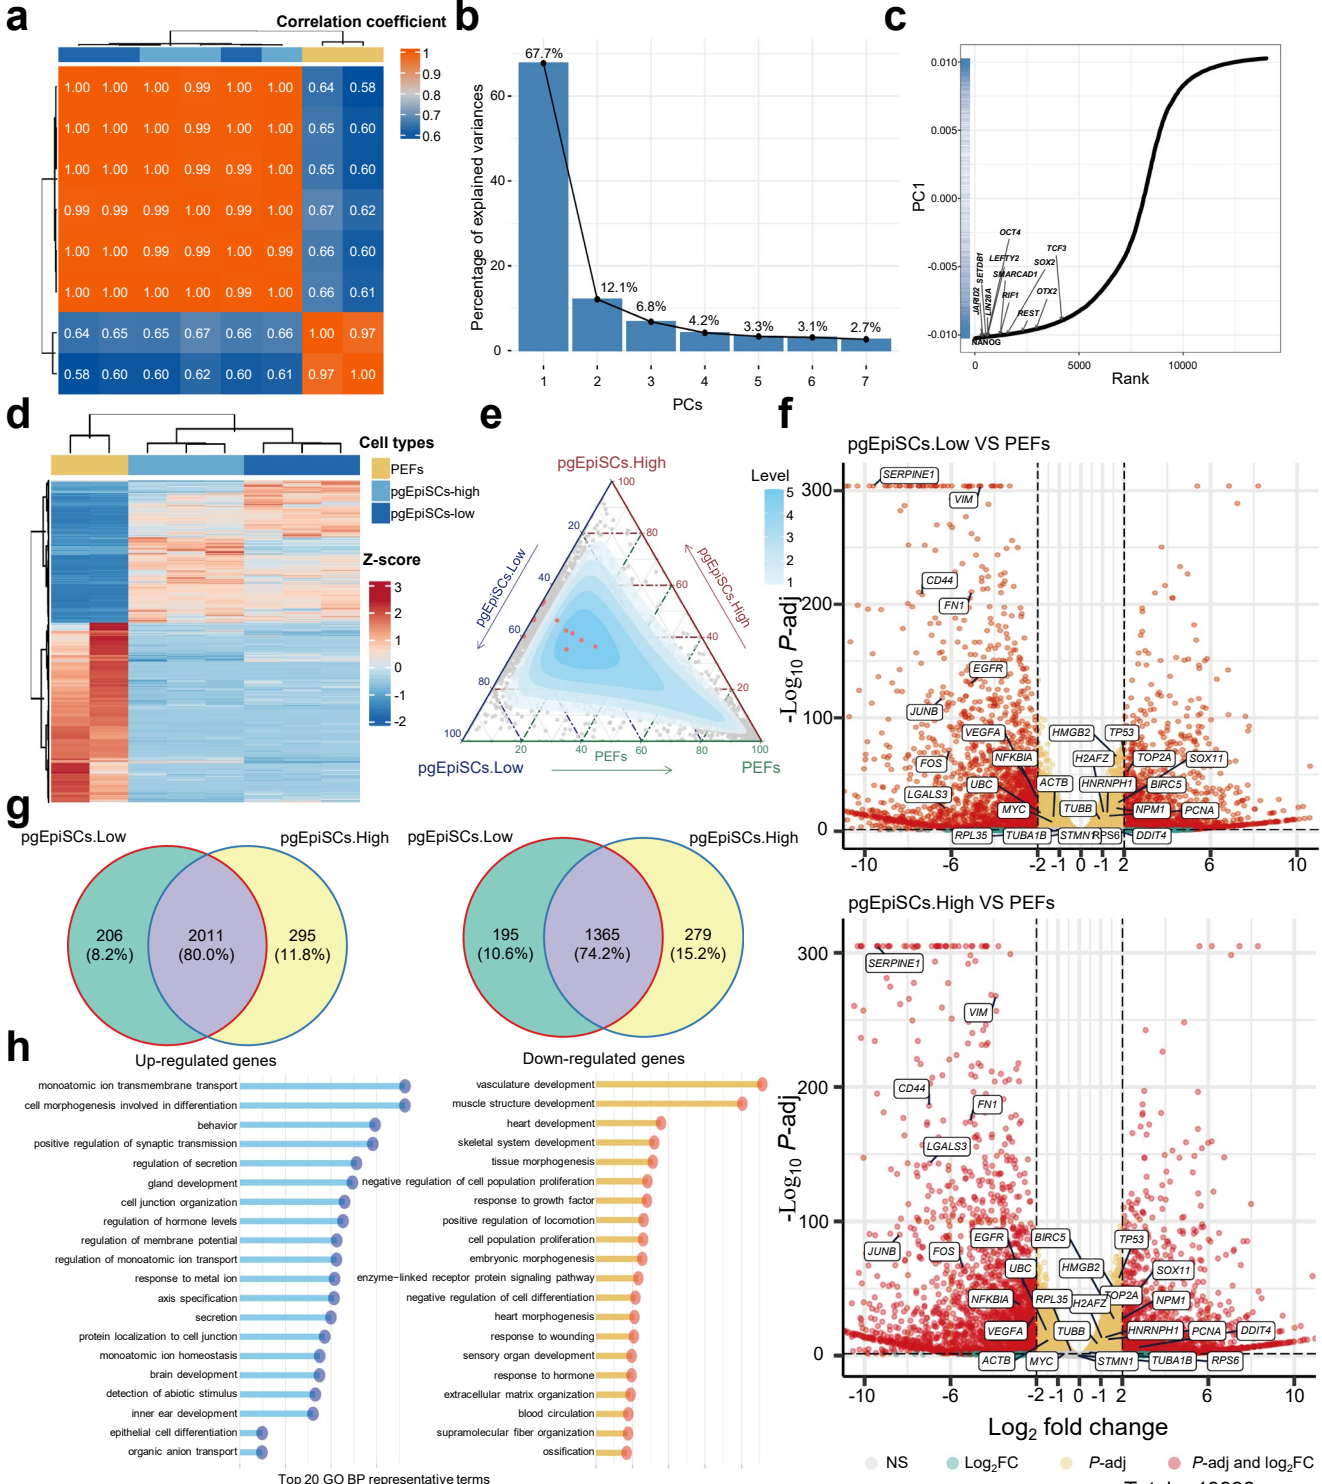

Supplementary Fig. 3: Transcriptome analysis of pgEpiSCs at low and high passages (related to Fig. 1). **a** Pearson's correlation coefficients between PEF and low, high passages of pgEpiSCs. **b** The bar plot of eigenvalues corresponds to the amount of variation explained by each principal component (PC) between low and high passages of pgEpiSCs, and PEFs. **c** Loading scores of the genes for PC1 of pgEpiSCs at low and high passages. **d** Heatmap of total DEGs for pluripotency of pgEpiSCs at low and high passages, and PEFs. Key pluripotency markers were highlighted in red. **e** Ternary plot of total expression genes for pluripotency of pgEpiSCs between low and high passages, and PEFs. **f** Volcano plot of differentially expressed genes between pgEpiSCs and PEFs. Significant genes are in red. Cancer-associated hallmark genes (TP53) are not differentially expressed (labeled with white box). The Wald test of the DESeq2 R package was applied for differential gene analysis. The Benjamini-Hochberg adjusted P -value (P -adj) < 0.05 and absolute $\log_2$ (fold change) > 2 are cut-offs for statistical significance. **g** Venn of DEGs (left: up-regulated, right: down-regulated) between PEFs and pgEpiSCs at low and high passages. **h** GO-BP enrichment analysis of DEGs (left: up-regulated, right: down-regulated) between PEFs and pgEpiSCs at different passages. For **a-h**, Low: P30; High: P200.

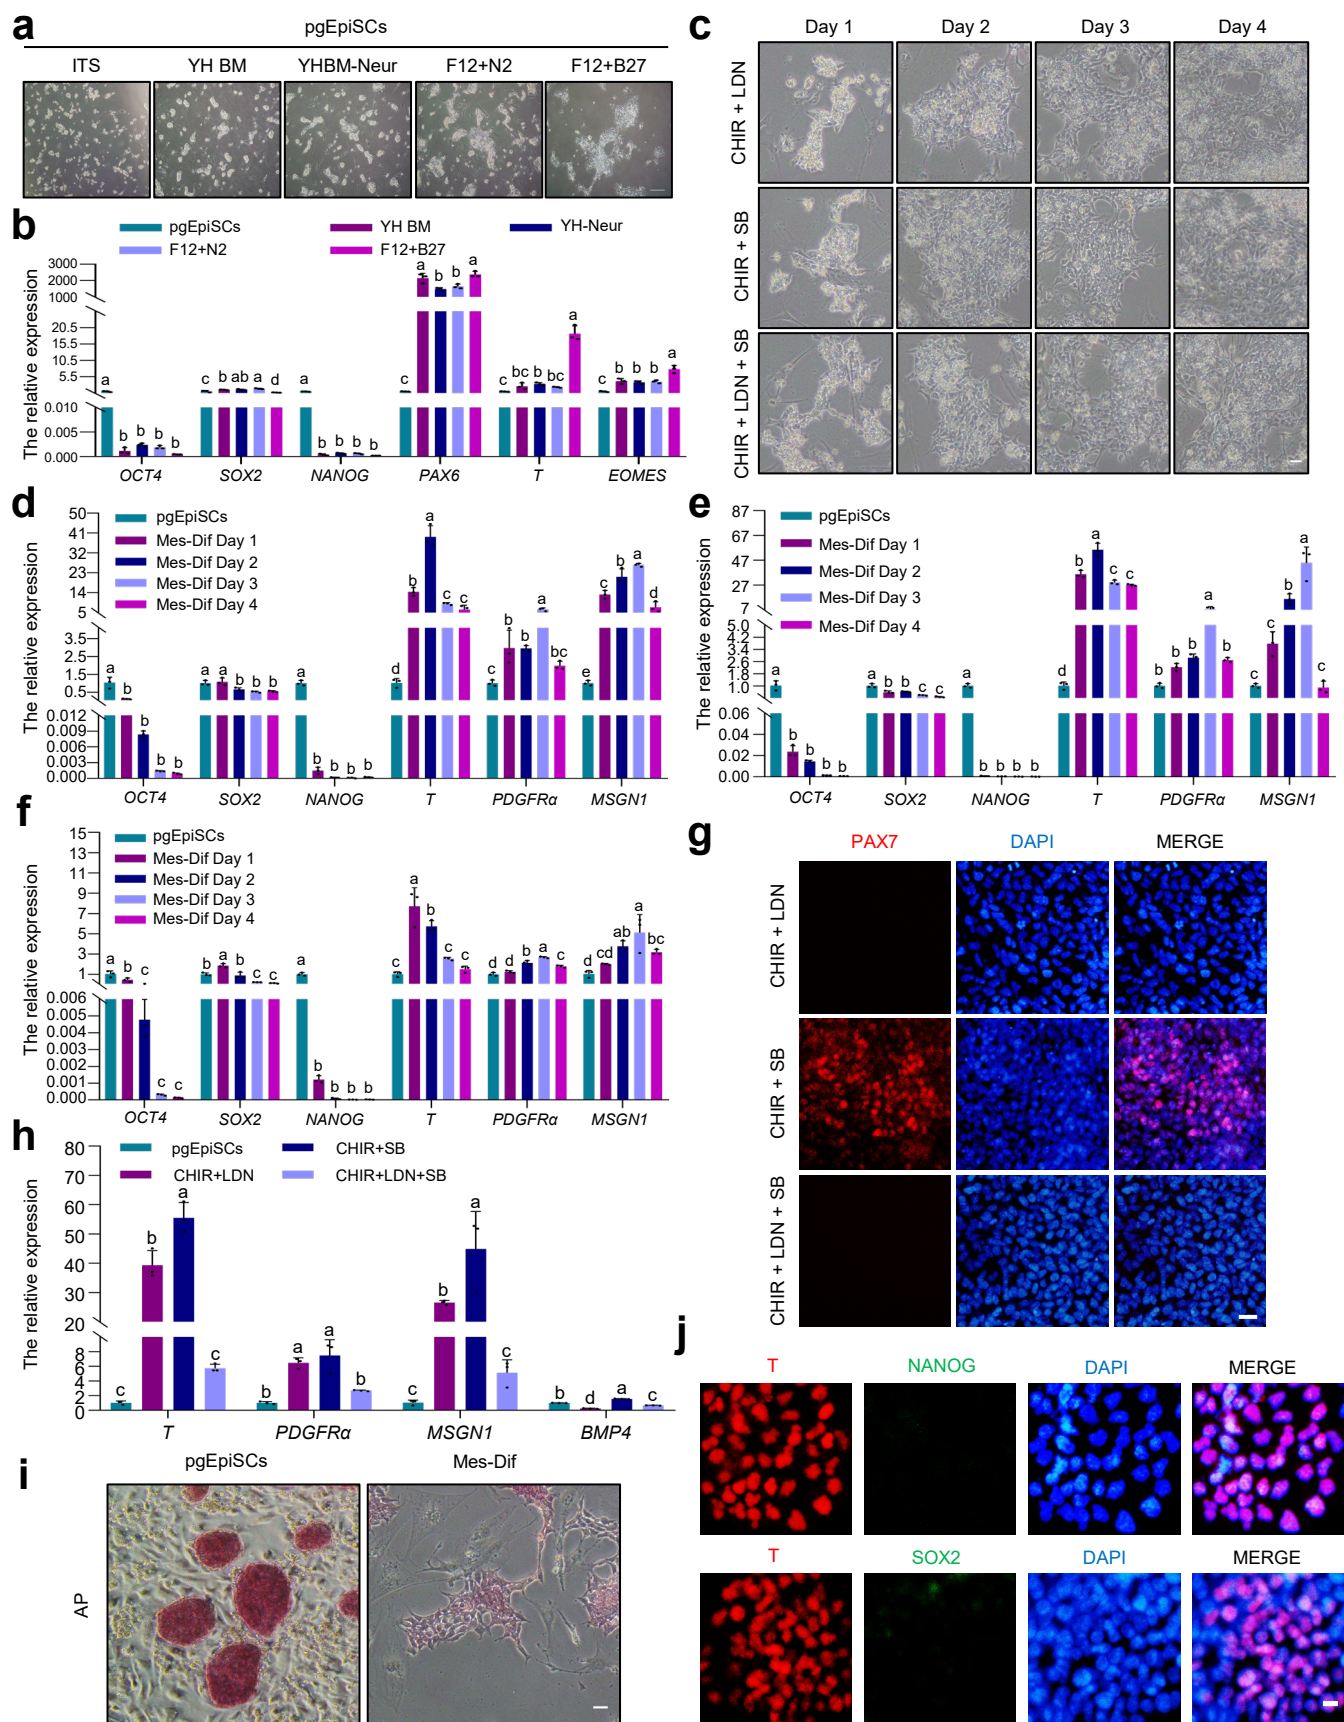

Supplementary Fig. 4: The small molecule screening of pgEpiSCs in the early stage of myogenic differentiation (related to Fig. 2). **a** Morphological observation of the appearance of cell adhesion in different systems without the addition of small molecules. Scale bar, 200 μ m. **b** Expression of *OCT4*, *SOX2*, *NANOG*, *PAX6*, *T*, and *EOMES* for random differentiation in different systems. **c** Observation of the morphology of cell apposition and differentiation under different combinations of small molecules in MDM I. Scale bar, 50 μ m. **d-f** Expression of genes related to pluripotency (*OCT4*, *SOX2*, *NANOG*) and paraxial mesodermal differentiation (*T*, *PDGFR α* and *MSGN1*) under the activation of WNT and the inhibition of BMP (**d**), the activation of WNT and the inhibition of TGF- β (**e**), or the activation of WNT and the inhibition of TGF- β and BMP (**f**) conditions. **g** Immunostaining of PAX7 in cells treated with different combinations of

small molecules in MDM I and continuously throughout differentiation to MDM III. DAPI was used for nuclear staining. Scale bar, 20 μm . **h** Expression of *T* (Day 2), *PDGFR α* (Day 3), *MSGN1* (Day 3) and *BMP4* (Day 3) under WNT activation and BMP inhibition, WNT activation and TGF- β inhibition, or WNT activation and TGF- β and BMP inhibition conditions. **i** Alkaline phosphatase staining under the activation of WNT and the inhibition of TGF- β conditions. Scale bar, 50 μm . **j** Immunostaining of T, NANOG and SOX2 in the presence of WNT activation and TGF- β inhibition; DAPI was used for nucleus staining. Scale bar, 10 μm . For **a** and **b**, ITS: insulin-transferrin-selenium; YH BM: basal medium for pgEpiSCs without the addition of any small molecules or growth factors; YH BM-Neur: the neurobasal was withdrawn from the basal medium of pgEpiSCs; F12+N2: the neurobasal and B27 were withdrawn from the basal medium of pgEpiSCs; F12+B27: the neurobasal and N2 were withdrawn from the basal medium of pgEpiSCs. For **c** and **g**, CHIR: CHIR99021; LDN: LDN193189; SB: SB431542. For **b**, **d**, **e**, **f** and **h**, error bars indicate means $\pm$ SD, n = 3. Data was analyzed using a one-way ANOVA, followed by Duncan's new multiple range test and different letters represent significant differences at $p < 0.05$. Similar results were obtained in three independent experiments. Mes-Dif: paraxial mesodermal differentiation. Exact *P* values are listed in Source Data Fig S4.

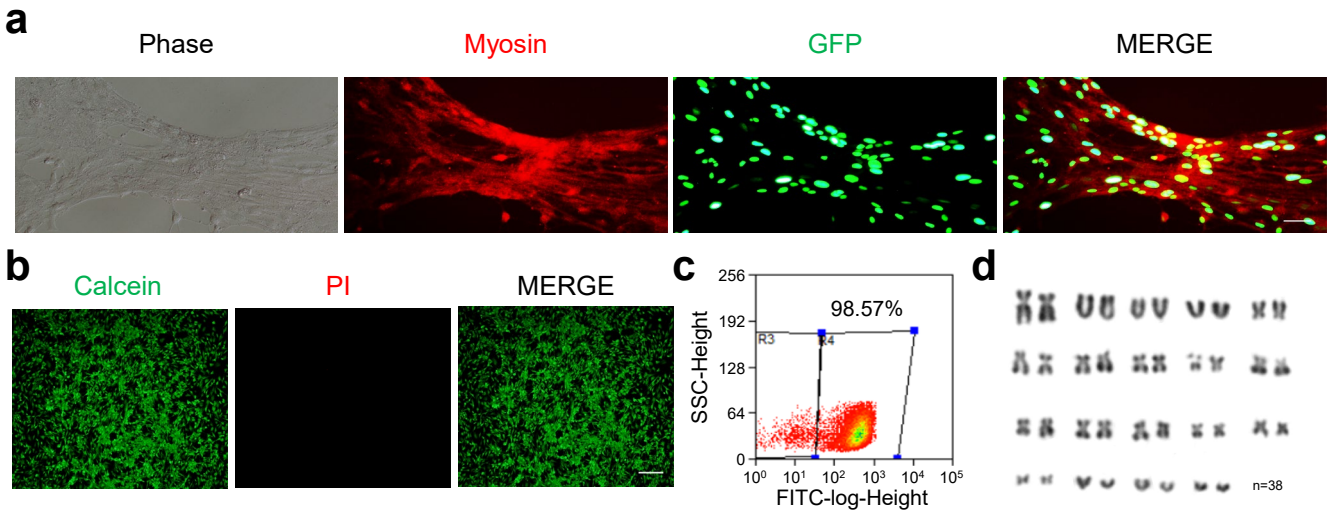

Supplementary Fig. 5: Identification of skeletal muscle fibers derived from pgEpiSCs (related to Fig. 2). **a** Myogenic differentiation was observed by using the pgEpiSCs-NLS-GFP cell line. The GFP represents the nucleus and can be observed in single myofibers possessing multiple nuclear fusions. Scale bar, 50 μ m. **b** Representative images of Calcein-AM (live, green) and PI (dead, red) of pgEpiSCs-derived skeletal muscle fibers. Scale bar, 200 μ m. **c** Flow cytometric assay for survival of pgEpiSCs-derived skeletal muscle fibers. **d** Karyotype analysis of pgEpiSCs after myogenic differentiation, which maintains normal chromosome numbers (n=38).

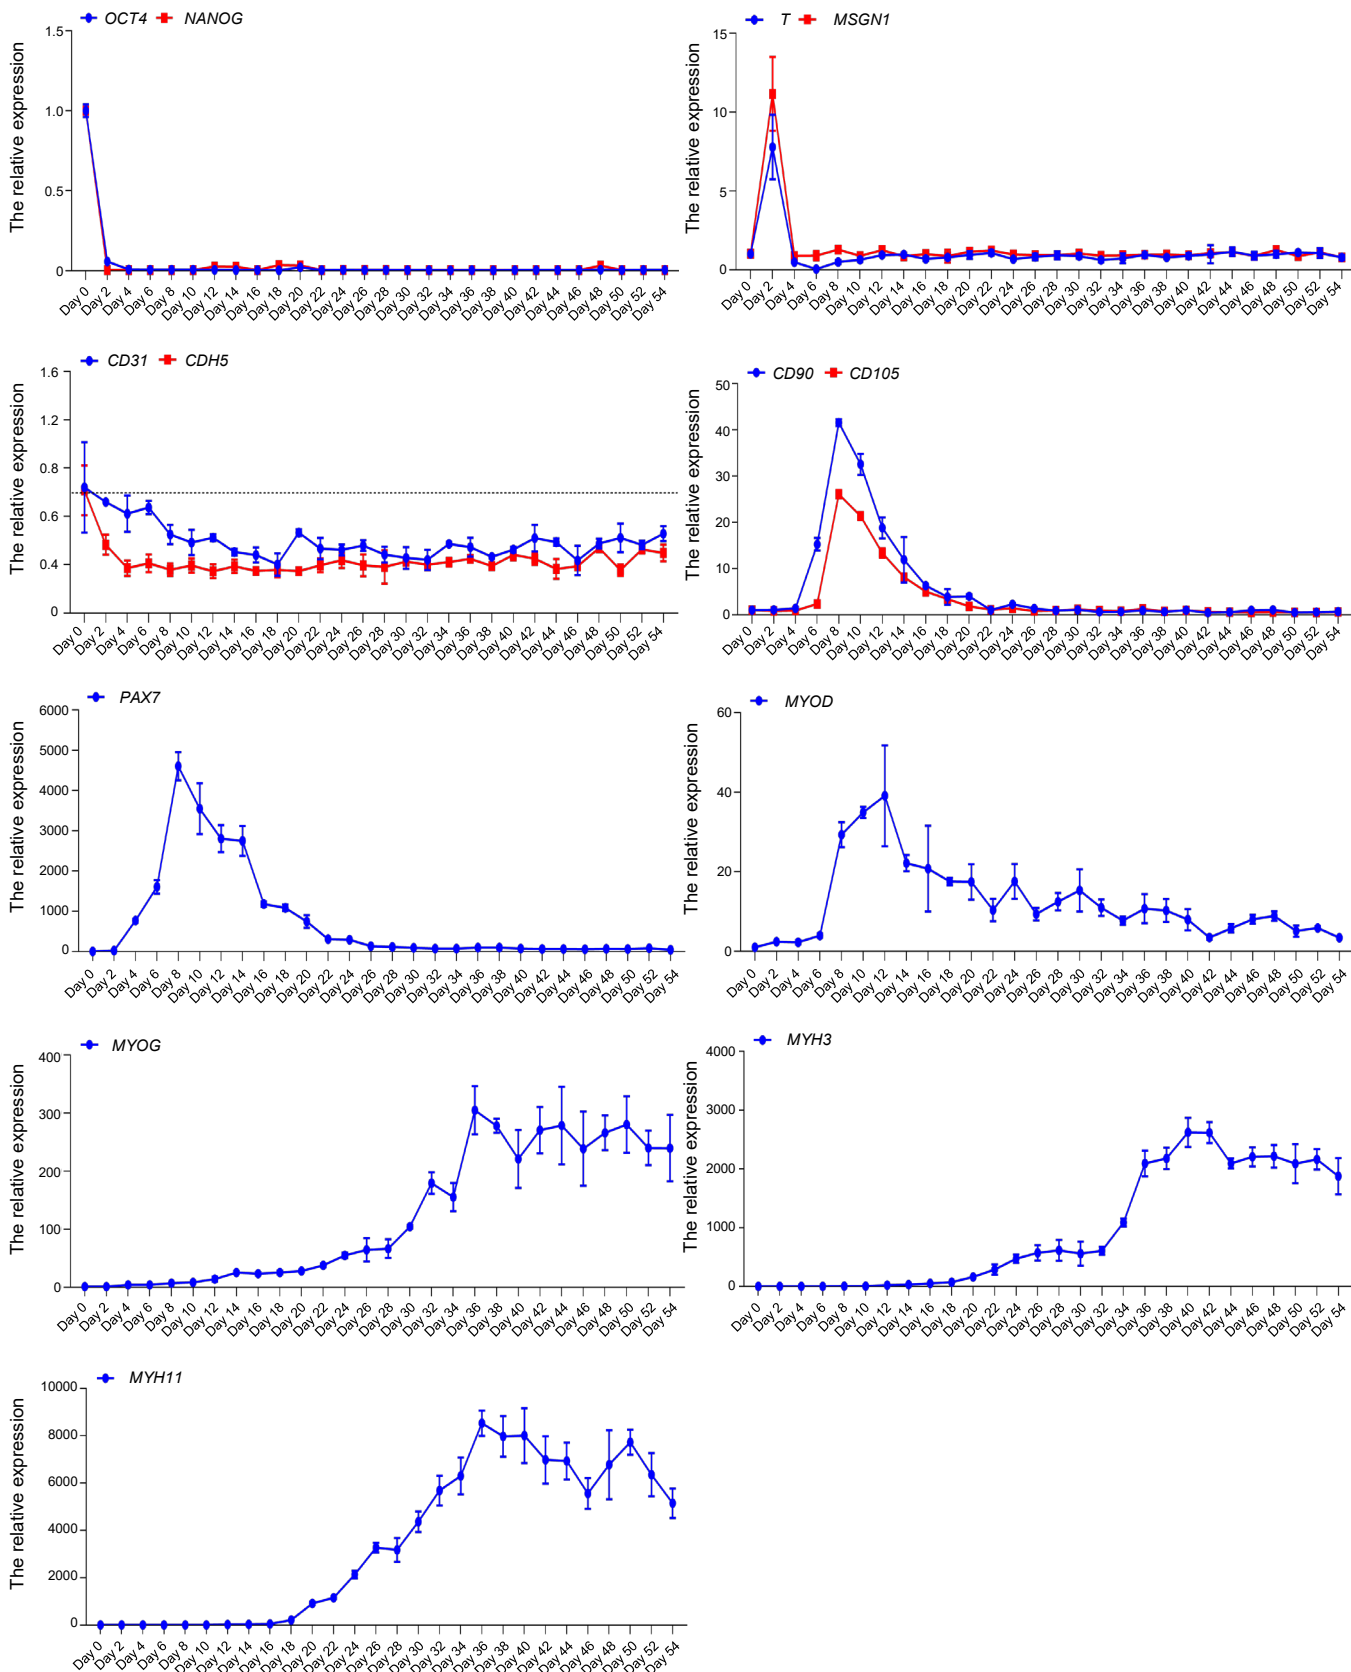

Supplementary Fig. 6: The detection of gene expression in pgEpiSCs during myogenic differentiation. (related to Fig. 2). The expression of relevant genes, including key marker genes related to pluripotency (*OCT4* and *NANOG*), paraxial mesoderm differentiation (*T* and *MSN1*), muscle stem cells (*PAX7* and *MYOD*), myogenic maturation (*MYOG*, *MYH3*, and *MYH11*), mesenchymal differentiation (*CD90* and *CD105*), and endothelial differentiation (*CD31* and *CDH5*). Error bars indicate means $\pm$ SD and data are listed in Source Data Fig S6.

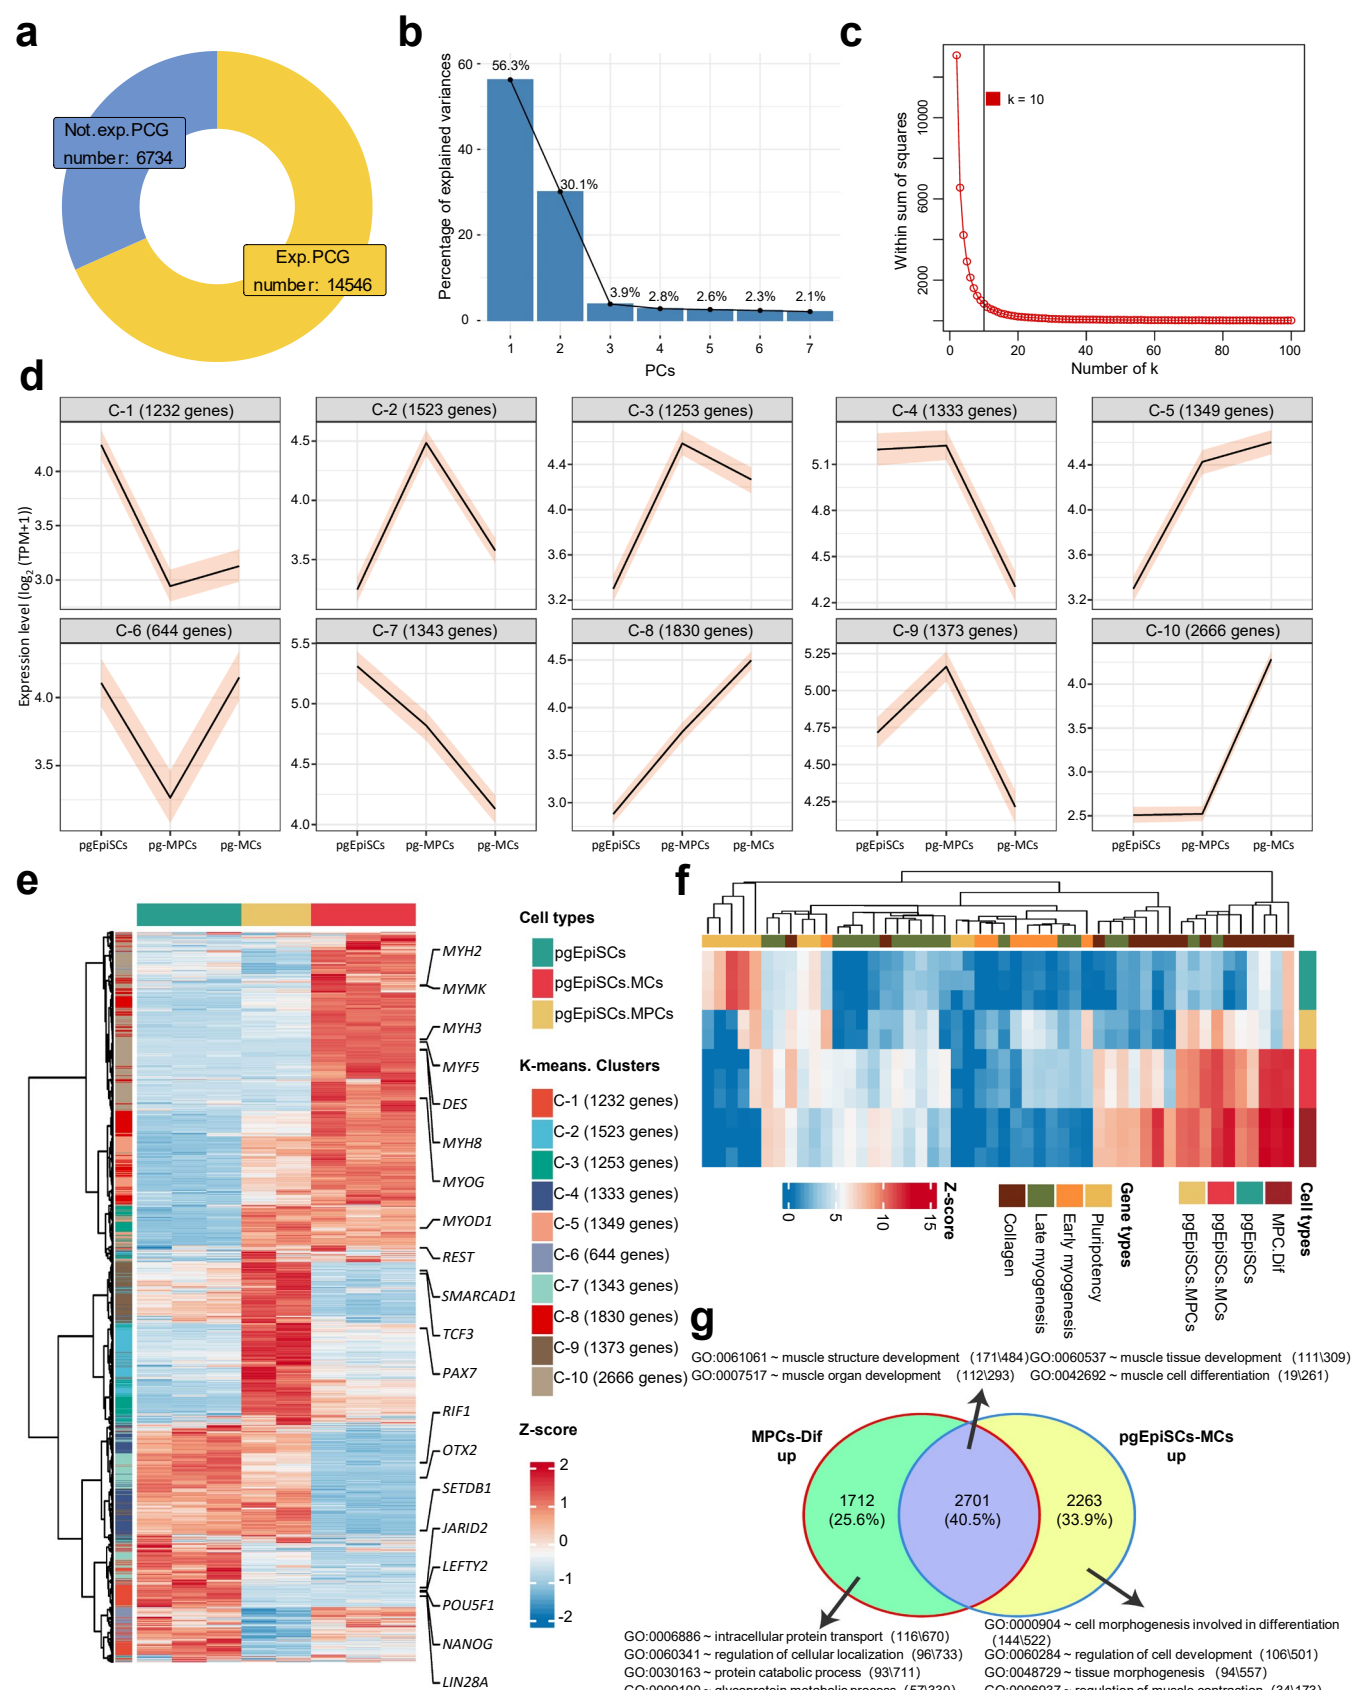

Supplementary Fig. 7: Ten clustering patterns from RNA-seq data analysis for myogenic differentiation of pgEpiSCs (related to Fig. 3). **a** The ratio of expressed and not expressed genes during the myogenesis of pgEpiSCs *in vitro*. **b** The barplot of eigenvalues corresponds to the amount of variation explained by each PC during the myogenesis of pgEpiSCs *in vitro*. **c** Scatter plots of values with different k values. **d** A total of 10 clustering categories were created by gene expression patterns in each stage of the pgEpiSCs, pgEpiSCs-MPCs and pgEpiSCs-MCs populations. **e** Heatmap of representative clusters for pluripotency and myogenic differentiation of pgEpiSCs, pgEpiSCs-MPCs and pgEpiSCs-MCs. **f** Heatmap of DEGs between differentiation of pMuSCs isolated *in vivo* and pgEpiSCs-derived MPCs and MCs. **g** Venn diagram of the upregulated genes and their GO terms in MCs from pMuSCs or pgEpiSCs. For **d**, **e**, **f** and **g**, pgEpiSCs-MPCs: pgEpiSCs-derived myogenic progenitor cells; pgEpiSCs-MCs: mature muscle fiber cells after N2 treatment; MPCs-Dif: mature myofibroblasts of pMuSCs after differentiation under 2% HS treatment.

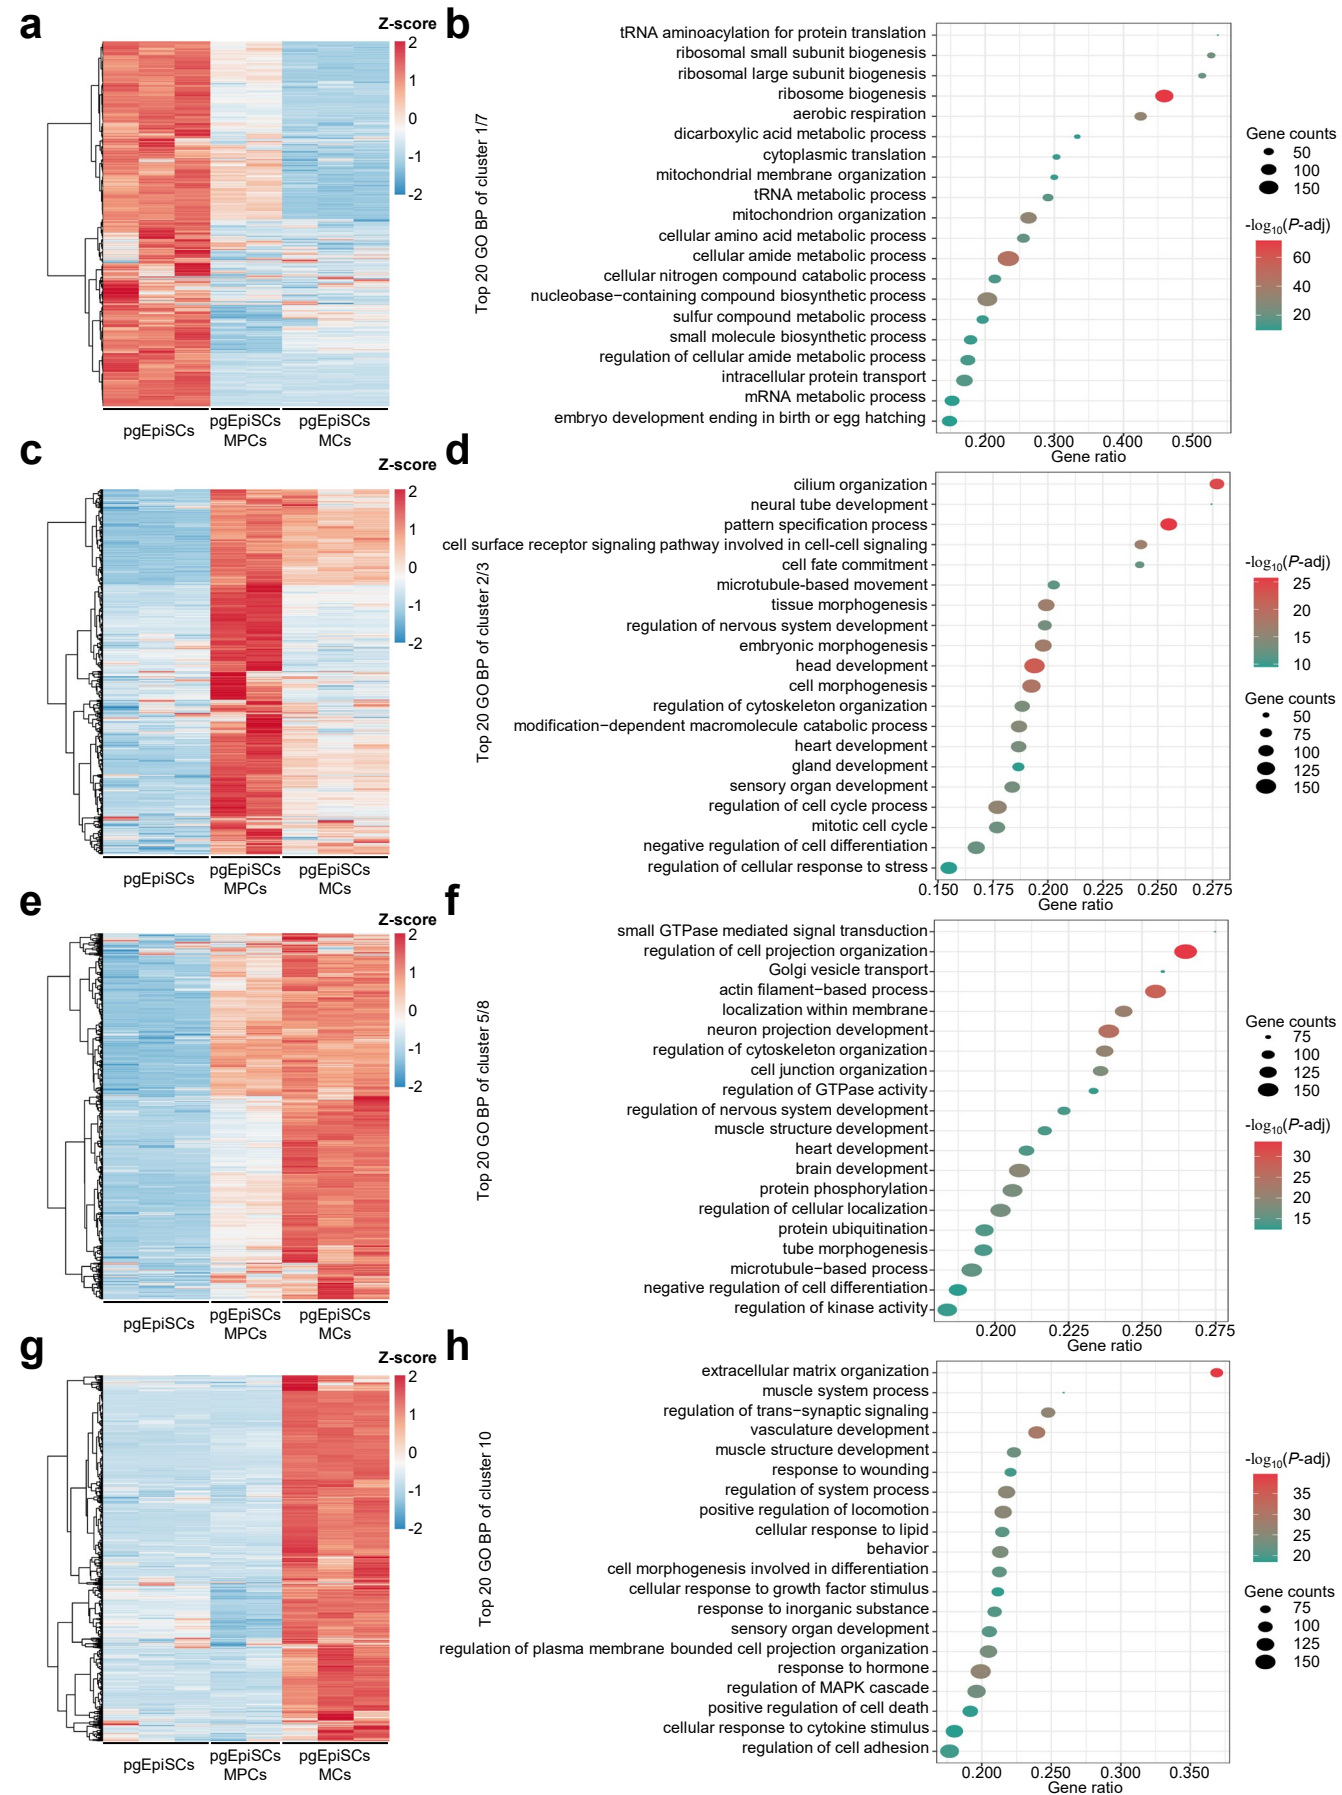

Supplementary Fig. 8: Transcriptome in cell populations of myogenic differentiation of pgEpiSCs (related to Fig. 3). **a** Heatmap of total genes for cluster 1 and 7. **b** Enriched GO terms with genes in clusters 1 and 7 from RNA-seq data. **c** Heatmap of total genes for clusters 2 and 3. **d** Enriched GO terms with genes in clusters 2 and 3 from RNA-seq data. **e** Heatmap of total genes for clusters 5 and 8. **f** Enriched GO terms with genes in clusters 5 and 8 from RNA-seq data. **g** Heatmap of total genes in cluster 10. **h** Enriched GO terms with genes of cluster 10 from RNA-seq data.

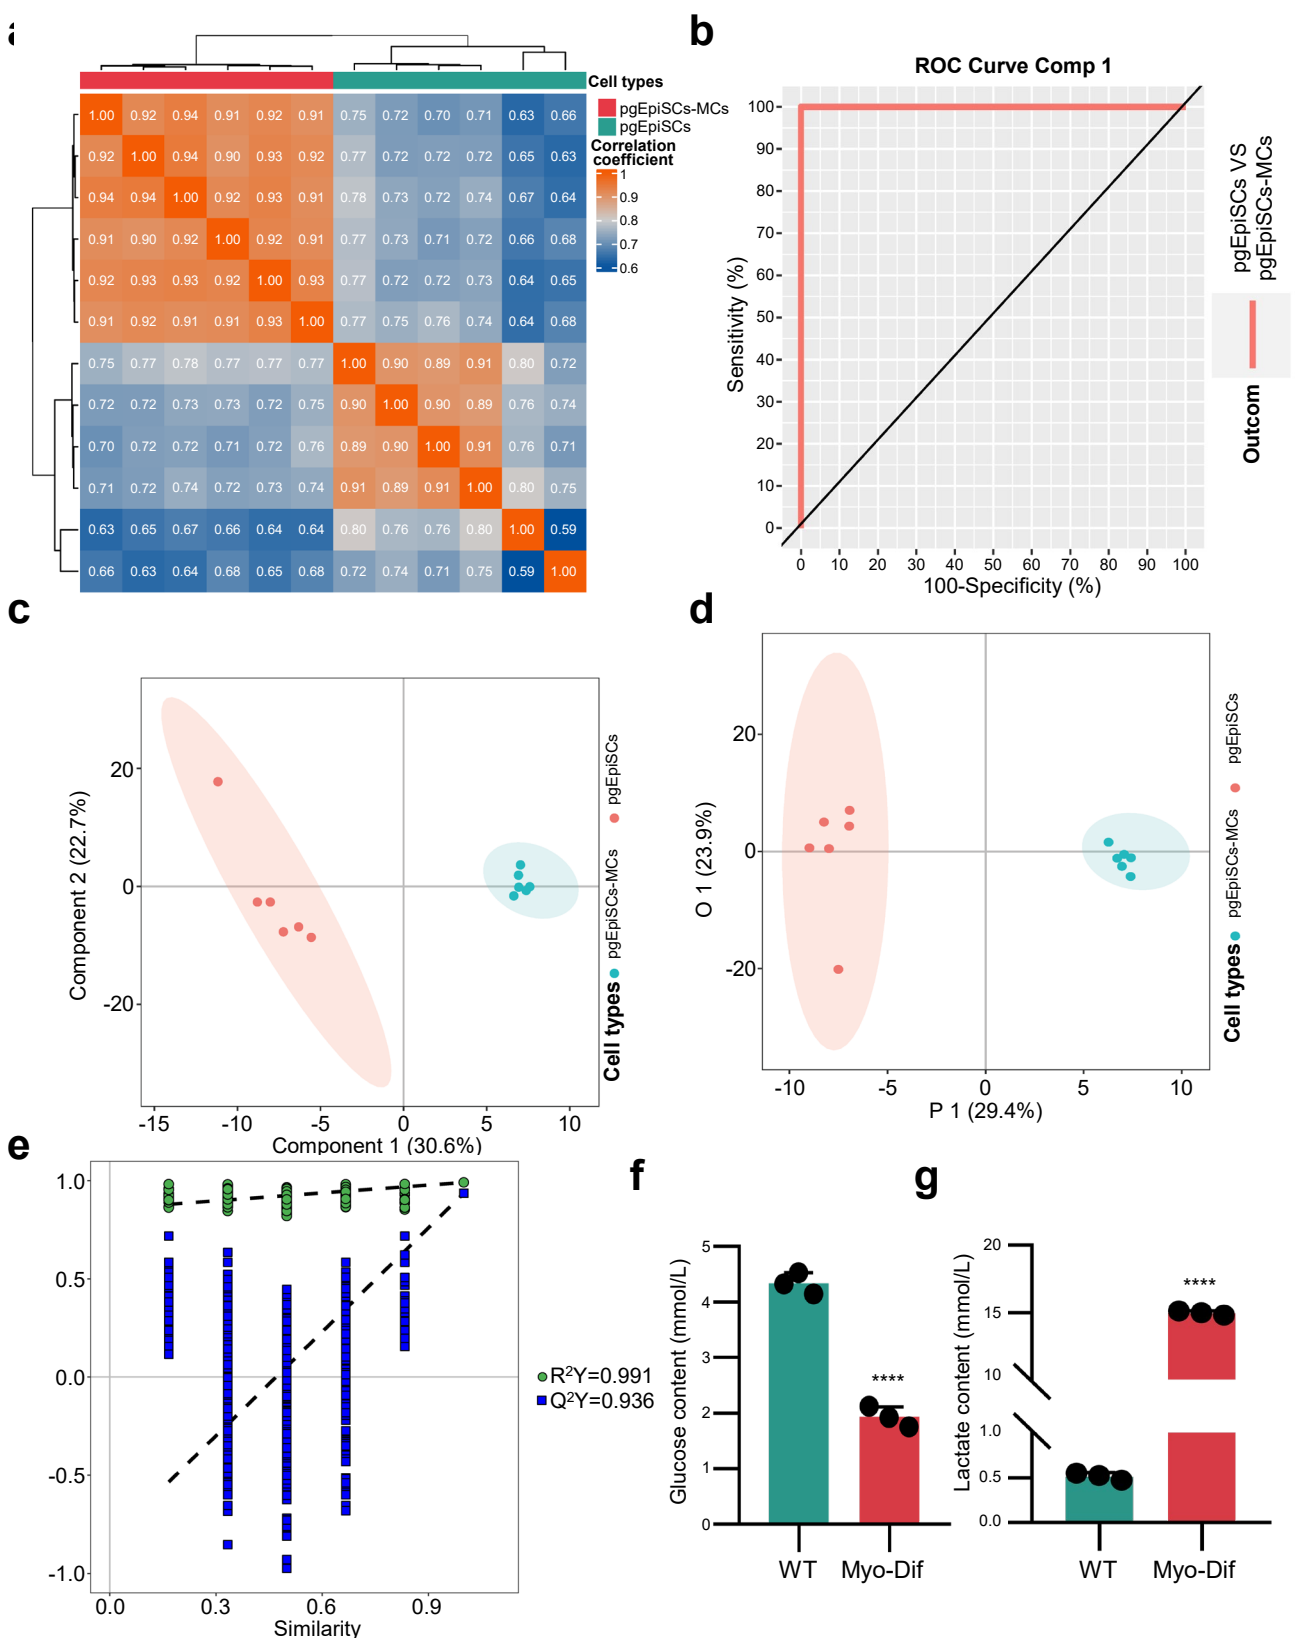

Supplementary Fig. 9: Data quality assessment of pgEpiSCs and pgEpiSCs-MCs metabolomes (related to Fig. 4). **a** Spearman's correlation coefficients between pgEpiSCs and pgEpiSCs-MCs. **b** ROC curve of partial least squares-discriminate analysis (PLSDA) result. The closer the area under the curve is to 1, the higher the reliability of the model. **c** PLSDA of pgEpiSCs and pgEpiSCs-MCs. **d** Orthogonal projections to latent structures discriminant analysis (OPLSDA) of pgEpiSCs and pgEpiSCs-MCs. **e** The cross-validation of the OPLSDA. R2 is the explainability and Q2 is the predictability. The predictability is measured by Q2, and the explainability by R2. The model performs better the closer the two are near 1. **f-g** Detection of glucose and lactate content in pgEpiSCs after myogenic differentiation. Error bars indicate means $\pm$ SD ($n = 3$), **** $p < 0.0001$. Represent significant using two-tailed student's t test and similar results were obtained in three independent experiments. Exact P values are listed in Source Data Fig S9. WT: undifferentiated pgEpiSCs, Myo-Dif: terminally differentiated cells after N2 treatment.

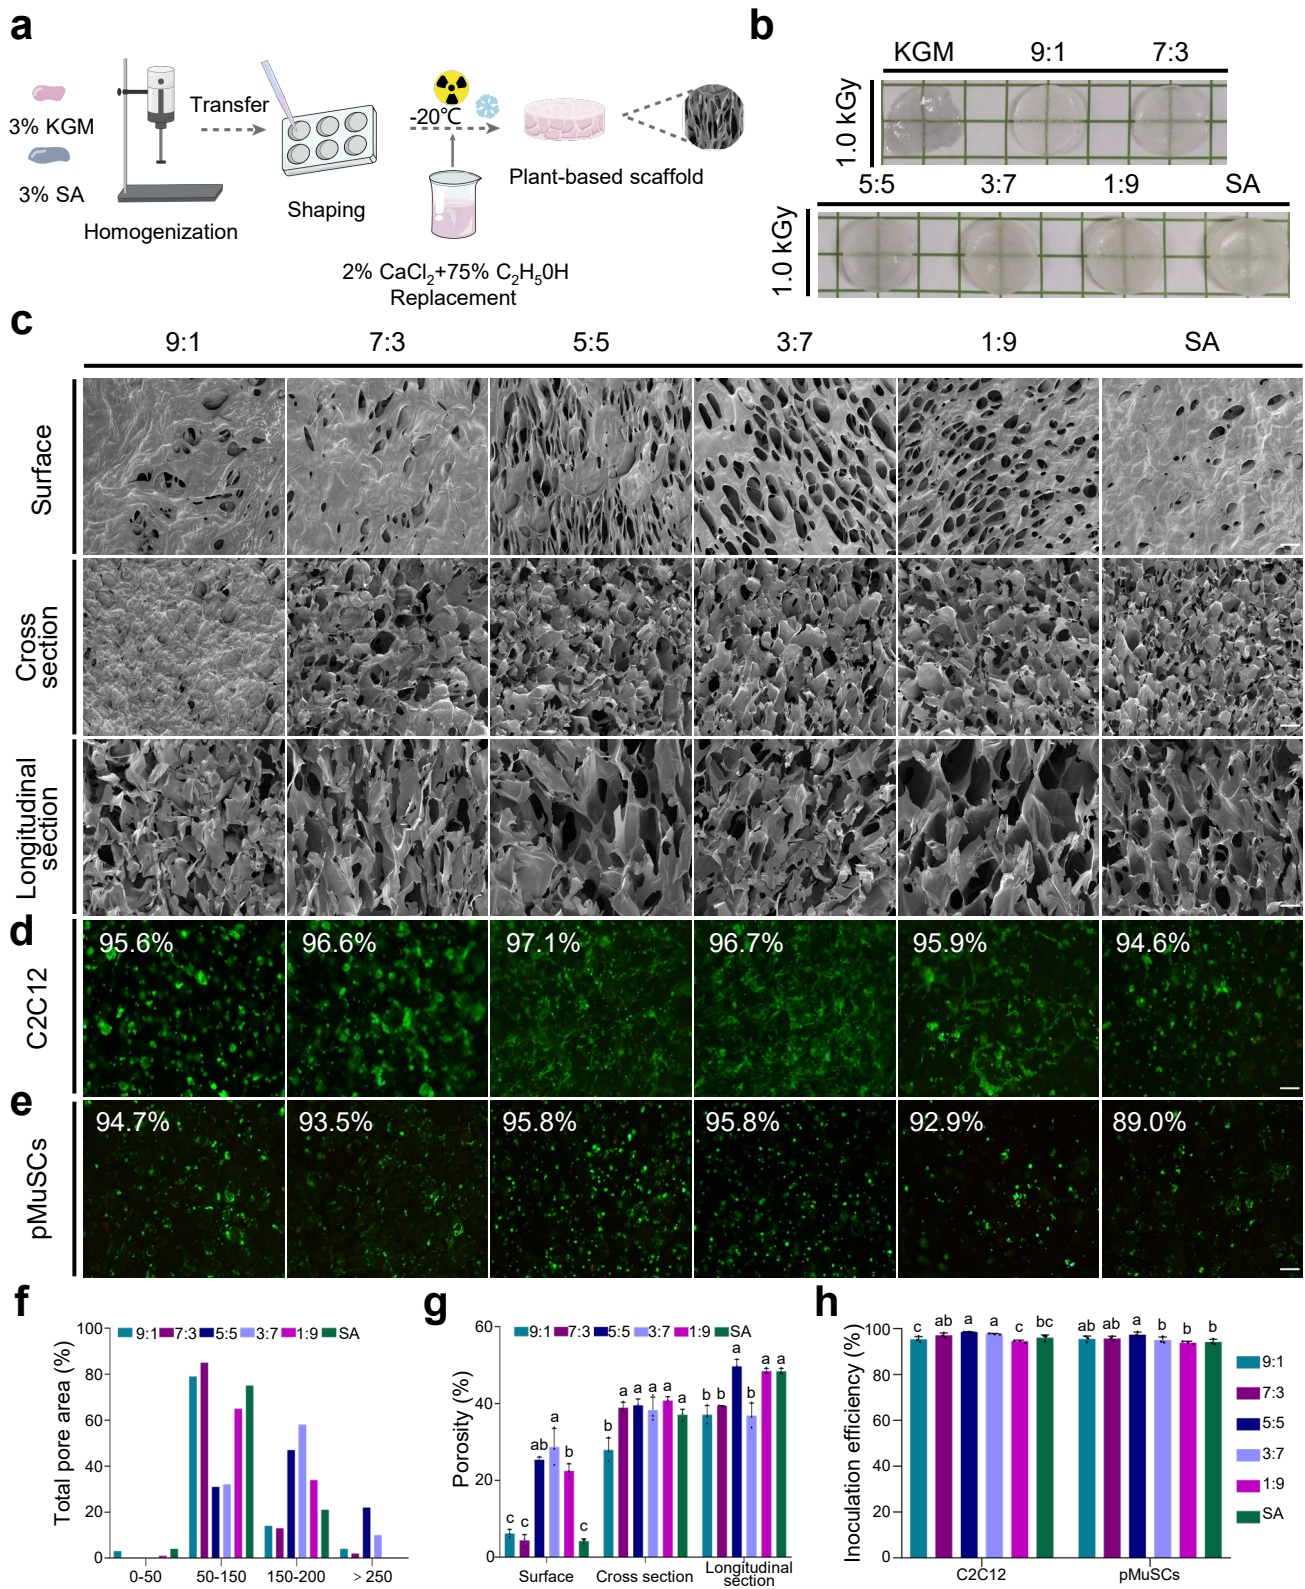

Supplementary Fig. 10: The optimization of plant-based 3D scaffolds composition (related to Fig. 5). **a** Schematic diagram of the preparation of the Ca^{2+} -KGM-SA scaffold. **b** The appearance of Ca^{2+} -KGM-SA scaffolds with different ratios. **c** Representative SEM images of the structure of the Ca^{2+} -KGM-SA scaffold surface (top), cross section (middle), and longitudinal section (bottom). Scale bar, 200 μm (top and middle), 100 μm (bottom). **d-e**. Representative images of Calcein-AM (green) and PI (red) of C2C12 and pMuSCs inoculated and cultured onto the Ca^{2+} -KGM-SA scaffold for 24 h. The percentage of live cells in the upper left corner was the result of the analysis of Calcein-AM and PI by flow cytometry. Scale bar, 100 μm . **f** Total pore size distribution of Ca^{2+} -KGM-SA scaffolds. **g** The porosity of the surface, cross-section and longitudinal section of Ca^{2+} -KGM-SA scaffolds. **h** Inoculation efficiency of C2C12 and pMuSCs on Ca^{2+} -KGM-SA scaffolds. For **a** and **b**, KGM: konjac glucomannan; SA: sodium alginate. For **g** and **h**, data was analyzed using a one-way ANOVA, followed by Duncan's new multiple range test. Data are presented as means $\pm$ SD ($n = 3$; a-c represent significant differences at $p < 0.05$). Exact P values are listed in Source Data Fig S10.

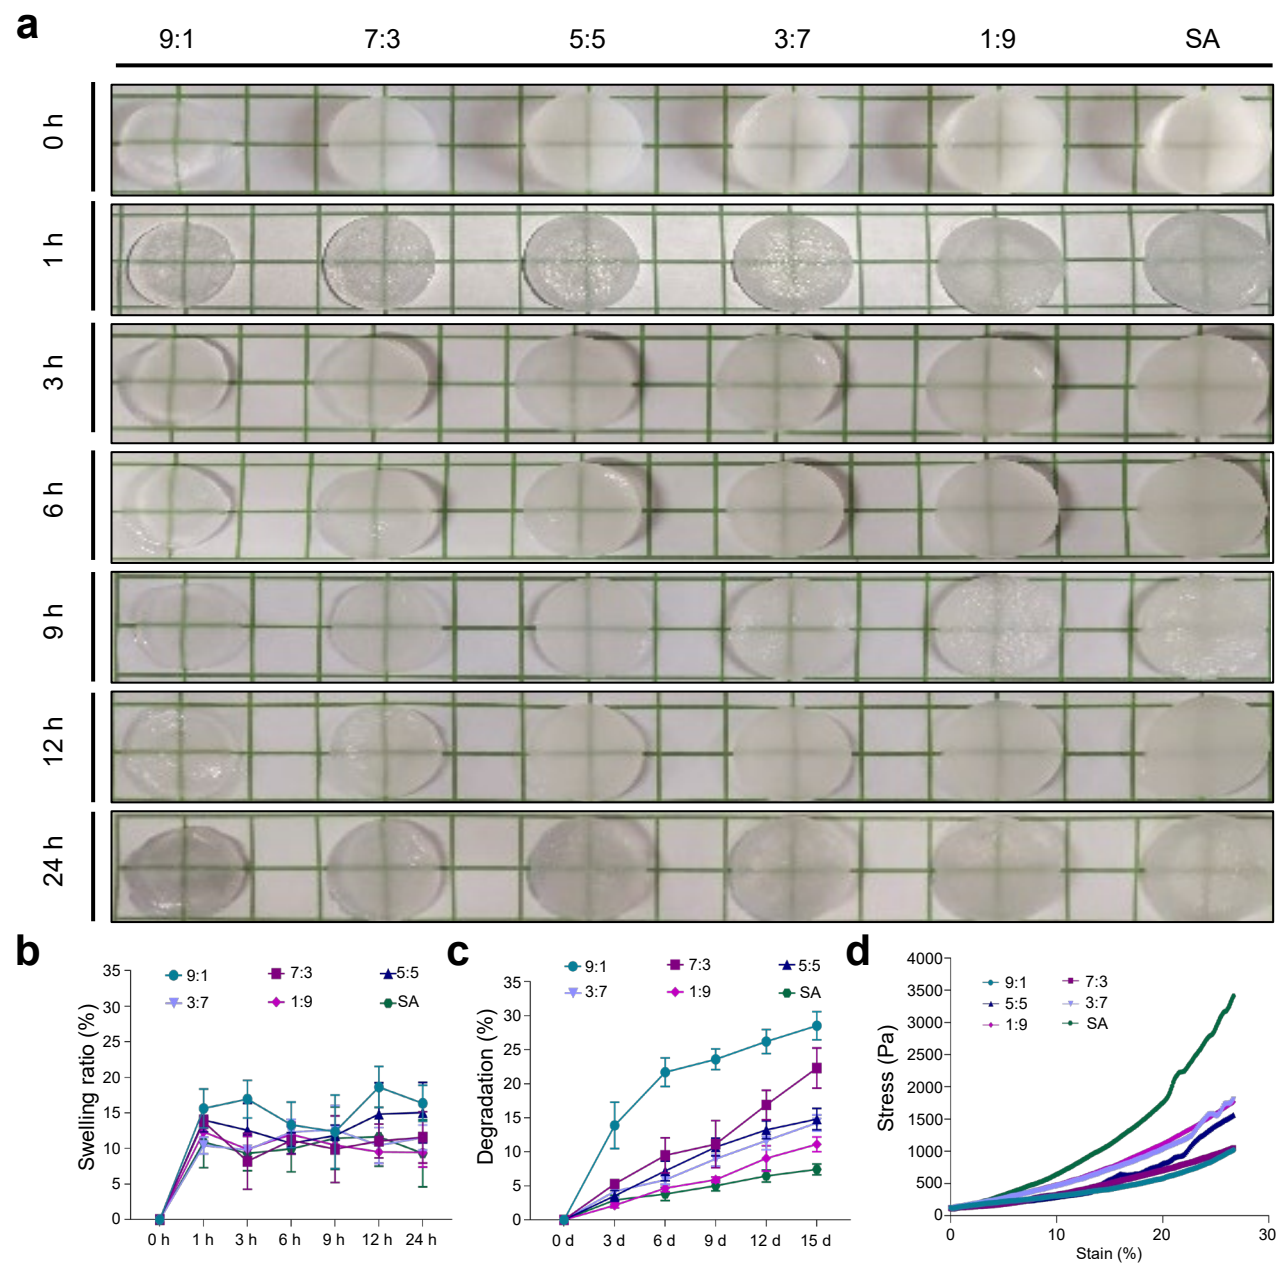

Supplementary Fig. 11: Physicochemical properties and mechanical properties analysis of plant-based 3D scaffolds (related to Fig. 5). **a** Images of the swelling behavior of Ca^{2+} -KGM-SA scaffolds. **b-d** Determination of the swelling ratio (**b**), degradation ratio (**c**), and compression stress-strain curves (**d**) of Ca^{2+} -KGM-SA scaffolds. Data are presented as means $\pm$ SD. For **a-d**, SA: sodium alginate. Data are listed in Source Data Fig S11.

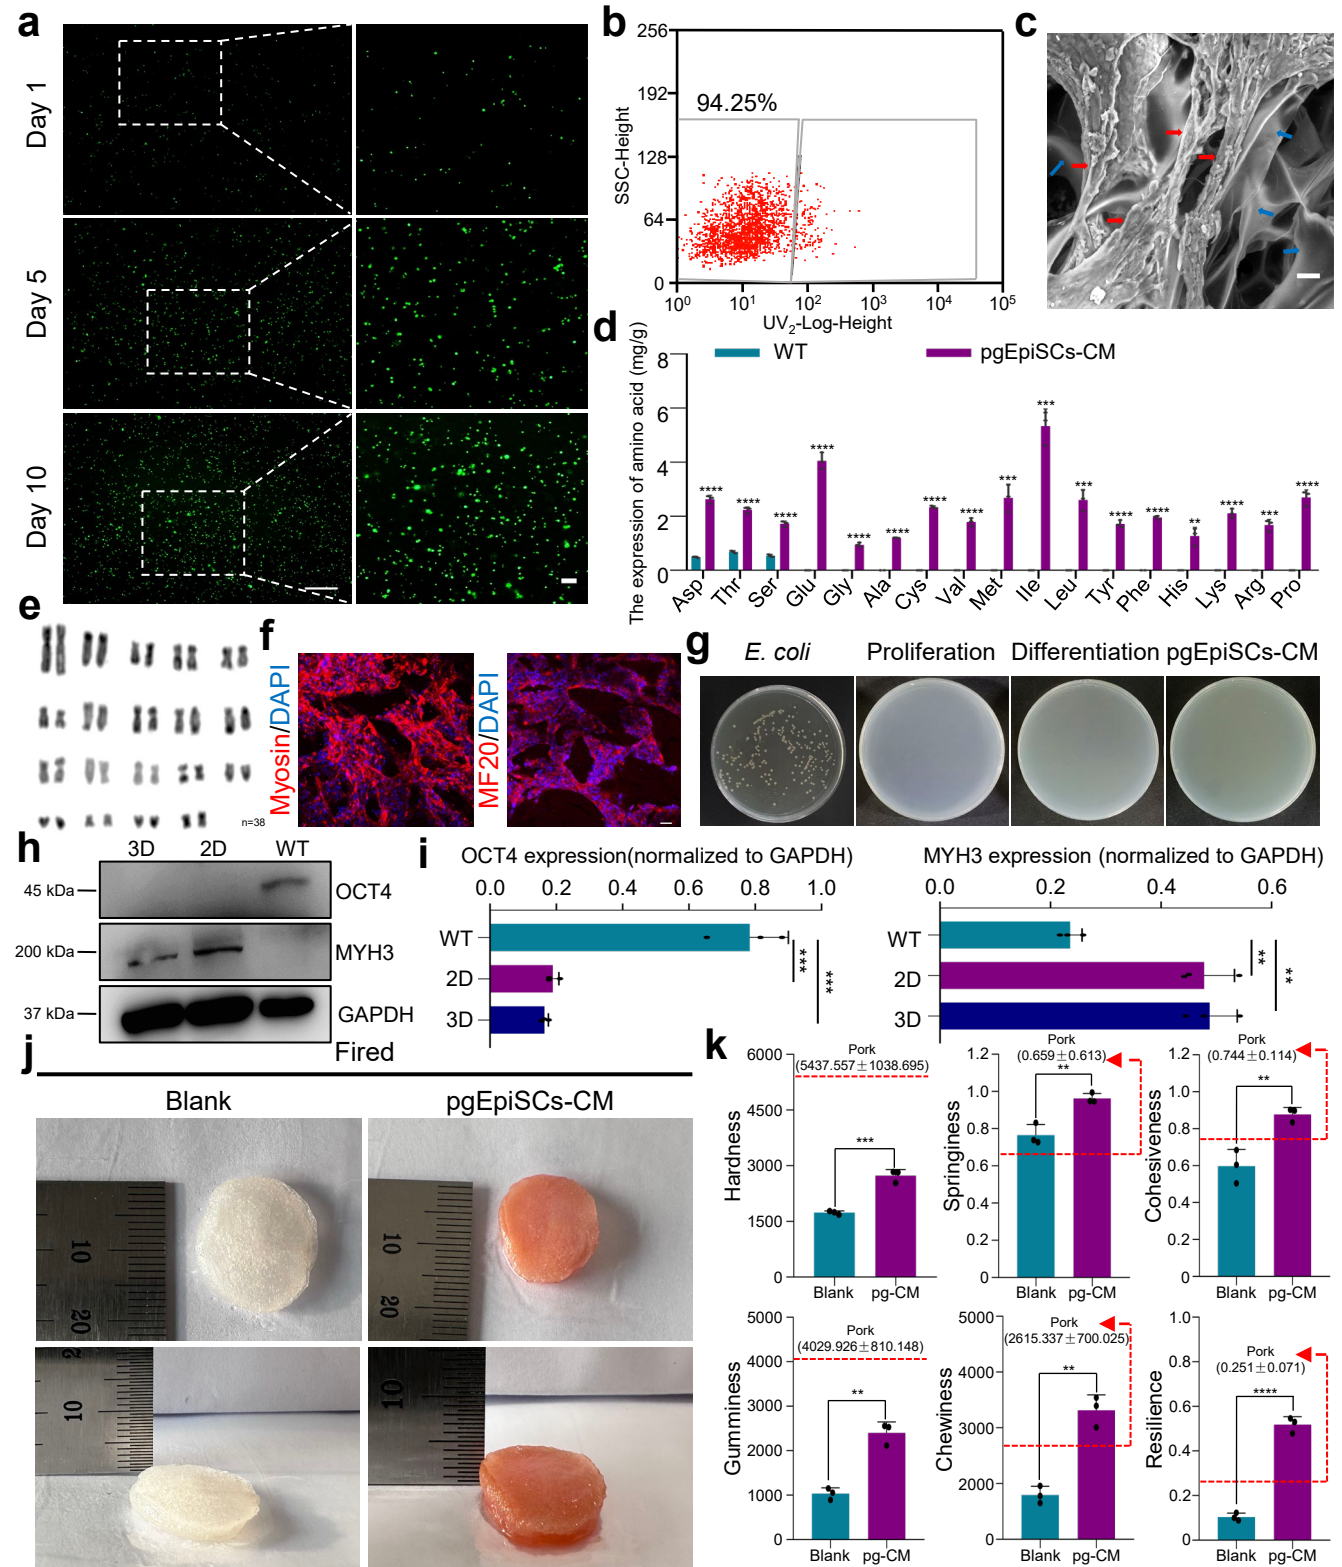

Supplementary Fig. 12: Proliferation capacity, stability, cleanliness and cooking characteristics of plant-based Ca²⁺-KGM₅-SA₅ 3D scaffolds (related to Fig. 5). **a** Proliferation of differentiated cells on 3D scaffolds was tracked with a reporter cell line (pgEpiSCs-NLS-GFP) in which the nuclei were marked with GFP. Scale bar, 500 μm (left) and 100 μm (right). **b** Flow cytometric assay for the survival of pgEpiSCs-MCs on 3D scaffolds for 24 h. **c** The interaction of pgEpiSCs-myoblast inoculated for 24 h with scaffolds was observed using SEM. Scale bar, 20 μm. Cells are indicated with red arrows, and the scaffold outline without cells attached is marked by blue arrows. **d** The amino acid contents of cultured meat tissue from pgEpiSCs were analyzed by an amino acid analyzer. Asp: Aspartate; Thr: Threonine; Ser: Serine; Glu: Glutamic Acid; Gly: Glycine; Ala: Alanine; Cys: Cysteine; Val: Valine; Met: Methionine; Ile: Isoleucine; Leu: Leucine; Tyr: Tyrosine; Phe: Phenylalanine; His: Histidine; Lys: Lysine; Arg: Arginine; Pro: Proline. **e** Karyotype analysis of pgEpiSCs-MCs after cultured on the 3D scaffolds, which maintain normal chromosome numbers (n=38). **f** Immunofluorescence staining of myotube differentiation on plant-based 3D edible scaffolds. MF20 or Myosin (red), DAPI (blue). Scale bar, 50 μm. **g** Microbiological detection of pgEpiSCs-derived CM. **h** Western blot analysis of OCT4, MYH3 and GAPDH expression in myogenic differentiation on 3D edible scaffolds. **i** Quantification of OCT4 and MYH3 expression normalized to GAPDH from western blot gel. WT: undifferentiated pgEpiSCs; 2D: myogenic differentiation of 2D; 3D: pgEpiSCs-MCs differentiation on 3D scaffolds. **j** Appearance of fried pgEpiSCs-derived CM. **k** Textural properties of fried pgEpiSCs-derived CM. The red line indicates the value of the fried pork. Blank: empty scaffolds without cell inoculation; pg-CM: pgEpiSCs-derived CM. For **d**, **i** and **k**, Data are presented as mean ± SD, n = 3. ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$. Represent significant using two-tailed student's t test and similar results were obtained in three independent experiments. Exact P values are listed in Source Data Fig S12.

Supplementary information, Table 1, Key Resources Table.

Antibodies			
REAGENT or RESOURCE	SOURCE	IDENTIFIER	DILUTION RATIO
Mouse monoclonal anti-Oct-3/4	Santa Cruz Biotechnology	Cat# sc-5279	1:500
Mouse monoclonal anti-Sox2	Santa Cruz Biotechnology	Cat# sc-365823	1:300
Rabbit polyclonal anti-human Nanog	PeproTech	Cat# 500-P236	1:300
Rabbit polyclonal anti-neuron specific beta III Tubulin	Abcam	Cat# ab18207	1:250
Rabbit polyclonal anti-alpha smooth muscle Actin	Abcam	Cat# ab5694	1:250
Rabbit monoclonal anti-Vimentin	Abcam	Cat# ab92547	1:250
Goat polyclonal anti-Brachyury	Santa Cruz Biotechnology	Cat# sc17743	1:50
Rabbit monoclonal anti-human-γH2A.X	Cell Signaling Technology	Cat# 9718	1:1000
Mouse monoclonal anti-PAX7	DSHB	Cat# PAX7-S	1:100
Rabbit polyclonal anti-MYOD1	Proteintech	Cat# 18943-1-AP	1:200
Mouse monoclonal anti-Skeletal Myosin (Fast)	Sigma-Aldrich	Cat# M4276	1:300
Mouse monoclonal anti-Myosin heavy chain (MyHc)	DSHB	Cat# MF20-S	1:200
Mouse monoclonal anti-MYH3	Santa Cruz Biotechnology	Cat# sc-376157	1:1000
Rabbit monoclonal anti-GAPDH (D16H11)	Cell Signaling Technology	Cat# 5174	1:5000
Actin-Tracker Red-594	Beyotime	Cat# C2205S	1:100
DAPI	Roche Life Science	Cat# 10236276001	1:10000
Donkey anti-Rabbit IgG (H+L) highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594	Thermo Fisher Scientific	Cat# A-21207	1:1000
Donkey anti-Mouse IgG (H+L) highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594	Thermo Fisher Scientific	Cat# A-21203	1:1000
Donkey anti-Mouse IgG (H+L) highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-21202	1:1000
Horseradish peroxidase (HRP)-conjugated anti-rabbit IgG	Beyotime	Cat# A0208	1:10000
Horseradish peroxidase (HRP)-conjugated anti-mouse IgG	Cell Signaling Technology	Cat# 7076	1:10000
APC-conjugated anti-pig CD31	BIO-RAD	Cat# MCA1746APC	1:30
Alexa Fluor 647 anti-pig CD45	BIO-RAD	Cat# MCA1222A647	1:30
PEconjugated anti-human CD56	BioLegend	Cat# 304606	1:50
StarGreen safe Nucleic Acid Dye 10000×	GenStar	Cat# ZE111-10	1:10000

Chemicals, Peptides and Recombinant Protein		
REAGENT or RESOURCE	SOURCE	IDENTIFIER
CHIR99021	Selleckchem	Cat# S1263
IWR-1-endo	Selleckchem	Cat# S7086
Y-27632	Selleckchem	Cat# S1049
WH-4-023	Selleckchem	Cat# S7565
Recombinant Human LIF	PeproTech	Cat# 300-05
Human/Murine/Rat Activin A	PeproTech	Cat# 120-14E
Recombinant Human FGF-2	PeproTech	Cat# 100-18B
Recombinant Human IGF-1	PeproTech	Cat# 100-11
Recombinant Human HGF	PeproTech	Cat# 100-39H
SB431542	Selleckchem	Cat# S1067
LDN193189	Stemgent	Cat# 04-0074
Bovine Serum Albumin (BSA)	Sigma-Aldrich	Cat# A1470
Ascorbic Acid (Vc)	Sigma-Aldrich	Cat# A4544
KnockOut Serum Replacement	Thermo Fisher Scientific	Cat# A3181502
Neurobasal™ Medium	Thermo Fisher Scientific	Cat# 21103-049
DMEM/F12, GlutaMAX™ supplement	Thermo Fisher Scientific	Cat# 10565-018
N-2 Supplement (100 ×)	Thermo Fisher Scientific	Cat# 17502-048
B-27™ Supplement (50 ×), minus vitamin A	Thermo Fisher Scientific	Cat# 12587-010
Insulin-transferrin-selenium (ITS)	Thermo Fisher Scientific	Cat# 41400-045
GlutaMAX™ Supplement	Thermo Fisher Scientific	Cat# 35050-061

2-Mercaptoethanol	Thermo Fisher Scientific	Cat# 21985-023
MEM Non-Essential Amino Acids Solution (100 ×)	Thermo Fisher Scientific	Cat# 1140-050
Penicillin-Streptomycin (10,000 U/mL)	Thermo Fisher Scientific	Cat# 15140-122
Gelatin (0.1 % in water)	Stem Cell Technologies	Cat# 07903
Trypsin-EDTA (0.05%), phenol red	Gibco	Cat# 25300120
DMEM, high glucose, no glutamine	Gibco	Cat# 11960-044
Fetal bovine serum (FBS)	Gibco	Cat# 16000-044
Horse serum	Gibco	Cat# 26050088
Accutase cell dissociation reagent	Gibco	Cat# A11105-01
TrypLE™ Express	Gibco	Cat# 12605010
Dispase II	Coolaber	Cat# CD4691
Collagenase II	Coolaber	Cat# CC3791G
Calcium chloride	Sigma-Aldrich	Cat# C5670
RIPA	Cell Signaling Technology	Cat# 9806
Protease inhibitor cocktail	Beyotime	Cat# P1050
SuperSignal™ West Dura Extended Duration Substrate	Thermo Fisher Scientific	Cat# 34075
H ₂ O ₂	Sigma-Aldrich	Cat# 316989
Colcemid Solution	Gibco	Cat# 15210-040
Mitomycin C	Selleckchem	Cat# S8146
Red Blood Cell Lysis Buffer	Solarbio	Cat# R1010
Dulbecco's phosphate-buffered saline (DPBS)	Gibco	Cat# C14190500CP
Hanks' Balanced Salt Solution (with Ca ²⁺ & Mg ²⁺)	Beyotime	Cat# C0219
Sodium alginate	Sinopharm Chemical Reagent Co.,Ltd.	Cat# 9005-38-3
Konjac glucomannan	Hubei konson Konjac Technology Co.	Cat# KJ30

Primer		
**OCT4:**<br>F: CAAACTGAGGTGCCTGCCCTTC<br>R: ATTGAACCTCACCTTCCCTCCA	This paper	N/A
**SOX2:**<br>F: CATCAACGGTACACTGCCTCTC<br>R: ACTCTCCTCCCATTTCCCTCTT	This paper	N/A
**NANOG:**<br>F: CATCTGCTGAGACCCTCGAC<br>R: GGGCTTGTGGAAGATCAGG	This paper	N/A
**T:**<br>F: GCCAGATCATGCTGAACTCCTTA<br>R: ATAAGCCGTCACCGCTATGAAC	This paper	N/A
**MSGN1:**<br>F: AACTACCTGCCACCGGTCTA<br>R: TCCGCTGTTGAGAAGGTCTG	This paper	N/A
**PDGFRα:**<br>F: GACAGTGCTGGAAGTGGTCA<br>R: TCCGGGTCTGGCACATAGAT	This paper	N/A
**PAX6:**<br>F: TGTC AACGGATGTGTGAGT<br>R: TCTGTCTCGGATTTCCTCAA	This paper	N/A
**EOMES:**<br>F: ACTCCCATGGACCTCCAGAA<br>R: TCGCTTACAAGCACTGGTGT	This paper	N/A
**BMP4:**<br>F: TTCATTTTAGGAGCCATTCTGTAGT<br>R: TCCTAGCAGGACTTGGCATAAT	This paper	N/A
**PAX7:**<br>F: GTGCCCTCAGTGAGTTCGATTA<br>R: TTCCCTTTGTGCGCCAAGAT	This paper	N/A
**MYOD:**<br>F: CGCTTGAGCAAAGTCAACGA<br>R: GCTATAATCCATCATGCCGTGC	This paper	N/A
**MYF5:**<br>F: ACGGCATGCCTGAATGCAAC<br>R: TGCTGATCCGATCCACTATGC	This paper	N/A

**MYOG:**<br>F: CCAGGGGATCATCTGCTCACA<br>R: TGGGCATGGTTTCATCTGGG	This paper	N/A
**MYMK:**<br>F: CTTCTCCCCACGGTCAG<br>R: TACTCCAGGATGTCAAGGCG	This paper	N/A
**MYH1:**<br>F: TCTTTGACTGGGCTGCCATC<br>R: TCACTGTCAAAGTCGCCCC	This paper	N/A
**MYH2:**<br>F: GGGCTCAAAGTGGTGAAGC<br>R: AGATGCGGATGCCCTCCA	This paper	N/A
**MYH3:**<br>F: GCCGACGCTGACAGCGGAAA<br>R: AGATGCGGATGCCCTCCA	This paper	N/A
**MEF2A:**<br>F: CACGGGGTGAATTCCATTCT<br>R: CAGGGTGTCTGTTTGCCAT	This paper	N/A
**MEF2C:**<br>F: GACAACAAAGCCCTCAGCAG<br>R: CTGCATTGTTCTGTCACAT	This paper	N/A
**ACTN2:**<br>F: CAGCAAAGGCGTGAAACTGG<br>R: TGGCAGAGGTTTCTTCGACT	This paper	N/A
**MYL3:**<br>F: GCCCAAGAAGGATGATGCCA<br>R: TCACACTTGGGTGTACGGTC	This paper	N/A
**MYL4:**<br>F: CACATCTCCCGCAACAAGGA<br>R: TCTTCTGCTCCACCCTG	This paper	N/A
**MYH8:**<br>F: TCTGGCATCCAGAGGCAGAAT<br>R: GTTAGCGTTGCTCCACGTTT	This paper	N/A
**MYH11:**<br>F: GAGCGCCACATCTCAACTCT<br>R: CTCCTCGGCCAACAAGTAT	This paper	N/A
**CD31:**<br>F: CACCGAGGTCTGGGAACAAA<br>R: GGGAGCCTTCCGTTCTAGAATATC	This paper	N/A
**CDH5:**<br>F: AAGAACATCGCCCGTGTCTAT<br>R: CACTGAGCCGATCCAAGGTT	This paper	N/A
**CD90:**<br>F: GGCATCGCTCTCTTGCTAAC<br>R: GGACCTTGATGTCGTACTTGC	This paper	N/A
**CD105:**<br>F: ATGCTGTCTGTAGCAACCCAA<br>R: GCCGGACCTTCTGTTCTC	This paper	N/A
**COL11A1:**<br>F: ACTGTCATCAGTCAGCAGCC<br>R: TAGCCTTTTCTGGACGCACA	This paper	N/A
**FBN1:**<br>F: ATGAATGTCTGGAGCCACCC<br>R: TCCAGAGCGGGTATCAACAC	This paper	N/A
**COL6A3:**<br>F: AGCATCGGACCAAGGGAAT<br>R: TGGAAACCTTGAGTGCCGTT	This paper	N/A
**COL5A2:**<br>F: AAAGTGGGCAGAAGCAAGAC<br>R: ATTTCTTCAACATATCCTTCATCCT	This paper	N/A
**COL3A1:**<br>F: CTAGCCGAGCTTCCAGAAC<br>R: TCCCCAGTGTGTTTAGTGCAA	This paper	N/A
**LAMA4:**<br>F: TCCTGCTACCCAGAAATGCG<br>R: CTCTCCTGTTGTGTTCCGCT	This paper	N/A
**ELN:**<br>F: GAGCCTTTGGAGGTGTGTCC<br>R: CGCCACCTGGGAAAATAGGA	This paper	N/A
**PKM:**<br>F: CCAGAAACCAAGCAGCAACA<br>R: AAGTCACTCGCTGTCCTTCA	This paper	N/A
**PGK1:**<br>F: GAATGGACCTGTGGGCGTAT<br>R: CAGTGTCTCCACCACCTATGA	This paper	N/A

**PGAM1:**<br>F: GCAACATCAGTAAGGATCGCA<br>R: GCTCCATGATCGCCTCTTCA	This paper	N/A
**LDHA:**<br>F: AAGTGCACTCCCGATTCTTT<br>R: AGGAAAAGGCTGCCATGTTG	This paper	N/A
**PDK4:**<br>F: ACCAGGAAAAGTGGCCTTCT<br>R: CCGTAACCAAAACCAGCCAAAG	This paper	N/A
**PDP1:**<br>F: CCCAGACGAATTGGAACCCC<br>R: GGATGGGGCGTGATCTCAG	This paper	N/A
**PDHA1:**<br>F: TTAGGTCTTAGCGTCCTCCC<br>R: GCCGGTGAAGATCACATTCTTA	This paper	N/A
**HK1:**<br>F: AGCTTCATCCACACTTCTCCA<br>R: GCACAGCTCGCTAGACAGAA	This paper	N/A
**HK2:**<br>F: CTCCGGATGGGACAGAACAC<br>R: TGAAGTTAGCCAGGCACTCG	This paper	N/A
**SLC2A11:**<br>F: AATGCCCCAACCTTGACAT<br>R: TTCCTTCCAGCTTGATGGC	This paper	N/A
**SLC2A12:**<br>F: AGTCTGCTGAAACCGAAGGG<br>R: GTAAACATGCCGCAACCTCTC	This paper	N/A
**SLC2A13:**<br>F: GCTCGGCATCGGTATTGCT<br>R: CCTCCCGTGATGAAGAGGGT	This paper	N/A
**PGM1:**<br>F: CGGAATTTCTTACCAGGTACG<br>R: AATGCTTCCGTCCACAGGAT	This paper	N/A
**GPI:**<br>F: TTCGAGTTCTGGGATTGGGTG<br>R: TTCTTCTCCAGGGGTGTCGT	This paper	N/A
**EF-1α:**<br>F: AATGCGGTGGGATCGACAAA<br>R: CACGCTCACGTTTCAGCCTTT	This paper	N/A

Critical Commercial Assays		
REAGENT or RESOURCE	SOURCE	IDENTIFIER
RNApre pure Cell / Bacteria Kit	TIANGEN	Cat# DP430
Hifair® III 1st Strand cDNA Synthesis SuperMix for qPCR (gDNA digester plus)	YEASEN	Cat# 11141ES60
2 × RealStar Green Power Mixture	GenStar	Cat# A311-05
Alkaline Phosphatase Detection Kit	Millipore	Cat# SCR004
Rapid Giemsa Staining kit	BBI Life Science	Cat# E6073141
Calcein / PI Cell Activity and Cytotoxicity Assay Kit	Beyotime	Cat# C2015M
Modified BCA Protein Assay Kit	Sangon Biotech	Cat# C503051
ATP Assay Kit	Beyotime	Cat# S0027
Glucose Assay Kit	Beyotime	Cat# S0201M
Lactic Acid assay kit	Nanjing Jiancheng institute of Biotechnology	Cat# A019-2-1
TIANSeq mRNA capture kit	TIANGEN	Cat# NR105
VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina	VAZYME	Cat# NR604-02

Configuration of culture medium
(1) pgEpiSCs culture medium
Basic culture medium: 227.5 mL DMEM/F12, 227.5 mL neurobasal, 2.5 mL N2 supplement, 5 mL B27 supplement, 0.5% GlutaMAX, 1% nonessential amino acids, 0.1 mM β-mercaptoethanol, 1% penicillin–streptomycin, 5% knockout serum replacement, and 50 μg/mL ascorbic acid.
3i/LAF medium: small molecules and cytokines were added to BM to the following final concentrations, 1 μM

CHIR99021, 2.5 μ M IWR-1-endo, 1 μ M WH-4-023, 10 ng/mL recombinant human LIF, 25 ng/mL recombinant human activin A, 10 ng/mL recombinant human FGF2.
(2) pMuSCs culture and differentiation medium
Culture medium: DMEM/F12 supplemented with 1% penicillin-streptomycin, 1% MEM Non-Essential Amino Acids Solution, 10% FBS, and 5 ng/mL FGF2.<br>Differentiation medium: DMEM supplemented with 1% penicillin-streptomycin and 2% Horse serum.
(3) Embryoid body differentiation medium
DMEM supplemented with 10 % FBS, 1 % penicillin–streptomycin, 1 % GlutaMAX.
(4) Adherent medium
ITS group (appropriate adjustments): DMEM/F12 supplemented with 1% ITS, 0.1 mM β -mercaptoethanol, 1% nonessential amino acids, 1% penicillin–streptomycin and 200 μ M ascorbic acid.<br>YH BM group (appropriate adjustments): DMEM/F12 and neurobasal (1:1) supplemented with 0.5% N2 supplement, 1% B27 supplement, 1% nonessential amino acids, 0.1 mM β -mercaptoethanol, 1% penicillin–streptomycin, 15% knockout serum replacement, and 200 μ M ascorbic acid.<br>YHBM-Neur: DMEM/F12 supplemented with 0.5% N2, 1% B27, 1% nonessential amino acids, 0.1 mM β -mercaptoethanol, 1% penicillin–streptomycin, 15% knockout serum replacement, and 200 μ M ascorbic acid.<br>F12+N2 group: DMEM/F12 supplemented with 0.5% N2, 1% nonessential amino acids, 0.1 mM β -mercaptoethanol, 1% penicillin–streptomycin, 15% knockout serum replacement, and 200 μ M ascorbic acid.<br>F12+B27 group: DMEM/F12 supplemented with 1% B27, 1% nonessential amino acids, 0.1 mM β -mercaptoethanol, 1% penicillin–streptomycin, 15% knockout serum replacement, and 200 μ M ascorbic acid.
(5) Myogenic differentiation medium (MDM)
MDM basic medium (MDM BM): DMEM/F12 supplemented with 1% nonessential amino acids, 0.1 mM β -mercaptoethanol, 1% penicillin–streptomycin, 15% knockout serum replacement, 200 μ M ascorbic acid.<br>MDM I (Optimization of MDM I): a) MDM BM supplemented with 1% B27, 3 μ M CHIR99021 and 0.5 μ M LDN193189; b) MDM BM supplemented with 1% B27, 3 μ M CHIR99021 and 2 μ M SB431542; c) MDM BM supplemented with 1% B27, 3 μ M CHIR99021, 0.5 μ M LDN193189 and 2 μ M SB431542.<br>MDM II: MDM BM supplemented with 3 μ M CHIR99021, 0.5 μ M LDN193189, and 20 ng/ml FGF2.<br>MDM III: MDM BM supplemented with 10 ng/ml HGF, 10 ng/ml IGF-1, 20 ng/ml FGF2 and 0.5 μ M LDN193189.<br>MDM IV: MDM BM supplemented with 10 ng/ml IGF-1.<br>MDM V: MDM BM supplemented with 10 ng/ml HGF and 10 ng/ml IGF-1.<br>N2 medium: DMEM/F12 supplemented with 15% KOSR, 1% N2, 1% penicillin–streptomycin, and 1% nonessential amino acids.<br>HS medium: DMEM/F12 supplemented with 15% KOSR, 2% HS, 1% penicillin–streptomycin, and 1% nonessential amino acids.

Deposited Data	
pgEpiSCs Low and High passages RNA-seq data	This article
pgEpiSCs, pgEpiSCs-MPCs and pgEpiSCs-MCs RNA-seq data	This article
Muscle progenitor cells (MPCs) differentiation RNA-seq data	This article
PEFs	1
Software and Algorithms	
Trim garole	2
HISAT2	3
FeatureCounts	4
DEseq2 tool	5
R package FactoMineR	6
R package factoextra	7
R packages pheatmap	8
R packages EnhancedVolcano	9
R package ggtern	10
Metascape	11
ggplot2	12
ProteoWizard	13
XCMS	14
IP4M	15
mixOmics	16

Supplementary Table 2 Analyzing the nutritional composition of pgEpiSCs-CM.

Items	Scaffold (without cells)	pgEpiSCs-CM
H ₂ O	95.82 %	95.74 %
Total Protein	No	3.92 %
Total Fat	No	No
Zinc (Zn)	156.89 µg/Kg	999.67 µg/Kg
Calcium (Ca)	14539.67 µg/Kg	1708.78 µg/Kg
Iron (Fe)	16.17 µg/Kg	5.02 µg/Kg
Magnesium (Mg)	9.76 µg/Kg	57.564 µg/Kg
Potassium (K)	0.47 µg/Kg	271.26 µg/Kg

Determination of the protein, fat, moisture, and trace elements in pgEpiSCs-CM samples

The protein content of pgEpiSCs-CM was determined following the protocol outlined in GB5009.5-2016. Specifically, 2 g of the sample was accurately weighed and placed into a digestion tube for digestion in a furnace. The temperature was raised to 420°C and maintained for one hour until the liquid turned green and transparent before being removed, cooled, distilled, and titrated using an automatic Kjeldahl nitrogen analyzer (Kjeltec 8400, FOSS Ltd., Denmark).

The fat content in pgEpiSCs-CM was determined following the protocol outlined in GB5009.6-2016. Specifically, 5 g of the sample was weighed into an evaporating dish and mixed with approximately 20 g of quartz sand. The mixture was then evaporated in a boiling water bath and subsequently dried at 100 °C ± 5°C for 30 min using an electric blast drying oven. To extract the processed samples, a Soxhlet extractor was employed, refluxing with anhydrous ether for eight cycles. The completion of the extraction was indicated by no oil spots observed when picking up one drop of the extract with a frosted glass rod.

Detect the moisture content in pgEpiSCs-CM by GB5009.3-2016. Accurately weigh 2 g of the sample, flat in the dry, to a constant weight of the flat weighing bottle with a thickness of not more than 5 mm and no more than 10 mm of loose test material. The weighing bottle after weighing the test material was placed in an oven that had been raised to 100~105°C, dried for 5 h, removed, transferred to a desiccator, cooled at room temperature for 30 min, precision weighed. The difference between two consecutive weighings did not exceed 5 mg until.

Multiple elements in cells were determined according to GB 5009.268-2016. Basically, 1.0 mL of samples were accurately measured and placed in a cleaned polytetrafluoroethylene (PTFE) digestion tank. Each sample was sealed with 0.5 mL of nitric acid (KERMEL, CAS:7697-37-2), and the microwave digestion procedure was performed. After digestion, the samples were transferred to clean PET plastic bottles, diluted to 2.0 g with ultra-pure water, and treated in the same manner as the blank controls. The elements of the sample were determined by ICP-MS (ICAP-QC, Thermo Fisher Scientific, Waltham, Massachusetts, USA).

Supplementary references

1. Xu, J. *et al.* Generation of pig induced pluripotent stem cells using an extended pluripotent stem cell culture system. *Stem Cell Res. Ther.* **10**, 193 (2019).
2. Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet J.* **17**, 10-12 (2011).
3. Pertea, M., Kim, D., Pertea, G.M., Leek, J.T. & Salzberg, S.L. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. *Nat. Protoc.* **11**, 1650-1667 (2016).
4. Liao, Y., Smyth, G.K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923-930 (2014).
5. Love, M.I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome. Biol.* **15**, 550 (2014).
6. Lê, S., Josse, J. & Husson, F. FactoMineR: An R Package for Multivariate Analysis. *J. Stat. Softw.* **25**, 1-18 (2008).
7. Kassambara, A., and Mundt, F. Package 'factoextra'. Extract and visualize the results of multivariate data analyses. 76 (2017).
8. Kolde, R. pheatmap: Pretty Heatmaps. R package version 1.0. 12. CRAN R-project org/package= pheatmap. (2019).
9. Blighe, K., Rana, S., and Lewis, M.. EnhancedVolcano: Publication-ready volcano plots with enhanced colouring and labeling. R package version 1 (2019).
10. Hamilton, N.E. & Ferry, M.J.J.o.s.s. ggtern : Ternary Diagrams Using ggplot2. *J. Stat. Softw.* **87**, 1-17 (2018).
11. Zhou, Y. *et al.* Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat. Commun.* **10**, 1523 (2019).
12. Hadley, W. Data analysis. In ggplot2 (Springer), pp. 189-201 (2016).
13. Darren, K., Matt, C., Robert, B., David, A. & Parag, M.J.B.-O.-. ProteoWizard: open source software for rapid proteomics tools development. *Bioinformatics* **24**, 2534-2536 (2008).
14. Want, E.J. *et al.* XCMS: Processing Mass Spectrometry Data for Metabolite Profiling Using Nonlinear Peak Alignment, Matching, and Identification. *Anal. Chem.* **78**, 779-787 (2006).
15. Liang, D. *et al.* IP4M: an integrated platform for mass spectrometry-based metabolomics data mining. *BMC Bioinformatics* **21**, 444 (2020).
16. Rohart, F., Gautier, B., Singh, A. & Cao, K.J.P.C.B. mixOmics: An R package for 'omics feature selection and multiple data integration. *PLoS Comput. Biol.* **13**, e1005752 (2017).

# Supplementary material for: Generation of three-dimensional meat-like tissue from stable pig epiblast stem cells
**Source:** Nat Commun. 2023 Dec 9;14:8163. doi: 10.1038/s41467-023-44001-8
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

The data of RT-PCR was collected by Archimed X6 (ROCGENE, China);
The data of morphology of cells on scaffolds, fluorescence and fluorescence were collected by inverted microscopy (OLYMPUS, CKX41), scanning electron microscopy (HITACHI, TM-4000 plus).
The data for ATP, glucose and lactic acid measuring was collected by Multimode reader (Tecan, spark).
The data of cell viability and differentiation efficiency of pgEpiSCs were collected by BD FACSVerser (BD Biosciences, USA).
The Images of pgEpiSCs-MCs on 3D edible scaffolds were taken using a laser scanning confocal microscope (Lecai STELLARIS5, Germany).
Texture profile analysis (TPA) of scaffolds inoculated pgEpiSCs-MCs was measured by a texture analyzer (TA. XT Plus, Stable Micro systems Ltd, UK).
The determination of individual amino acids by using a fully automated amino acid analyzer (LA8080, Hi-tachi, Tokyo, Japan) for comparison with the standard (013-08391. Wako, Tokyo, Japan).
For transcriptome sequencing: the captured RNA as the initial sample for library construction with the VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina (VAZYME, Cat# NR604-02).
All LC/MS acquired raw data were converted to mzXML using ProteoWizard (V3.0.22248).

Data analysis

**Image data:
ImageJ (Fiji, version 1.8.0, National Institute of Health, USA)
GraphPad Prism 9 (version 9.5.1, GraphPad Software, USA)
FlowJo (V10)
BioSys Manual 4.1.2 (Biochrom Ltd)
** RNA-seq data:

```

trim garole (v-0.6.6)
HISAT2 (v-2.1.0)
FeatureCounts (v-2.0.1)
DESeq2 (v-1.30.1)
FactoMineR (v-2.4) factoextra (v-1.0.7)
pheatmap (v-1.0.12)
EnhancedVolcano (v-1.14.0)
ggtern (v-3.3.5)
Metascape (http://metascape.org)
** Metabolomics data:
ProteoWizard (v-3.0.22248)
XCMS (v-3.10.2)
mzCloud (https://www.mzcloud.org/)
Compound Discoverer (v-3.0)
IP4M (v-2.0)
mixOmics (v-6.14.1)
ggplot2 (v-3.3.6)
R (v-4.0.5)

```

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data are available in the main text, supplementary materials, Gene Expression Omnibus (GSE223433) and Open Archive for Miscellaneous Data (OMIX005128).

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample-size calculation was performed. The sample size for each analysis was determined to be the minimum sample size required to make valid inferences, such as differences or similarity between different groups, which were deemed sufficient for robust P-value calculations and enabled us to conclude that the sample size in our experiments was enough.

Data exclusions

No data were excluded from the analyses.

Replication

The experiments were replicated or performed independently based on the numbers mentioned in the manuscript (such as methods section)

and figure legends).

Randomization

In this study, there were no clinical populations or patients, therefore randomization techniques were not applicable. The same well plate the experiment was conducted in by dividing into treatments at random, which collects images of samples and experimental data.

Blinding

Blinding is not applicable to the current work since clinical populations or patients were not involved. The data (such as qPCR, fluorescence area, western blot band intensity, etc.) obtained were based on objective measurements, hence blinding has no impact on these data values.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Conjugated first antibodies for FACS:

APC-conjugated anti-pig CD31 (BIO-RAD, Cat# MCA1746APC, dilution 1/30)

Alexa Fluor 647 anti-pig CD45 (BIO-RAD, Cat# MCA1222A647, dilution 1/30)

PE-conjugated anti-human CD56 (BioLegend, Cat# 304606, dilution 1/50)

The antibodies for immunofluorescence staining:

Mouse monoclonal anti-Oct-3/4 (Santa Cruz Biotechnology, Cat# sc-5279, dilution 1/500)

Mouse monoclonal anti-Sox2 (Santa Cruz Biotechnology, Cat# sc-365823, dilution 1/300)

Rabbit polyclonal anti-human Nanog (PeproTech, Cat# 500-P236, dilution 1/300)

Rabbit polyclonal anti-neuron specific beta III Tubulin (Abcam, Cat# ab18207, dilution 1/250)

Rabbit polyclonal anti-alpha smooth muscle Actin (Abcam, Cat# ab5694, dilution 1/250)

Rabbit monoclonal anti-Vimentin (Abcam, Cat# ab92547, dilution 1/250)

Goat polyclonal anti-Brachyury (Santa Cruz Biotechnology, Cat# sc17743, dilution 1/50)

Rabbit monoclonal anti-human-γH2A.X (Cell Signaling Technology, Cat# 9718, dilution 1/1000)

Mouse monoclonal anti-PAX7 (DSHB, Cat# PAX7-S, dilution 1/100)

Rabbit polyclonal anti-MYOD1 (Proteintech, Cat# 18943-1-AP, dilution 1/200)

Mouse monoclonal anti-Skeletal Myosin (Fast) (Sigma-Aldrich, Cat# M4276, dilution 1/300)

Mouse monoclonal anti-Myosin heavy chain (MyHc) (DSHB, Cat# MF20-S, dilution 1/200)

Actin-Tracker Red-594 (Beyotime, Cat# C2205S, dilution 1/100)

Donkey anti-Rabbit IgG (H+L) highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Fisher Scientific, Cat# A-21207, dilution 1/1000)

Donkey anti-Mouse IgG (H+L) highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Fisher Scientific, Cat# A-21203, dilution 1/1000)

Donkey anti-Mouse IgG (H+L) highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific, Cat# A-21202, dilution 1/1000)

The antibodies for western blotting:

Mouse monoclonal anti-MYH3 (Santa Cruz Biotechnology, Cat# sc-376157, dilution 1/1000)

Rabbit monoclonal anti-GAPDH (D16H11) (Cell Signaling Technology, Cat# 5174, dilution 1/5000)

Horseradish peroxidase (HRP)-conjugated anti-mouse IgG (Cell Signaling Technology, Cat# 7076, dilution 1/10000)

Horseradish peroxidase (HRP)-conjugated anti-rabbit IgG (Beyotime, Cat# A0208, dilution 1/10000)

Validation

APC-conjugated anti-pig CD31 (<https://www.bio-rad-antibodies.com/monoclonal/pig-porcine-cd31-antibody-lci-4-mca1746.html?f=purified>)

Alexa Fluor 647 anti-pig CD45 (<https://www.bio-rad-antibodies.com/monoclonal/pig-porcine-cd45-antibody-k252-1e4-mca1222.html?f=alexa%20fluor%C2%AE%20647>)

PE-conjugated anti-human CD56 (<https://www.biolegend.com/en-us/products/pe-anti-human-cd56-ncam-antibody-1605>)

Mouse monoclonal anti-Oct-3/4 (<https://www.scbt.com/p/oct-3-4-antibody-c-10?requestFrom=search>)

Mouse monoclonal anti-Sox2 (<https://www.scbt.com/p/sox-2-antibody-e-4?requestFrom=search>)

Rabbit polyclonal anti-human Nanog (<https://www.peprotech.com/zh/anti-human-nanog>)
 Rabbit polyclonal anti-neuron specific beta III Tubulin (<https://www.abcam.cn/products/primary-antibodies/beta-iii-tubulin-antibody-neuronal-marker-ab18207.html>)
 Rabbit polyclonal anti-alpha smooth muscle Actin (<https://www.abcam.cn/products/primary-antibodies/alpha-smooth-muscle-actin-antibody-ab5694.html>)
 Rabbit monoclonal anti-Vimentin (<https://www.abcam.cn/products/primary-antibodies/vimentin-antibody-epr3776-cytoskeleton-marker-ab92547.html>)
 Goat polyclonal anti-Brachyury (<https://www.scbt.com/p/brachyury-antibody-n-19?requestFrom=search>)
 Rabbit monoclonal anti-human-yH2A.X (https://www.cellsignal.cn/products/primary-antibodies/phospho-histone-h2a-x-ser139-20e3-rabbit-mab/9718?site-search-type=Products&N=4294956287&Ntt=9718&fromPage=plp&_requestid=2648986)
 Mouse monoclonal anti-PAX7 (<https://dshb.biology.uiowa.edu/PAX7>)
 Rabbit polyclonal anti-MYOD1 (<https://www.ptgcn.com/products/MYOD1-Antibody-18943-1-AP.htm>)
 Mouse monoclonal anti-Skeletal Myosin (Fast) (<https://www.sigmaaldrich.cn/CN/zh/product/sigma/m4276>)
 Mouse monoclonal anti-Myosin heavy chain (MyHc) (<https://dshb.biology.uiowa.edu/MF-20>)
 Actin-Tracker Red-594 (<https://www.beyotime.com/product/C2205S.htm>)
 Donkey anti-Rabbit IgG (H+L) highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (<https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>)
 Donkey anti-Mouse IgG (H+L) highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (<https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21203>)
 Donkey anti-Mouse IgG (H+L) highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (<https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21202>)
 Mouse monoclonal anti-MYH3 (<https://www.scbt.com/p/myh-antibody-b-5?requestFrom=search>)
 Rabbit monoclonal anti-GAPDH (D16H11) (Cell Signaling Technology, Cat# 5174, dilution 1/5000)
 Horseradish peroxidase (HRP)-conjugated anti-mouse IgG (Cell Signaling Technology, Cat# 7076, dilution 1/10000)
 Horseradish peroxidase (HRP)-conjugated anti-rabbit IgG (<https://www.beyotime.com/product/A0208.htm>)

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	The pgEpiSCs were derived from the embryo of NongDa Xiang pig in our previous work (Zhi et al., 2022, https://doi.org/10.1038/s41422-021-00592-9).<br>The mouse myoblast (C2C12) were purchased from Procell (CL-0044).<br>The porcine muscle stem cell line was isolated in this study and described within.
Authentication	The pgEpiSCs were authenticated by whole genome sequencing.<br>STR analysis was used for C2C12 authentication.<br>The porcine muscle stem cells authenticated by immunofluorescence staining.
Mycoplasma contamination	We confirmed that all cell lines tested were negative for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	Commonly misidentified cell lines were not used in the study.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	The Kunming white mice (8-weeks-old) were used in the experiments were purchased from Beijing SiPeiFu Biotechnology Co., Ltd (Beijing, China) and used for the isolation of mouse embryonic fibroblasts (MEFs) for pgEpiSCs culture. All mice were individually housed under a 12hr light/dark cycle in a sterile environment and provided with food and water ad libitum.<br>The Nongda Xiang pigs (1-week-old) were used for the isolation of porcine muscle stem cells.
Wild animals	No wild animals were used in this study.
Reporting on sex	This study did not involve sex- and gender-based analysis because female and male mice were only used to isolate mouse embryonic fibroblasts (MEFs).
Field-collected samples	No field collected samples were used in the study.
Ethics oversight	All of the mouse and pig experiments performed were approved by the Institutional Animal Care and Use Committee of China Agricultural University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

(1). The cells (pgEpiSCs-MPCs) were digested by TryPLE for 5 min into single cells and centrifuged at 1000 rpm for 5 min, which were washed three times with DPBS before being resuspended with diluted antibodies (Alexa Fluor 647 anti-pig CD45, APC-conjugated anti-pig CD31, PE-conjugated anti-human CD56) and incubated on ice for 30 min. Followed by washing three times with cold DPBS and resuspending precipitates for flow analysis of CD31- CD45-CD56+ ratios, where unstained cells were used as negative controls for delineation of FACS gating parameters.

(2).The mouse myoblast (C2C12), porcine muscle stem cells or pgEpiSC-MCs were cultivated on scaffolds and cell survival status was measured by using the Calcein / PI Cell Activity and Cytotoxicity Assay Kit. Cells were stained with Calcein-AM (AM) and propidium iodide (PI) double fluorescence, observed with a fluorescence microscope, and flow cytometry was used to determine cell survival effectiveness, where unstained cells were used as negative controls for delineation of FACS gating parameters.

Instrument

BD FACSVerser (BD Biosciences, USA).

Software

The FlowJo software was used in FACS data analysis.

Cell population abundance

The CD31-CD45-CD56+ population was defined as pgEpiSC-MPCs.
The Calcein-AM (AM, green) is characterized as a living cells.
The propidium iodide (PI, red) is characterized as dead cells.

Gating strategy

The gating strategy is exemplified in Fig. 2 and Supplementary Fig. 5, 9, 11. The detailed method is shown in the method section (Flow cytometric analysis, Assay of cell survival efficiency on 3D edible scaffolds.).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

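The authors' deposited table of TPM (transcripts scaled to a fixed total per library) for 14 libraries was the only data source. According to the paper the reads were trimmed with Trim Galore 0.6.6, mapped to Sscrofa11.1 with HISAT2 2.1.0 and counted with featureCounts 2.0.1, and the authors calculated TPM in R. The library preparation captured RNA with a poly-A tail. TPM keeps no sequencing depth and no read counts, so tests made for counts, such as the authors' Wald test, were not run and values were compared on a logarithmic scale instead.

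The groups were pgEpiSCs-Low (passage 30, 3 libraries), pgEpiSCs-High (passage 200, 3), pgEpiSCs-MPCs (2), pgEpiSCs-MCs (3) and MPC-Dif (3). All values were transformed to log2(TPM + 1) and fitted with limma 3.58.1 in R 4.3.3 as 1 model with a mean per group. Variances were moderated with an intensity trend. A gene was tested when its TPM was above 0.5 in at least 50% of the libraries of at least 1 group, which left 14957 genes. The p-values in the passages are limma's moderated t tests adjusted by Benjamini-Hochberg within a comparison, and a gene was called at an adjusted p below 0.05. Comparisons with pgEpiSCs set a group against the mean of both passages with equal weight.

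Gene lists were written from general knowledge and from the genes shown in the paper's figures, and each had to have 3 tested genes. A list was called by limma's camera at an adjusted p below 0.05 over the lists of a comparison, with a preset correlation of 0.01 and, as an alternative, a correlation estimated from the data. Counts of higher and lower members were made with the adjusted p over all genes and again adjusted over the list alone. Genes named in the text are every gene the paper names for its RNA-seq, the 12 largest rises and falls of a comparison among called genes whose libraries do not overlap (leaving out identifiers without a symbol), and list members as examples, largest changes first. The table names some genes by Ensembl identifier. For 608 of 2209 of them a symbol was taken from a table of identifiers and symbols, and 1601 stay without. Of 611 list genes 85 had no entry under their symbol or an alias and were not analysed here. Coordinates come from the RefSeq annotation of Sscrofa11.1, the build the authors mapped to.

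Detected genes had a median TPM above 0.5 in at least 1 group of pgEpiSCs, pgEpiSCs-MPCs and pgEpiSCs-MCs. Principal components were calculated on log2(TPM + 1) scaled per gene. K-means used 10 clusters, up to 100 iterations and 25 starts with seed 20 on the scaled median of each group, settings of which the paper gives the clusters, the iterations and the scaled medians. All 14534 detected genes were clustered here, where the paper speaks of genes with significant changes over time. Correlations are Pearson's on log2(TPM + 1).

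The model and the list test were tested on simulated data with planted changes of 0.5, 1 and 2 log2 units. At 2 log2 units 98.5% to 100% of the changed genes were recovered in each comparison, and of 44 lists without planted genes 0 were called. The noise was drawn separately for each gene, so this count cannot judge list calls where genes vary together. Single-gene changes were planted only in genes outside the lists with a mean log2(TPM + 1) above 1. The spreads of the genes were shuffled among them, and far fewer genes changed than were called in the real comparisons. The recovered shares are therefore not the power of those comparisons. The overlap between the rises of pgEpiSCs-MCs and MPC-Dif was checked with separate pgEpiSCs libraries. Even divisions of the libraries other than the real one were checked by fitting the groups of the comparison alone.

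Alternatives were pseudocounts of 0.1 and 0.5, no filter, a filter at TPM above 2, median-of-ratios scaling, quantile normalization, the 100 most abundant genes left out, only the compared groups, replicate number as a block, no intensity trend, either passage of pgEpiSCs alone, each library left out, and a log2 fold change beyond 2. The mitochondrial genes left out is an alternative added after the data had been seen.

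PEFs, metabolites, qPCR, imaging and 3D cultures were not analysed here. No batch or culture information per library is given in the sources used here.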

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

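The tests on chromosome 10, on leftover pgEpiSCs and on low oxygen, and the choice to judge the scaling at high passage by the values without mitochondrial genes alone, were made only after the results they address had been seen.

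Neural genes were higher than in pgEpiSCs by a median of 2.174 log2 units in pgEpiSCs-MPCs and 2.462 in pgEpiSCs-MCs, and higher by 3.957 in pgEpiSCs-MCs than in MPC-Dif. A few abundant genes taking up RNA cannot be the source, because the lowest median over the scalings was 1.949. A separate population of neural cells may be present, and the spread of the list's mean between the pgEpiSCs-MCs libraries, an SD of 0.09142, cannot tell, because a constant share of such cells would give a small spread as well. Staining for *TUBB3* or *STMN2* next to *MYOG*, or single-cell RNA, would separate neural cells from muscle cells that express neural genes.

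In pgEpiSCs-MCs, 149% of the *SOX2* and 32.9% of the *OTX2* level of pgEpiSCs were kept. Leftover pgEpiSCs cannot be the source of these 2 levels, because the highest share kept by *LIN28A*, *NANOG*, *LEFTY2* and *ZFP42* was 0.1481%.

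Glycolysis genes were higher in pgEpiSCs-MCs than in MPC-Dif by a median of 2.245 (camera adjusted p = 2.1e-04, but adjusted p = 0.210 with an estimated correlation). Over the scalings the difference was at least 1.87, which excludes a few abundant genes as the source. A response to low oxygen fits: 17 of 19 tested genes of a low-oxygen list (89.47%) were higher in pgEpiSCs-MCs than in both pgEpiSCs and MPC-Dif, against 31.1% of all tested genes, with *CA12* and *P4HA2* as exceptions. Other targets of low oxygen had been seen high in pgEpiSCs-MCs before and were left off the list, so its outcome was not a surprise. Cultures of 44 days may run short of oxygen, but differentiation or medium could raise the same 17 genes, and oxygen measured in the medium would decide.

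At high passage, chromosome 10 had 68 genes higher and 17 lower, 80% higher among called genes against 33.3% elsewhere. Its median over that of all genes was 0.1617, too small for an extra or a lost chromosome in all cells, and it was picked from 19 chromosomes by this value. An extra copy in part of the cells fits, with at least 0.07285 in each of 4 parts of the chromosome with equal numbers of genes and 0.180, 0.139 and 0.166 in the 3 high-passage libraries against -0.013 to 0.009 in the low-passage ones. The paper reports normal karyotypes at low and at high passage, which runs against a gain. The density of genes does not account for it, since 0.138 remained after it was allowed for, against 0.0456 for the next chromosome. Windows along the chromosome had been looked at before these 4 parts were tested, so a partial gain is a hypothesis for a DNA-based test such as copy-number PCR.

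Whether the larger number of lower than higher genes at high passage comes from scaling stays open. With the mitochondrial genes left out 59.37% of called genes were lower, against 65.2% before, and with the top genes left out 57.9%. Median-of-ratios scaling (46.1%) and quantile normalization (48.2%) centre the changes, which draws the split towards even whatever the cause. For pgEpiSCs-MCs and for MPC-Dif against pgEpiSCs, 1 of 84 divisions of the libraries called as many genes as the real one, namely the real one itself. The highest other counts came from the division that sets high-passage pgEpiSCs apart. Other divisions mix the groups, which widens the spread within them and keeps their counts low. The real division thus stands apart from divisions at random. A group difference cannot be told from a difference between cultures in this way, as the libraries of a group may share 1 culture. For high against low passage and for pgEpiSCs-MCs against MPC-Dif, 1 of 10 divisions called as many genes as the real one, too few divisions to judge by.

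Fibroblast genes had a median of -3.903 in pgEpiSCs-MCs against MPC-Dif and of 1.564 against pgEpiSCs. Hox genes had medians of -1.97 (anterior), -4.236 (trunk) and -2.498 (posterior) in pgEpiSCs-MCs against MPC-Dif. Smooth muscle genes had medians of 1.582 in pgEpiSCs-MPCs and 3.208 in pgEpiSCs-MCs against pgEpiSCs. With an estimated correlation the Hox lists and the fibroblast list against MPC-Dif keep their calls (adjusted p = 0.0325 each), while the fibroblast list against pgEpiSCs (adjusted p = 0.164) and the smooth muscle list (0.0718 in pgEpiSCs-MPCs and 0.0548 in pgEpiSCs-MCs) lose theirs.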

How the results depend on the processing

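The alternative without mitochondrial genes was added after the data had been seen, and all other tests of this part were fixed earlier.

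Of 202 results for named genes, 189 were called, and 193 kept their call and direction under every alternative run for them, 15 to 22 for each result. Those that did not are *MYOD1* in pgEpiSCs-MCs against pgEpiSCs-MPCs, *ALDOA*, *CKM* and *TCF15* in pgEpiSCs-MCs, and *DPPA4*, *PTBP1*, *QKI*, *SRSF2* and *SRSF6* between passages. *ALDOA* changed direction under quantile normalization (-0.093, against 0.50), and the cause was not tested. No other named gene did. The list of late myogenesis genes in pgEpiSCs-MPCs also lost its call with the stricter filter, and that of collagen genes at high passage with the top genes left out.

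High against low passage: median-of-ratios scaling called 1931 genes higher, 8 lists higher and 1 list lower. Quantile normalization, the mitochondrial genes left out and no intensity trend each called 1 list lower. With replicate number as a block 1 list was lower as well. Replicate numbers do not pair the libraries, as the mean correlation of equal numbers across groups was -0.016 over 26 pairs, and 2 of 14 libraries were closest to their own number. Beyond a log2 fold change of 2 there were 7 genes higher and 24 lower, and 0 lists were higher with an estimated correlation.

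pgEpiSCs-MPCs against pgEpiSCs: 4891 genes were lower under median-of-ratios scaling, and 4598 higher and 5314 lower under quantile normalization. Beyond 2 there were 815 and 302, and 4 lists were higher and 6 lower with an estimated correlation.

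pgEpiSCs-MCs: 1815 genes were higher and 397 lower beyond 2 against pgEpiSCs, with 5 lists higher and 3 lower with an estimated correlation. Against pgEpiSCs-MPCs it was 962 and 257 genes and 5 and 2 lists.

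MPC-Dif: 1607 genes were higher and 1362 lower beyond 2 against pgEpiSCs, and 5 lists were lower with an estimated correlation. For pgEpiSCs-MCs against MPC-Dif 11 lists were higher under median-of-ratios scaling and 10 under quantile normalization. Beyond 2 it was 1927 and 626 genes, and 1 list was higher and 4 lower with an estimated correlation. Beyond 2, 748 genes were higher in both muscle cultures.

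Principal components: without scaling per gene the first took 73.2% and the second 19.4%. The second took 29.6% with low-passage and 30.2% with high-passage pgEpiSCs alone.

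Correlations: between passages the lowest was 0.99113 on TPM without logarithm, 0.96305 with pseudocount 0.1 and 0.9754 with Spearman's coefficient, and the highest 0.99724, 0.96963 and 0.98296. The lowest within a passage was 0.99427, 0.97765 and 0.98863.

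Leaving out each library in turn gave these ranges. High against low passage: 947 to 1194 genes higher and 1692 to 2371 lower, 3 to 5 lists higher and 0 to 1 lower. pgEpiSCs-MPCs: 6135 to 7103 and 2689 to 3254 genes, 6 to 7 lists higher. pgEpiSCs-MCs: 7345 to 7593 and 4377 to 4631 genes, 11 to 12 lists lower. pgEpiSCs-MCs against pgEpiSCs-MPCs: 4524 to 5002 and 4805 to 5265 genes, 16 to 17 and 8 to 9 lists. MPC-Dif: 5372 to 5572 and 6313 to 6616 genes, 16 to 17 and 12 to 13 lists. pgEpiSCs-MCs against MPC-Dif: 7203 to 7356 and 4144 to 4247 genes, 11 to 12 lists lower. Genes higher in both muscle cultures: 4042 to 4177. Detected genes: 14482 to 14545. First component: 53.3% to 60.6%, second 19.2% to 26.9%. Correlations between passages: 0.97784 to 0.98096 for the lowest and 0.98297 to 0.98446 for the highest. Lowest within a passage: 0.99011 to 0.99157. Clusters: 2748 to 2950 genes in the largest and 561 to 621 in the smallest.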

Differences from the paper's values

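None of the values compared in this part was a test chosen after the result was seen, apart from the mitochondrial alternative named as such.

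The lowest correlation between a low- and a high-passage library was 0.97785, where Supplementary Fig. 3a shows about 0.99, read by eye. On TPM without a logarithm it was 0.99113, which lies within the reading, while a pseudocount of 0.1 gave 0.96305 and Spearman's coefficient 0.9754. The paper does not say whether it took logarithms before the correlation, so the scale is a possible source. Its panel also holds PEFs, so the genes used may differ from those used here, which was not tested.

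Genes higher than pgEpiSCs in both pgEpiSCs-MCs and MPC-Dif numbered 4179, where Supplementary Fig. 7g shows about 2700, read by eye. Values nearer to the figure came with median-of-ratios scaling (3961), quantile normalization (3232), the top genes left out (3506), only the compared groups (4023) and low-passage pgEpiSCs alone (3851), all fixed before the data were examined, and with the mitochondrial genes left out (3344), an alternative chosen after they were seen. The stricter filter (4053), the replicate block (4150) and no trend (4173) brought it nearer by less than these. Pseudocounts of 0.1 and 0.5 (4248 and 4209), no filter (4182) and high-passage pgEpiSCs alone (4213) took it farther away. A log2 fold change beyond 2 gave 748. The paper states no threshold for this panel, and its own test on counts was not repeated here. The legend names no reference group for either list, and pgEpiSCs were taken as the reference for both here. The 2 numbers may therefore not count the same thing.

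The paper states that neither cancer hallmark genes nor splicing factors were expressed in pgEpiSCs. In the deposited table 27 of the 28 hallmark genes and all 19 splicing factors lay above 0.5 TPM in each of the 6 pgEpiSCs libraries, with median levels at low passage of 172.6 and 201.5 TPM, against 12.0 TPM over all genes. *HNRNPA1* (3743 TPM) and *TUBB* (2221 TPM) are examples at low passage. The legend of the supplementary figure speaks of a comparison with PEFs, which was not analysed here, so the statement may be meant as no difference from PEFs, and the levels of 172.6 and 201.5 TPM speak only against absence.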

Other observations

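The low-oxygen list was the only list here that was written after the largest changes had been seen, and all other tests of this part were fixed earlier.

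Hox genes set the 2 muscle cultures apart, and RNA of a whole culture cannot say which cells carry them. MPC-Dif carried the trunk genes *HOXA5* (43.1 ± 4.12 TPM, mean ± SD, n = 3) and the posterior *HOXA9* (38.9 ± 1.44 TPM), as cells taken from limb or trunk muscle do, while pgEpiSCs-MCs had 0 and 0 TPM. In pgEpiSCs-MPCs 13 of 14 trunk Hox genes were lower than in pgEpiSCs and 0 higher (also adjusted over the list alone, camera adjusted p = 1.2e-07), *HOXC6* by 3.21 from 9.31 TPM in pgEpiSCs. The Wnt ligand gene *WNT8B*, the LIM homeobox gene *LMX1B* and the roof plate gene *ZIC1* rose at the same stage.

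In pgEpiSCs-MCs all 16 cell cycle genes were lower than in pgEpiSCs (also adjusted over the list alone, camera adjusted p = 2.2e-07, median log2 fold change -1.29, but adjusted p = 0.0548 with an estimated correlation), such as *CCNB1* (-1.74, standard error 0.064) and *MCM3* (-1.96, 0.054). All 8 cyclin-dependent kinase inhibitors were higher (also adjusted over the list alone, camera adjusted p = 0.00173, median 3.005), *CDKN1A* by 4.39 (0.067) and *CDKN2B* by 4.29 (0.097). All 18 ribosome biogenesis genes were lower (also adjusted over the list alone, camera adjusted p = 4.9e-11, median -2.12).

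Imprinted genes were higher in pgEpiSCs-MCs, 12 of 14 with 1 lower (also adjusted over the list alone, camera adjusted p = 0.00362, but adjusted p = 0.155 with an estimated correlation), and in pgEpiSCs-MPCs *MEST* rose by 4.32 and *DIRAS3* by 4.43. Interferon genes were higher in pgEpiSCs-MCs, 9 of 10 (also adjusted over the list alone, camera adjusted p = 0.0194, but adjusted p = 0.187 with an estimated correlation), with *MX1* at 2.15. Immediate early genes were higher, 8 of 9 with 1 lower (also adjusted over the list alone, camera adjusted p = 0.0266, but adjusted p = 0.164 with an estimated correlation), with *EGR1* at 4.66 and *FOS* at 4.41. Of 13 cartilage and bone genes 5 were higher and 6 lower in pgEpiSCs-MCs (also adjusted over the list alone, camera adjusted p = 0.474), *SOX9* at 4.07, *RUNX2* at 3.91 and *IBSP* at 5.35. Of 8 crest and glia genes 5 were higher and 2 lower (also adjusted over the list alone, camera adjusted p = 0.267), with *TFAP2B* at 4.77 and *ETS1* at 4.47. Of the low-oxygen list, the 2 genes with the highest levels in pgEpiSCs-MCs were *BNIP3* at 2188 TPM against 69.5 in MPC-Dif and *EGLN3* at 1073 against 67.6.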
